# Adipocyte lysoplasmalogenase TMEM86A regulates plasmalogen homeostasis and protein kinase A-dependent energy metabolism

**DOI:** 10.1038/s41467-022-31805-3

**Published:** 2022-07-14

**Authors:** Yoon Keun Cho, Young Cheol Yoon, Hyeonyeong Im, Yeonho Son, Minsu Kim, Abhirup Saha, Cheoljun Choi, Jaewon Lee, Sumin Lee, Jae Hyun Kim, Yun Pyo Kang, Young-Suk Jung, Hong Koo Ha, Je Kyung Seong, James G. Granneman, Sung Won Kwon, Yun-Hee Lee

**Keywords:** Obesity, Lipid signalling, Fat metabolism

## Abstract

Dysregulation of adipose tissue plasmalogen metabolism is associated with obesity-related metabolic diseases. We report that feeding mice a high-fat diet reduces adipose tissue lysoplasmalogen levels and increases transmembrane protein 86 A (TMEM86A), a putative lysoplasmalogenase. Untargeted lipidomic analysis demonstrates that adipocyte-specific TMEM86A-knockout (AKO) increases lysoplasmalogen content in adipose tissue, including plasmenyl lysophosphatidylethanolamine 18:0 (LPE P-18:0). Surprisingly, TMEM86A AKO increases protein kinase A signalling pathways owing to inhibition of phosphodiesterase 3B and elevation of cyclic adenosine monophosphate. TMEM86A AKO upregulates mitochondrial oxidative metabolism, elevates energy expenditure, and protects mice from metabolic dysfunction induced by high-fat feeding. Importantly, the effects of TMEM86A AKO are largely reproduced in vitro and in vivo by LPE P-18:0 supplementation. LPE P-18:0 levels are significantly lower in adipose tissue of human patients with obesity, suggesting that TMEM86A inhibition or lysoplasmalogen supplementation might be therapeutic approaches for preventing or treating obesity-related metabolic diseases.

## Abstract (web summary)

Dysregulation of plasmalogen metabolism in adipose tissue is associated with metabolic diseases. Here the authors characterize the role of adipocyte TMEM86A as a lysoplasmalogenase and show its deletion is protective against high fat diet induced metabolic disease, an effect that can be recapitulated by plasmenyl lysophosphatidylethanolamine 18:0 supplementation.

## Introduction

Adipose tissue is a crucial metabolic organ whose integrated metabolic, endocrine and immune functions are critical for systemic metabolic health^1^. Adipocytes have a complex, depot-specific lipidome that undergoes dynamic remodeling in response to systemic energy demands and nutritional status^2,3^^,^. Among various lipid species, plasmalogens are a major component of adipocyte membrane phospholipids that are involved in the generation of lipid mediators^3,4^. Importantly, dysregulation of plasmalogen metabolism in adipocytes is associated with obesity-related metabolic disease^5,6^ and previous studies have suggested regulatory roles of plasmalogen in mitochondrial oxidative metabolism in adipose tissue. For instance, adipose-specific disruption of peroxisomal biogenesis reduces plasmalogen biosynthesis and impairs mitochondrial oxidative metabolic activity. The effects are reversed by dietary supplementation of plasmalogens^7^. Nonetheless, the specific enzymatic pathways that maintain plasmalogen homeostasis in adipocytes are largely unknown.

The biosynthesis of plasmalogens begins in the luminal side of the peroxisomal membrane and intermediate products are further modified into plasmalogens in the endoplasmic reticulum (ER)^4^. Plasmalogens can be hydrolyzed by phospholipase A2 (PLA2), releasing fatty acids at the sn-2 position and lysoplasmalogens. The lysoplasmalogen can be further catabolized by phospholipase C (PLC), phospholipase D (PLD), and lysoplasmalogenase^4,6^. Moreover, lysoplasmalogens may be reacylated at sn-2 by transacylation, thus reforming plasmalogens^8^. Lysoplasmalogenases may be key enzymes that regulate lysoplasmalogen catabolism and lysoplasmalogen and plasmalogen homeostasis^6^. Lysoplasmalogenase was identified and characterized in rat liver microsomes as the enzyme that catalyzes the hydrolysis of the vinyl ether bond of choline^9^ or ethanolamine^10^ lysoplasmalogens, forming fatty aldehyde and glycerophosphocholine or glycerophosphoethanolamine, respectively. The enzyme was later found in rat brain microsomes^11^ and in small intestinal epithelial cell microsomes^12^. The liver enzyme was purified^13^ and the gene was identified as TMEM86B^6^. TMEM86A is a close homolog of TMEM86B;^6^ however, its potential lysoplasmalogenase activity and function in adipose tissue have not been investigated.

The beta-adrenergic/cyclic adenosine monophosphate (cAMP)/protein kinase A (PKA) signalling pathway plays a crucial role in controlling the catabolic phenotype of adipose tissues by regulating lipolysis^14^, oxidative gene transcription^15^, and mitochondrial oxidative metabolism^16^. Indeed, activation of the pathway at the level of receptor^17,18^, cAMP levels^19^, or PKA^20^ in adipocytes expands oxidative metabolism, increases energy expenditure, and protects against diet-induced obesity^16^. Previously, Williams and Ford investigated the direct activation of purified PKA holoenzyme from heart tissue, and found that lysoplasmenylcholine activated the purified complex^21^. However, whether and how lysoplasmalogens might influence PKA signalling in adipocytes has not been investigated.

In the current study, we show that high-fat feeding increased TMEM86A protein levels in adipocytes, suggesting that TMEM86A regulates levels of plasmalogen-derived lipid mediators during adipocyte hypertrophy. We provide evidence that TMEM86A is a bona fide lysoplasmalogenase by comprehensive global phospholipid profiling and direct enzymatic assays in gain- and loss-of-function analyses. We also addressed the physiological roles of adipocyte TMEM86A and its underlying molecular mechanisms in vitro and in adipocyte-specific TMEM86A KO (TMEM86A AKO) mice. We discovered that genetic inactivation of adipocyte TMEM86A increases oxidative metabolism in adipose tissues and improves systemic metabolism during high-fat feeding. Mechanistically, loss of TMEM86A potentiates PKA signalling by inhibiting phosphodiesterase 3B (PDE3B), the major enzyme that degrades cAMP in adipocytes. Importantly, treating mice with lysoplasmalogen, the substrate degraded by TMEM86A, protected mice from high-fat diet (HFD)-induced metabolic dysfunction. Collectively, these results indicate that lysoplasmalogens are key regulators of catabolic signalling in adipocytes, and suggest that TMEM86A might be targeted for obesity-related metabolic disease.

## Results

### High-fat diet induces TMEM86A expression in white adipose tissue

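RNA of gonadal white adipose tissue (gWAT), the visceral fat pad beside the reproductive organs, was sequenced from wild-type C57BL/6 mice, 3 fed a normal chow diet (NCD) and 3 fed a high-fat diet (HFD, 60% fat) for 8 weeks. The methods state that the HFD started at 8 weeks of age, and the sample labels give 6 weeks. The methods name the TruSeq mRNA kit, the sample labels name its stranded version, and the libraries were run on an Illumina NovaSeq. The authors deposited the number of reads counted on each of 19790 genes in each mouse, without normalization. The aligner, the counting program and the genome build are not given in the sources used here. The counts of NCD replicates 1, 2 and 3 summed to 66303182, 58524894 and 50147273, and those of HFD replicates 1, 2 and 3 to 49873679, 66360046 and 49575113, with medians of 58524894 and 49873679. Counts relative to the total of a library are given as CPM, on which scale a single count was worth between 0.0151 and 0.0202. In NCD replicate 1, 58.6% of the counts fell on 11 genes of the secretions of the seminal vesicle, against 11.2% in NCD replicate 2 and 2.30% in NCD replicate 3. The same genes received 6, 8 and 2 counts in HFD replicates 1, 2 and 3. Counts were scaled by edgeR's TMM method, which gave NCD replicate 1 a factor of 0.496 and the other mice factors from 1.02 to 1.27, and were compared between the diets with edgeR's quasi-likelihood test over the 15241 genes with enough counts. At a Benjamini-Hochberg adjusted p under 0.05, 850 genes were higher and 289 lower in HFD-fed mice, and 980 of these 1139 genes also changed more than 2-fold. The number depended on the mice included. It was 3234 without NCD replicate 1, of which 1665 were higher and 1569 lower, and 2, 2, 2, 7 and 4 without NCD replicate 2, NCD replicate 3, HFD replicate 1, HFD replicate 2 and HFD replicate 3. Standard errors of log2 fold changes were computed as the fold change divided by the square root of the test's F statistic.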

We performed RNA-seq analysis of gonadal white adipose tissue (gWAT) of mice fed a normal chow diet (NCD) or HFD for 8 weeks and analyzed the expression levels of genes involved in plasmalogen metabolism (Fig. 1a). Among these genes, the expression of *Tmem86a* was significantly upregulated in gWAT of HFD-fed mice compared to that in mice fed a NCD (Fig. 1a), suggesting the involvement of TMEM86A in the pathologic response of the adipose tissue induced by overnutrition. 

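*Tmem86a* (NCBI gene 67893) was measured at 8.80, 15.7 and 18.5 TMM-scaled CPM in NCD replicates 1, 2 and 3 and at 51.3, 48.7 and 55.7 in HFD replicates 1, 2 and 3. The mean was 14.3 ± 4.99 (SD, n = 3 mice) on NCD and 51.9 ± 3.54 (SD, n = 3 mice) on HFD. The log2 fold change was 1.86 (standard error 0.289, adjusted p = 0.0253 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every HFD-fed mouse lay above every NCD-fed mouse, and the exact two-sided permutation test gave p = 0.1, the smallest value that 3 mice against 3 allow. The lowest NCD value came from the library in which genes of the seminal vesicle took the largest share of the counts. Without that library the log2 fold change was 1.62 (adjusted p = 0.00544 from the same test). With any of the other 5 mice left out it stayed between 1.81 and 2.10, and the adjusted p rose to between 0.0695 and 0.110. The setting that moved the value most was limma on log2(FPKM + 0.1) without scaling beyond the total counts, which gave 2.48. From the increase of *Tmem86a* among the genes of plasmalogen metabolism, the paper proposes that TMEM86A takes part in the pathologic response of adipose tissue to overnutrition.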

RT-qPCR and immunoblot analyses showed that HFD feeding increased TMEM86A, but not TMEM86B, expression in WAT (Fig. 1b–g, and Supplementary Fig. 1) consistent with the RNAseq data. Furthermore, publicly available transcriptome-profiling (GEO: GSE94753) indicates that *TMEM86A* expression is upregulated in abdominal subcutaneous WAT from female patients with obesity manifesting insulin resistance (OIR) compared to individuals without obesity (NO) (Fig. 1h).

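In the RNA-seq libraries of gWAT, *Tmem86b* (NCBI gene 68255), a paralog of *Tmem86a*, was measured at 2.01, 1.82 and 2.18 TMM-scaled CPM in NCD replicates 1, 2 and 3 and at 1.54, 2.60 and 2.38 in HFD replicates 1, 2 and 3. The mean was 2.00 ± 0.177 (SD, n = 3 mice) on NCD and 2.17 ± 0.557 (SD, n = 3 mice) on HFD. The values of the diets overlapped, and the log2 fold change of 0.12 was smaller than its standard error of 0.314 (adjusted p = 0.823 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign changed to -0.03 with quantile normalization and to -0.01 without HFD replicate 2. How reads that match both paralogs were counted is not given in the sources used here.

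**Figure D1:**
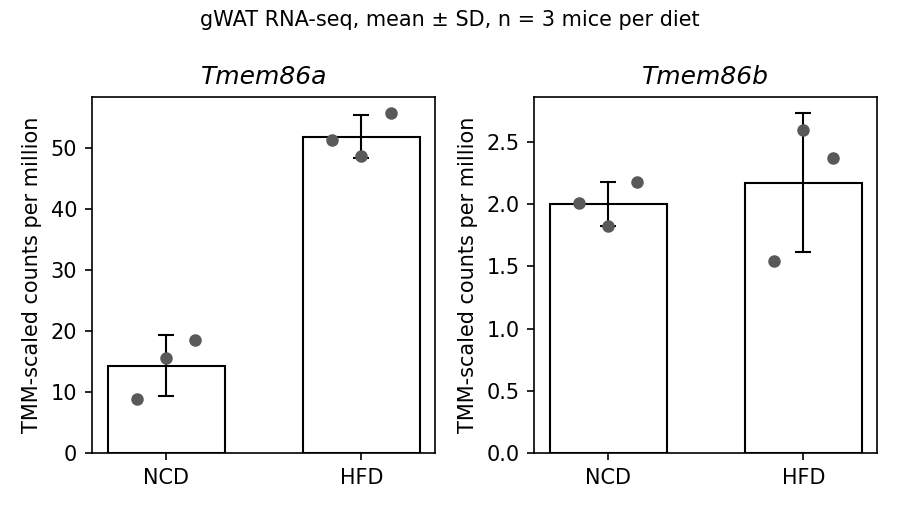
TMM-scaled CPM of *Tmem86a* and *Tmem86b* in gWAT, on separate vertical axes that start at 0, for mice fed NCD or HFD. Points are mice, bars are means and error bars are SD (n = 3 mice). The *Tmem86a* points of HFD-fed mice lie between 48.7 and 55.7, above all NCD-fed mice, while the *Tmem86b* points of the diets overlap.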

**Fig. 1:**
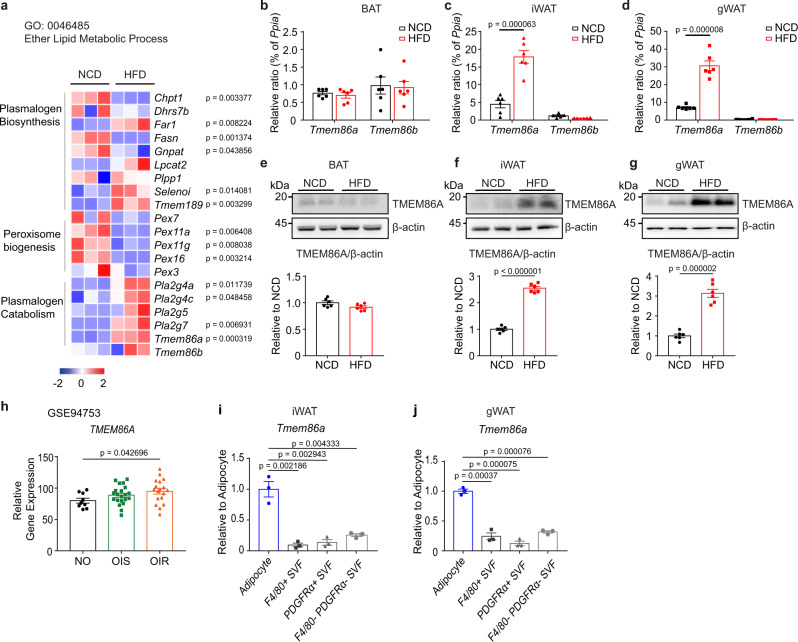
TMEM86A is abundantly expressed in WAT and upregulated by HFD feeding. **a** Heatmap of RNA-seq data showing the effects of 8 weeks of high-fat diet (HFD) feeding on genes involved in ether lipid metabolism (GO: 0046485) in gWAT. (NCD: normal chow diet, *| fold change (FC) | > 2; *p* < 0.05) **b**–**d** qPCR analysis of *Tmem86a* and *Tmem86b* in BAT, iWAT and gWAT of mice fed a NCD or HFD for 8 weeks. *n* = 6. **e**–**g** Immunoblot analysis of TMEM86A expression. *n* = 6. **h** Analysis of *TMEM86A* expression in human adipose tissue (non-obesity (NO): *n* = 9; insulin-sensitive obesity (OIS): *n* = 21; insulin-resistant obesity (OIR): *n* = 18), determined by publicly available transcriptomic data (Gene Expression Omnibus (GEO) repository, accession number GSE94753). qPCR analysis of *Tmem86a* expression in adipocytes and stromal vascular fraction (SVF; F4/80+, PDGFRα+, or F4/80-PDGFRα-) isolated from iWAT (**i**) and gWAT (**j**) of mice. *n* = 3. Each point represents a biological replicate. Data are presented as the mean ± SEM. Statistical significance was determined using the unpaired, two-tailed *t*-test in **a**–**j**. Source data are provided as a Source Data file.

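All 20 genes drawn in Fig. 1a were among the genes tested in the 3 NCD and 3 HFD libraries. By edgeR's quasi-likelihood test, 4 of them passed an adjusted p under 0.05 over all genes, and 5 passed when adjusted over the list alone, *Pex3* being the additional gene. The genes are those the paper shows for these same samples, so the count over the list is not independent evidence. In 7 of the 20 genes the values of the diets did not overlap, where chance gives 10% and 39.2% of all tested genes did not overlap. *Fasn* fell from 11993 ± 7230 TMM-scaled CPM (SD, n = 3 mice) on NCD to 169 ± 71.5 (SD, n = 3 mice) on HFD, a log2 fold change of -6.15 (standard error 0.976, adjusted p = 0.0253 from edgeR). *Pla2g7* rose from 12.9 ± 2.77 to 141 ± 39.4 (log2 fold change 3.44, standard error 0.286, adjusted p = 0.0192 from edgeR). *Pex11g* fell from 19.0 ± 7.23 to 6.82 ± 1.07 (log2 fold change -1.47, standard error 0.311, adjusted p = 0.0454 from edgeR). These genes also passed without NCD replicate 1, with log2 fold changes of -6.56, 3.31 and -1.10 and adjusted p-values of 0.00544, 0.00544 and 0.0155 from edgeR. They did not pass when any of the other 5 mice was left out. Of the genes that did not pass, *Chpt1*, *Pex11a*, *Pex16*, *Tmem189* and *Pla2g4a* passed only without NCD replicate 1 among the fits that left out a mouse, with log2 fold changes there of -1.95, -1.95, -1.22, 0.63 and 1.89. *Plpp1* was at 269 TMM-scaled CPM in NCD replicate 1 and between 26.4 and 44.5 in the other 5 mice, and its log2 fold change moved from -1.63 to 0.06 without that library. *Selenoi* had a log2 fold change of -0.41 with TMM and 0.24 when counts were scaled by their totals alone, a scaling that moved the median of all genes to 0.45.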

Adipose tissue is composed of numerous cell types. To determine the cellular distribution of TMEM86A, we fractionated adipose tissue using a combination of flotation (adipocytes) and magnetic bead separation (F4/80+ and PDGFRα + cells) (Supplementary Fig. 2a, b). We found that *Tmem86a* mRNA was heavily enriched in adipocytes in both iWAT and gWAT (Fig. 1i, j).

### TMEM86A functions as lysoplasmalogenase in adipocytes

TMEM86A and TMEM86B are members of the YhhN family proteins found in various species including bacteria^22^. Although lysoplasmalogenase activity of TMEM86A is predicted by its sequence similarity with TMEM86B^22^ (Supplementary Fig. 3), the impact of TMEM86A on lysoplasmalogen metabolism has not been evaluated. To do so, we performed global unbiased phospholipid profiling of TMEM86A overexpressing C3H10T1/2 adipocytes and controls (Fig. 2a). In this analysis, we used adipocytes differentiated from C3H10T1/2 cells, a cloned murine embryo fibroblast cell line^23^. This untargeted lipidomics analysis included the following classes of phospholipids: lysophosphatidylcholine (LPC), lysophosphatidylethanolamine (LPE), phosphatidylcholine (PC), phosphatidylethanolamine (PE), plasmanyl LPC (annotated as LPC O-), plasmanyl PC (annotated as PC O-), plasmenyl LPC (annotated as LPC P-), plasmenyl LPE (annotated as LPE P-), plasmenyl PC (annotated as PC P-), and plasmenyl PE (annotated as PE P-) (Supplementary Data 1). Acid hydrolysis method was utilized to distinguish between plasmanyl PC and plasmenyl PC.

**Fig. 2:**
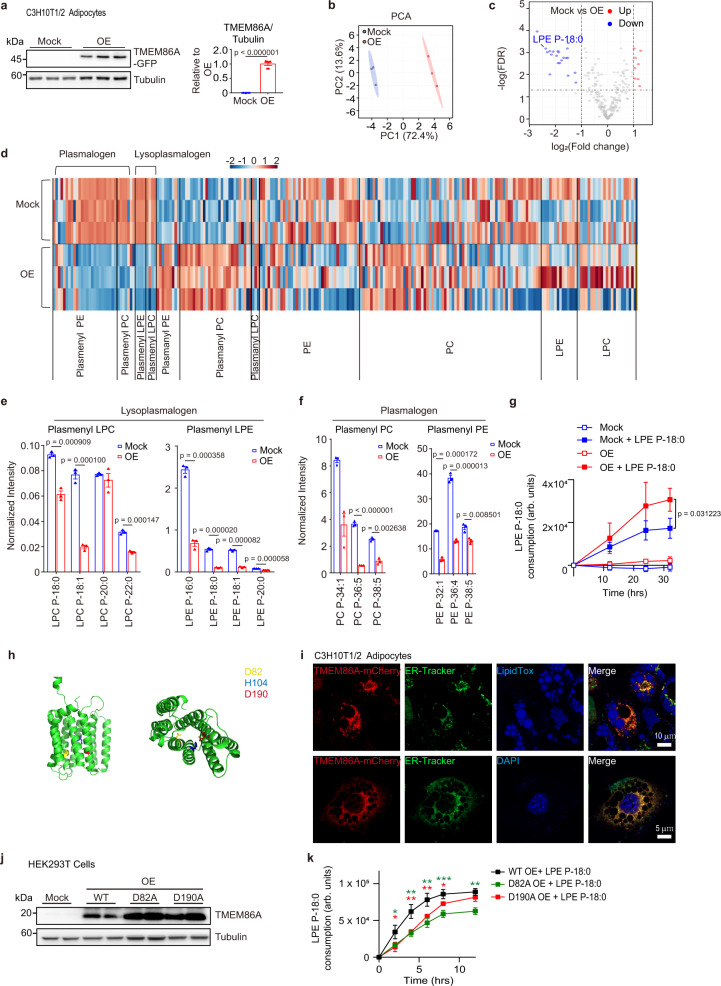
TMEM86A regulates adipocyte lysoplasmalogen metabolism. **a** Immunoblot analysis of TMEM86A expression in C3H10T1/2 adipocytes overexpressing TMEM86A (OE) or controls (mock) *n* = 3. Data are presented as the mean ± SEM. **b**–**d** PCA, volcano plot, and heatmap of phospholipid profiling of TMEM86A-overexpressing C3H10T1/2 adipocytes (OE) or controls (mock). **e**, **f** Normalized intensity of lysoplasmalogens and plasmalogens from phospholipid profiling of TMEM86A-overexpressing C3H10T1/2 adipocytes or controls. *n* = 3. (Intensity was normalized by median, *FDR < 0.05). Data are presented as the mean ± SEM. **g** LPE P-18:0 consumption levels of TMEM86A-overexpressing C3H10T1/2 adipocytes or controls. Cells were treated with LPE P-18:0 (1 μM) and then LPE P-18:0 in conditioned media were measured by LC-MS at indicated time. LPE P-18:0 consumption was calculated by subtracting LPE P-18:0 peak area at each time point from the initial value followed by normalization with a total protein quantity of cells. *n* = 3. Data are presented as the mean ± SD. **h** AlphaFold 3D model of human TMEM86A protein (AF-Q5BLD1-F1-model_v2.pdb). **i** Representative images of C3H10T1/2 adipocytes overexpressing GFP-tagged TMEM86A, stained with ER-Tracker. Nuclei and lipid were counterstained with DAPI and LipidTox, respectively. Scale bars = 10 μm. *n* = 3. **j** Immunoblot analysis of TMEM86A expression in HEK293T cells overexpressing WT, D82A mutant, or D190A mutant TMEM86A. *n* = 3. **k** LPE P-18:0 consumption levels of HEK293T cells overexpressing WT and mutant TMEM86A. *n* = 3. (WT OE + LPE P-18:0 vs. D82A OE + LPE P-18:0: *p* = 0.036525, *p* = 0.002498, *p* = 0.001757, *p* = 0.000735, or *p* = 0.001335, respectively for 2, 4, 6, 8, or 12 h; WT OE + LPE P-18:0 vs. D190A OE + LPE P-18:0: *p* = 0.019168, *p* = 0.003337, *p* = 0.00967, *p* = 0.02689, or *p* = 0.251998, respectively for 2, 4, 6, 8, or 12 h). *p* value was calculated by comparing each mutant group with WT OE + LPE P-18:0 as a control group. Data are presented as the mean ± SD. Each point represents a biological replicate. Statistical significance was determined using the unpaired, two-tailed *t*-test in **a**, **e**, **f**, **g** and using ANOVA (one-way, Bonferroni’s test) in **k**. Source data are provided as a Source Data file.

In total, untargeted phospholipid profiling detected 227 phospholipids including 8 species of lysoplasmalogen and 32 species of plasmalogen with high confidence (Supplementary Data 1). Adipocytes overexpressing TMEM86A were clearly separated from mock controls in the principal component analysis (PCA) plot (Fig. 2b). The downregulated lipid species in TMEM86A overexpressing cells (∣fold change∣ > 2, FDR < 0.05) were lysoplasmalogens or plasmalogens, indicated by volcano plot, heatmap (Fig. 2c, d and Supplementary Fig. 4), and the normalized intensity (Fig. 2e, f and Supplementary Fig. 5a, b). TMEM86A overexpression upregulated plasmanyl PC and plasmanyl PE levels, while no significant changes were observed for LPC, LPE, PC, and plasmanyl LPC (Fig. 2d).

As an independent approach, TMEM86A overexpressing C3H10T1/2 adipocytes were challenged with LPE P-18:0, and LPE P-18:0 levels were measured by LC-MS analysis (Fig. 2g). TMEM86A overexpression significantly increased LPE P-18:0 catabolism calculated by subtracting residual LPE P-18:0 from the initial levels in the conditioned media (Fig. 2g).

The structure of TMEM86A has not been determined; however, a high confidence AlphaFold computational model^24^ predicts a protein with 8 transmembrane regions (Fig. 2h). Consistent with this prediction and experiments with TMEM86B^6^, we found that green fluorescent protein (GFP)-tagged TMEM86A strongly colocalized with ER Tracker staining in C3H10T1/2 cells both before and after differentiation (Fig. 2i and Supplementary Fig. 6a, b). Evolutionary analysis of the YhhN family proteins by Jurkowitz, et al.^22^. identified several residues, including D82 and D190, that are absolutely conserved between bacterial and mammalian YhhN lysoplasmalogenases (Supplementary Fig. 3) and the AlphaFold model juxtaposed potential catalytic histidine and aspartate residues within the predicted transmembrane region (Fig. 2h). We found that D82A or D190A mutation of TMEM86A reduced lysoplasmalogenase activity in HEK293T cells (Fig. 2j, k), further implicating these residues in catalytic activity.

### Adipocyte-specific TMEM86A KO increases lysoplasmalogen content

To investigate the physiological roles of TMEM86A in adipose tissue, we established adipocyte-specific TMEM86A KO model (TMEM86A AKO) by crossing *Tmem86a*^flox/flox^ (TMEM86A ^fl/fl^) mice with adipoq-Cre mice (Fig. 3a and Supplementary Fig. 7). TMEM86A KO in BAT, iWAT, and gWAT was confirmed by western blot analysis (Fig. 3b–e).

**Fig. 3:**
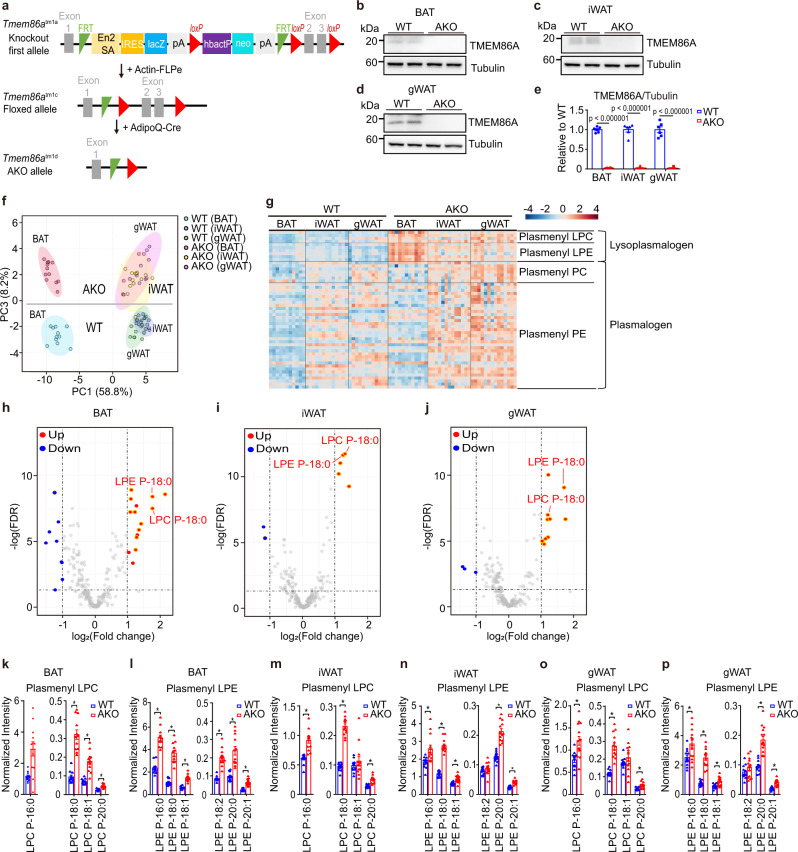
Untargeted phospholipid profiling of adipose tissue of adipocyte-specific TMEM86A KO mice. **a** Schematic diagram showing generation of adipocyte-specific TMEM86A knockout mice (TMEM86A AKO). **b**–**e** Immunoblot analysis of TMEM86A expression in adipose tissue of WT and TMEM86A AKO mice. *n* = 6. **f** PCA plots showing a separation of clusters of WT and TMEM86A AKO samples. Heatmap analysis (**g**) and volcano plots (**h**–**j**) of untargeted phospholipid profiling of BAT, iWAT and gWAT from WT and TMEM86A AKO mice. Lysoplasmalogens are highlighted in yellow in **h**–**j**. BAT WT: *n* = 11, KO: *n* = 12; iWAT WT: *n* = 13, KO: *n* = 13; gWAT WT: *n* = 12, KO: *n* = 14. **k**–**p** Normalized intensities of lysoplasmalogens in BAT, iWAT and gWAT of WT and TMEM86A AKO mice (Intensity was normalized by median, *FDR < 0.05). BAT WT: *n* = 11, KO: *n* = 12; iWAT WT: *n* = 13, KO: *n* = 13; gWAT WT: *n* = 12, KO: *n* = 14. (WT BAT vs. AKO BAT: *p* < 0.000001 for LPC P-18:0, LPC P-18:1, LPC P-20:0, LPE P-16:0, LPE P-18:0, LPE P-18:1, LPE P-18:2, LPE P-20:0, and LPE P-20:1; WT iWAT vs. AKO iWAT: *p* = 0.000003 for LPC P-16:0, *p* = 0.001422 for LPE P-16:0, *p* = 0.000835 for LPE P-18:1, *p* < 0.000001 for LPC P-18:0, LPC P-20:0, LPE P-18:0, LPE P-20:0, and LPE P-20:1; WT gWAT vs. AKO gWAT: *p* = 0.001322 for LPC P-16:0, *p* = 0.000694 for LPC P-20:0, *p* = 0.012532 for LPE P-16:0, *p* = 0.000865 for LPE P-18:1, *p* < 0.000001 for LPC P-18:0, LPE P-18:0, LPE P-20:0, and LPE P-20:1) Each point represents a biological replicate. Data are presented as the mean ± SEM. Statistical significance was determined using the unpaired, two-tailed *t*-test in **a** and **k**–**p**. Source data are provided as a Source Data file.

We then performed untargeted lipidomics analysis of BAT, iWAT, and gWAT from wild type (WT) and TMEM86A AKO mice to determine the effects of TMEM86A AKO on phospholipid composition, including plasmalogen metabolism. Detection of lysoplasmalogens in adipose tissue samples can be challenging due to the abundant neutral lipids which lead to ion suppression of phospholipids^25^. Therefore, we used phospholipid-enriched fractions obtained from the three-phase liquid extraction method^25^ to remove the excess amount of neutral lipids (e.g. triglyceride) in adipocytes. In total, 243 phospholipids including 10 lysoplasmalogens (plasmenyl LPC and plasmenyl LPE) and 42 plasmalogens (plasmenyl PC and plasmenyl PE) were identified with high confidence (Supplementary Data 2).

PCA revealed clear differences in lipid profiles between genotypes and among adipose tissue depots (Fig. 3f and Supplementary Fig. 8a). Principal component (PC) 1 separated BAT and WAT, while PC 2 separated iWAT and gWAT (Supplementary Fig. 8b). Each PCA plot of all three adipose tissue depots represented well separation of WT and TMEM86A AKO groups with little overlap (Supplementary Fig. 8c). Additionally, PC 3 clearly distinguished the lipidomic signatures of TMEM86A AKO vs. WT mice (Fig. 3f). Furthermore, heatmap analysis revealed that the overall levels of lysoplasmalogens were significantly higher in all three depots of adipose tissue from TMEM86A AKO mice compared to the levels in WT mice (Fig. 3g and Supplementary Fig. 9). Additionally, we observed higher LPE and PE levels, but lower levels of plasmanyl PC, plasmanyl LPC, and plasmalogens in BAT than in WAT (Fig. 3g and Supplementary Fig. 9). This result is consistent with a previous report^2^ showing higher PE and lower plasmanyl PC and plasmenyl PE in brown versus white adipose tissue.

Next, we examined phospholipid species that were differentially regulated in distinct depots (BAT, iWAT, and gWAT) of TMEM86A AKO mice. Volcano plots demonstrated that significantly upregulated phospholipids (∣fold change∣ > 2, FDR < 0.05) were lysoplasmalogens or plasmalogens (Fig. 3h–j and Supplementary Fig. 10a–c). Moreover, our results revealed that TMEM86A AKO elevated the levels of most lysoplasmalogens and plasmalogens in adipose tissues regardless of the anatomical location (Fig. 3k–p and Supplementary Fig. 11a–f). Among the differentially regulated lipid species, only 1-(1Z-octadecenyl)-sn-glycero-3-phosphocholine (LPC P-18:0) and 1-(1Z-octadecenyl)-sn-glycero-3-phosphoethanolamine (LPE P-18:0) showed a ∣fold change∣ > 2 and FDR < 0.05 in all adipose tissue types (Fig. 3k–p). In line with various analyses, LPC P-18:0 and LPE P-18:0 exhibited the highest or second highest normalized levels compared to other lipid species in their respective lipid subclasses (Fig. 3k–p). These KO mouse studies provide strong evidence that TMEM86A hydrolyzes lysoplasmalogens, thus controlling levels of the lysolipid.

### Adipocyte-specific TMEM86A KO upregulates PKA downstream signalling

Plasmalogen levels are positively correlated with mitochondrial oxidative activity^7,26^. To determine whether lipid remodeling by TMEM86A AKO is associated with mitochondrial oxidative metabolism, we analyzed mitochondrial content and activity in WT and TMEM86A AKO mice. Immunoblot analysis demonstrated that TMEM86A AKO increases levels of mitochondrial proteins involved in oxidative phosphorylation and thermogenesis, including medium-chain acyl-CoA dehydrogenase (MCAD), ATP synthase complex 5 (ATP5A), ubiquinol-cytochrome-c reductase complex core protein 2 (UQCRC2), succinate dehydrogenase iron-sulfur subunit (SDHB), NADH dehydrogenase ubiquinone 1 beta subcomplex subunit 8 (NDUFB8), cytochrome c oxidase subunit 4 (COXIV), and uncoupling protein 1 (UCP1) in BAT and WAT (Fig. 4a–d).

**Fig. 4:**
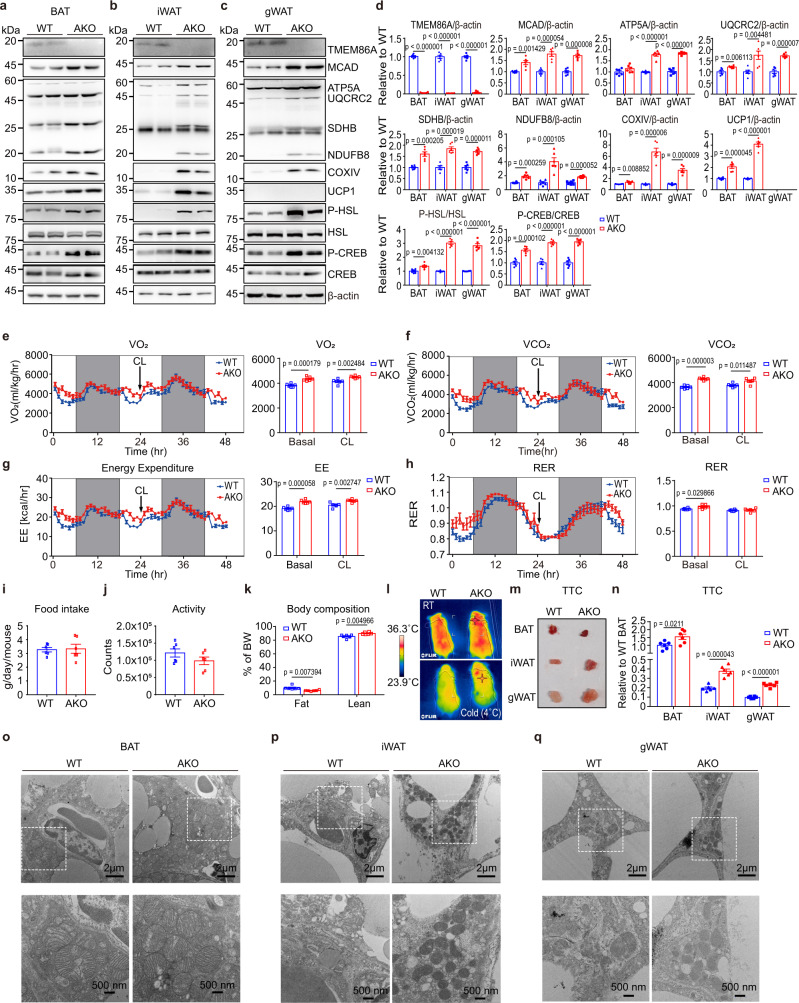
Adipocyte-specific knockout of TMEM86A enhances PKA-signalling pathway and mitochondrial oxidative metabolism in adipose tissue. **a**–**d** Immunoblot analysis of BAT, iWAT and gWAT of WT and TMEM86A AKO mice. *n* = 6. **e**–**h** Indirect calorimetry analysis. Arrows indicates CL316,243 (CL) injection. EE: energy expenditure; RER: respiratory exchange ratio; VO_2_: rate of oxygen consumption; VCO_2:_ rate of carbon dioxide production. *n* = 6. **i**, **j** Monitoring of food intake and activity. **k** Body fat and lean mass. *n* = 6. **l** Infrared thermal images showing skin temperature at room temperature or after 60 min of cold exposure (4 °C). *n* = 4. **m**, **n** Triphenyltetrazolium chloride (TTC) staining of BAT, iWAT, and gWAT and quantification. *n* = 6. **o**–**q** Electron microscopy of BAT, iWAT and gWAT. Boxed regions are magnified. *n* = 6. Each point represents a biological replicate. Data are presented as the mean ± SEM. Statistical significance was determined using the unpaired, two-tailed *t*-test in **d**–**j** and **n**. Source data are provided as a Source Data file.

Previous studies have reported that lysoplasmalogen facilitates PKA downstream signalling;^21^ thus, we hypothesized that lysoplasmalogen-mediated activation of PKA signalling might contribute to enhanced mitochondrial activity in the adipose tissue of TMEM86A AKO mice. In line with previous findings, we found that TMEM86A AKO significantly increased phosphorylation of HSL and CREB in BAT and WAT (Fig. 4a–d).

Measurement of whole-body energy metabolism by indirect calorimetry analysis indicated that TMEM86A AKO increases VO_2_, VCO_2_, and energy expenditure (Fig. 4e–h). Food intake and activity were not affected by TMEM86A AKO (Fig. 4i, j, Supplementary Fig. 12c). TMEM86A AKO mice exhibited significantly lower body weight (Supplementary Fig. 12a) percentage body fat, and increased percentage lean mass (Fig. 4k). TMEM86A AKO exhibited increased surface temperature when exposed to cold (4 °C) conditions (Fig. 4l), and in situ staining with triphenyltetrazolium chloride (TTC) demonstrated increased mitochondrial electron transport in all adipose tissue depots (Fig. 4m, n). Furthermore, we found that TMEM86A AKO upregulated the expression of several thermogenic genes including *Ppargc1a, Ucp1*, *Cox8b* and *Dio2* that are largely regulated by PKA activation (Supplementary Fig. 13a–c). These results are consistent with electron micrographs demonstrating that TMEM86A AKO increases number of mitochondria in adipocytes of BAT, iWAT, and gWAT (Fig. 4o–q). Collectively, these results showed that deletion of TMEM86A in adipocytes leads to a marked improvement in energy expenditure and mitochondrial activity that involves upregulation of PKA signalling.

### In vitro TMEM86A KO increases PKA downstream signalling in adipocytes

Next, we examined the cell-autonomous effects of TMEM86A KO using primary adipocytes differentiated from pre-adipocytes isolated from the adipose tissues of WT or TMEM86A AKO mice. Consistent with the in vivo results, immunoblot analysis results showed that TMEM86A AKO increased the phosphorylation of HSL and CREB, as well as mitochondrial protein levels (MCAD, ATP5A, UQCRC2, SDHB, NDUFB8, and COXIV) (Fig. 5a–d). Interestingly, the effects of TMEM86A AKO on mitochondrial protein expression were most robust in primary white adipocytes derived from gWAT (Fig. 5a–d) and these effects correlated with increased mitochondrial respiration (Fig. 5e, f).

**Fig. 5:**
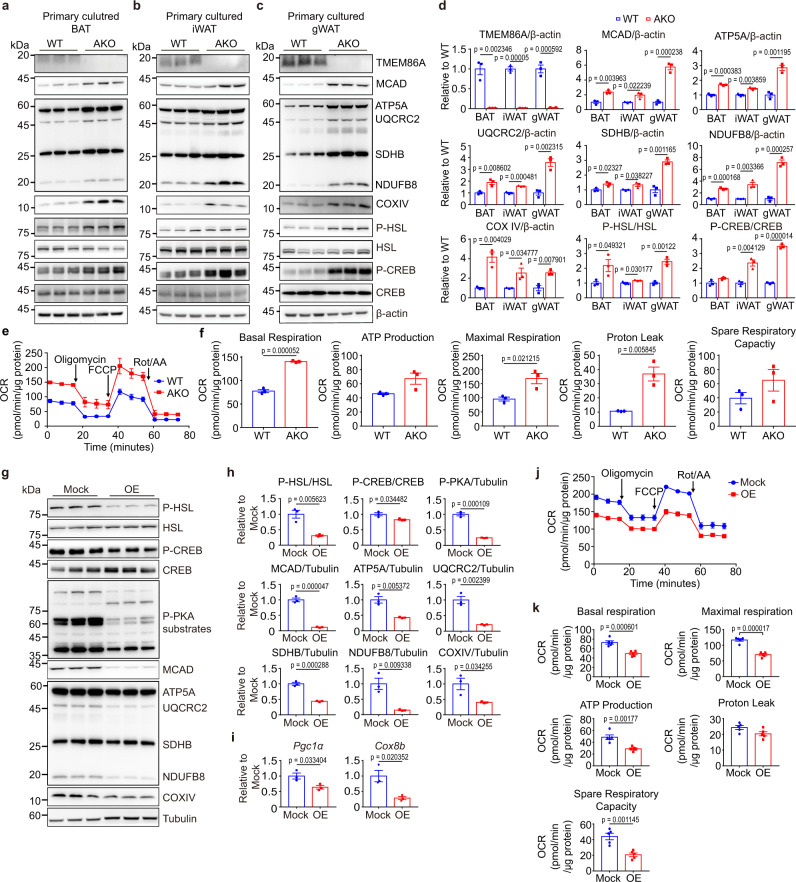
In vitro modulation of TMEM86A expression regulated PKA signalling pathway and mitochondrial oxidative metabolism of adipocytes. **a**–**d** Immunoblot analysis of adipocytes differentiated from precursors obtained from BAT, iWAT and gWAT of WT and TMEM86A AKO mice. *n* = 3. **e**, **f** Oxygen consumption rate measurement of adipocytes differentiated from precursors obtained from gWAT of WT and TMEM86A AKO mice. *n* = 3. **g**–**i** Immunoblot and qPCR analyses of TMEM86A overexpression effects in C3H10T1/2 adipocytes. *n* = 3. **j**, **k** Oxygen consumption rate of TMEM86A overexpressing C3H10T1/2 adipocytes or controls. *n* = 5. Each point represents a biological replicate. Data are presented as the mean ± SEM. Statistical significance was determined by the unpaired, two-tailed *t*-test in **d**–**f**, **h**–**i**, and **k**. Source data are provided as a Source Data file.

As a complementary approach, we overexpressed TMEM86A in C3H10T1/2 adipocytes as detailed above. We found that reduced phosphorylation of HSL, CREB, and PKA substrates, and expression of PKA-target genes *Ppargc1a* and *Cox8b* that regulate mitochondrial biogenesis (Fig. 5g–i). As expected, TMEM86A overexpression lowered levels of mitochondrial proteins (MCAD, ATP5A, UQCRC2, SDHB, NDUFB8, and COXIV) (Fig. 5g, h) and reduced basal, maximal and ATP synthesis-dependent oxygen consumption as well as spare respiratory capacity (Fig. 5j, k).

### TMEM86A KO protects against HFD-induced metabolic dysfunction

Next, we examined whether the deletion of TMEM86A protects mice from obesity-induced metabolic dysfunction. TMEM86A AKO reduced HFD-induced body weight gain over an 8-week feeding period (Fig. 6a). TMEM86A AKO greatly reduced weights of iWAT, gWAT and liver of HFD-fed mice compared to WT mice (Fig. 6b and Supplementary Fig. 14a), and improved glucose tolerance (Fig. 6c, d) and insulin sensitivity (Supplementary Fig. 14b, c). Phosphorylation levels of PKA signalling downstream targets (CREB and HSL) were modestly upregulated in TMEM86A AKO mice in both NCD and HFD groups (Fig. 6e–g). Histological observation showed smaller sizes of adipocytes and reduced lipid accumulation in liver of TMEM86A AKO groups compared to WT controls (Fig. 6h, Supplementary Fig. 14d, e). These results suggest that the anti-obesity effects of TMEM86A AKO are mediated in part by PKA signalling-mediated increase in mitochondrial activity.

**Fig. 6:**
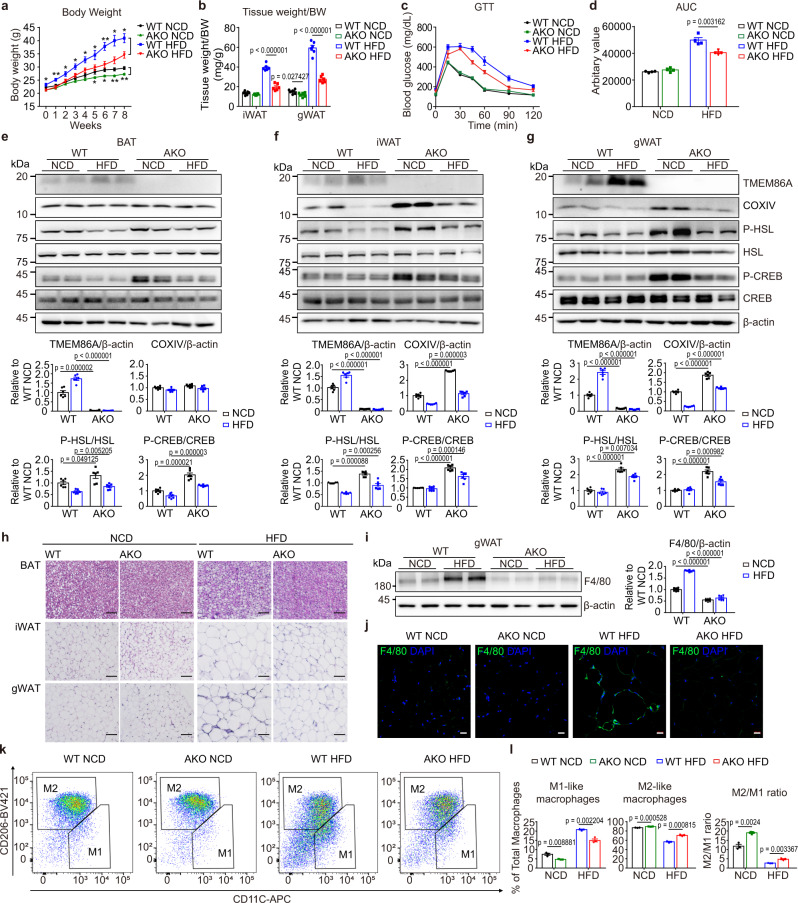
Adipocyte-specific TMEM86A KO protects mice against HFD-induced metabolic dysfunction and inflammation. **a** Body weight monitoring of WT and TMEM86A AKO mice during 8-weeks of HFD feeding. *n* = 6. (WT HFD vs. KO HFD: *p* = 0.015084, *p* = 0.006167, *p* = 0.042557, *p* = 0.026351, *p* = 0.019894, *p* = 0.040475, *p* = 0.004757, *p* = 0.010575, or *p* = 0.1215, respectively for week 0, 1, 2, 3, 4, 5, 6, 7, or 8; WT NCD vs. KO NCD: *p* = 0.039863, *p* = 0.010424, *p* = 0.003051, or *p* = 0.003318, respectively for week 5, 6, 7, or 8). **b** Weights of adipose tissue of WT and TMEM86A AKO mice fed a NCD or HFD. *n* = 6. **c**, **d** Intraperitoneal glucose tolerance test. *n* = 4. **e**–**g** Immunoblot analysis of BAT, iWAT and gWAT. *n* = 6. **h** H&E staining of paraffin sections of BAT, iWAT and gWAT. *n* = 6. Scale bar = 50 μm. **i** Immunoblot analysis of F4/80 in gWAT. *n* = 6. **j** Immunofluorescence staining of F4/80 in paraffin sections of gWAT. *n* = 6. Scale bar = 20 μm. **k**, **l** Flow cytometric analysis of CD45^+^CD11b^+^CD64^+^CD11C^+^ cells (M1-like macrophages) and CD45^+^CD11b^+^CD64^+^CD206^+^ cells (M2-like macrophages) in gWAT. *n* = 3. Each point represents a biological replicate. Data are presented as mean ± SEM. Statistical significance was determined using the unpaired, two-tailed *t*-test in **a**, **b**, **d**, **e**–**g**, **i**, Source data are provided as a Source Data file.

Obesity is associated with the accumulation of pro-inflammatory macrophages in adipose tissue. We found that TMEM86A AKO prevented HFD-induced accumulation of the macrophage marker F4/80 in gWAT (Fig. 6i), as well as the appearance of F4/80+ crown-like structures (Fig. 6j). As expected, flow cytometric analysis of stromal vascular fraction (SVF) isolated from gWAT demonstrated that TMEM86A deletion prevented the diet-induced accumulation of total macrophages (CD45^+^CD11b^+^CD64^+^ cells) (Supplementary Fig. 15a) and reduced the proportions of M1-like pro-inflammatory (CD45^+^CD11b^+^CD64^+^CD11C^+^ cells) relative to M2-like anti-inflammatory phenotypes (CD45^+^CD11b^+^CD64^+^CD206^+^ cells) (Fig. 6k, l).

### LPE P-18:0 treatment activates PKA signalling via PDE3B inhibition

Next, we examined the effects of LPC P-18:0 and LPE P-18:0 that were identified by phospholipid profiling as major lysoplasmalogens increased by TMEM86A AKO and decreased by TMEM86A overexpression in adipocytes. Treatment of C3H10T1/2 adipocytes with LPC P-18:0 or LPE P-18:0 significantly increased levels of phosphorylated HSL, CREB, and PKA substrates (Fig. 7a, b). Co-treatment of LPC P-18:0 or LPE P-18:0 with H89, a PKA inhibitor, suppressed phosphorylation of HSL and CREB (Fig. 7c, d), confirming the involvement of PKA signalling in the lysoplasmalogen-mediated effects.

**Fig. 7:**
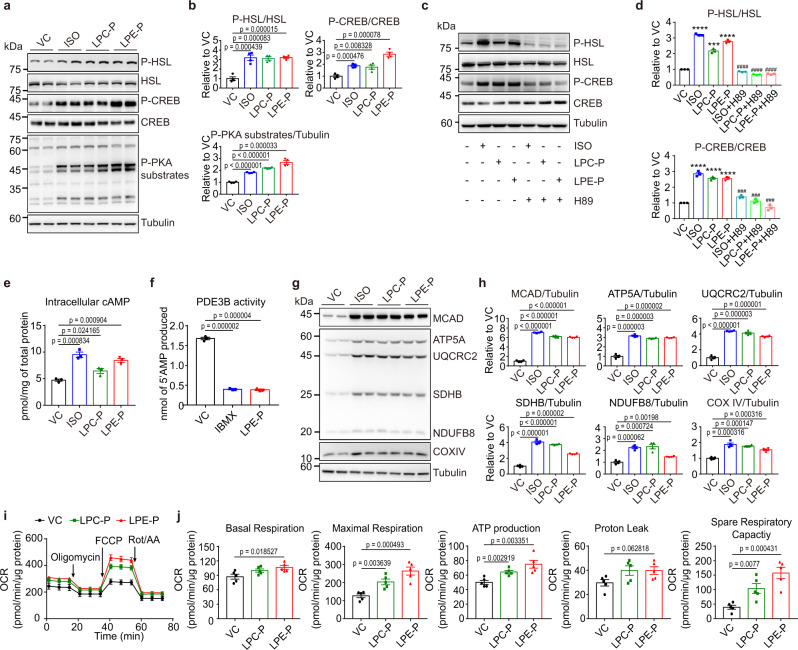
In vitro LPE P-18:0 treatment elevates intracellular cAMP levels and activates PKA signalling via inhibition of PDE activity. **a**, **b** Immunoblot analysis of C3H10T1/2 adipocytes treated with vehicle control (VC), LPC P-18:0 (LPC-P, 10 μM) or LPE P-18:0 (LPE-P, 10 μM) for 24 h or isoproterenol (ISO, 10 μM) for 4 h. *n* = 4. **c**, **d** Immunoblot analysis of C3H10T1/2 adipocytes treated with VC, ISO (10 μM), LPC-P (10 μM), LPE-P (10 μM), ISO (10 μM) + H89 (PKA inhibitor, 50 μM), LPC-P (10 μM) + H89 (50 μM), or LPE-P (10 μM)+H89 (50 μM). *n* = 3. (p-HSL/HSL VC vs. ISO: *p* < 0.000001; VC vs. LPC-P: *p* = 0.000128; VC vs. LPE-P: *p* = 0.000009; ISO vs. ISO + H89: *p* < 0.000001; LPC-P vs. LPC-P + H89: *p* = 0.000056; LPE-P vs. LPE-P + H89: *p* = 0.000006)(p-CREB/CREB VC vs. ISO: *p* = 0.000035; VC vs. LPC-P: *p* = 0.000018; VC vs. LPE-P: *p* = 0.000019; ISO vs. ISO + H89: *p* = 0.000172; LPC-P vs. LPC-P + H89: *p* = 0.000143; LPE-P vs. LPE-P + H89: *p* = 0.000109). **e** Intracellular cAMP levels in C3H10T1/2 adipocytes treated with VC, LPC-P (10 μM), or LPE-P (10 μM) for 24 h or ISO (10 μM) for 4 h. *n* = 3. **f** Levels of 5' AMP released by PDE3B incubated with VC, IBMX (40 μM), or LPE-P (10 μM) for 90 min. *n* = 3. **g**, **h** Immunoblot analysis of C3H10T1/2 adipocytes treated with VC, LPC-P (10 μM) or LPE-P (10 μM) for 48 h or isoproterenol (ISO, 10 μM) for 24 h. *n* = 4. **i**, **j** Oxygen consumption rate measurement in C3H10T1/2 adipocytes treated with VC, LPC-P (10 μM) or LPE-P (10 μM) for 24 h. *n* = 5. Each point represents a biological replicate. Data are presented as mean ± SEM. Statistical significance was determined by the unpaired, two-tailed *t*-test in **b**, **d**, **e**, **f**, **h** and **j**. * represents statistical analysis between C3H10T1/2 adipocytes treated with VC and C3H10T1/2 adipocytes treated with either ISO, LPC-P, or LPE-P. # represents statistical analysis between C3H10T1/2 adipocytes treated with either ISO, LPC-P, or LPE-P and C3H10T1/2 adipocytes treated with either ISO + H89, LPC-P + H89, or LPE-P + H89. Source data are provided as a Source Data file.

Consistent with PKA activation, treatment with either LPC P-18:0 or LPE P-18:0 for 24 h elevated intracellular cAMP levels in C3H10T1/2 adipocytes (Fig. 7e). TMEM86A overexpression, which reduces lysoplasmalogen levels, also lowered cAMP levels (Supplementary Fig. 16). LPE P-18:0 did not appear to enhance the coupling of beta adrenergic receptors to the stimulatory G-protein of adenylyl cyclase (GNAS), as assessed by mVenus-tagged mini Gs protein^27^ assay in HEK 293 T cells (Supplementary Fig. 17). Next, we tested whether LPE P-18:0 inhibits phosphodiesterase (PDE) activity, which is the major mechanism for degrading cAMP in adipocytes. 

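Cyclic nucleotide phosphodiesterases are encoded by several gene families, and the counts of 20 of their catalytic genes were examined in the 3 NCD and 3 HFD gWAT libraries. FPKM was computed here from the counts, the total counts of each library and the length of each gene's exons in GENCODE vM21, and is not the authors' own FPKM. On NCD, *Pde3b* was the highest of these genes in every mouse, at 9.13, 57.0 and 89.5 FPKM in replicates 1, 2 and 3. The lowest value came from the library rich in seminal vesicle genes. *Pde2a* was next, at 4.99, 22.0 and 31.9 FPKM. On HFD, *Pde2a* was the highest at 65.3, 42.6 and 45.3 FPKM in replicates 1, 2 and 3, and *Pde3b* was next at 39.3, 37.6 and 23.1 FPKM. None of the other 18 genes exceeded 9.13 FPKM in an NCD-fed mouse or 15.9 FPKM in an HFD-fed mouse. The difference in log2(FPKM + 1) between *Pde3b* and the next highest gene of the same mouse averaged 1.18 ± 0.374 (SD, n = 3 mice) on NCD and -0.61 ± 0.396 (SD, n = 3 mice) on HFD. Over all 6 mice it averaged 0.29 and was positive in 3 (exact sign-flip test, two-sided p = 0.531). With any mouse left out this average lay between 0.05 and 0.53 (p from 0.313 to 0.938 from the same test). The order of *Pde3b* and *Pde2a* on HFD also depended on dividing by gene length in replicate 2, where *Pde3b* had 247 and *Pde2a* 199 CPM. Between the diets, *Pde3b* had a log2 fold change of -0.94 (standard error 0.558, adjusted p = 0.303 from edgeR's quasi-likelihood test), and without NCD replicate 1 it had -1.34 (adjusted p = 0.0360 from edgeR). *Pde2a* had 1.04 with all mice (standard error 0.430, adjusted p = 0.170 from edgeR). Whole tissue does not tell in which cells these genes are transcribed, so their order on HFD need not be that of adipocytes.

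**Figure D2:**
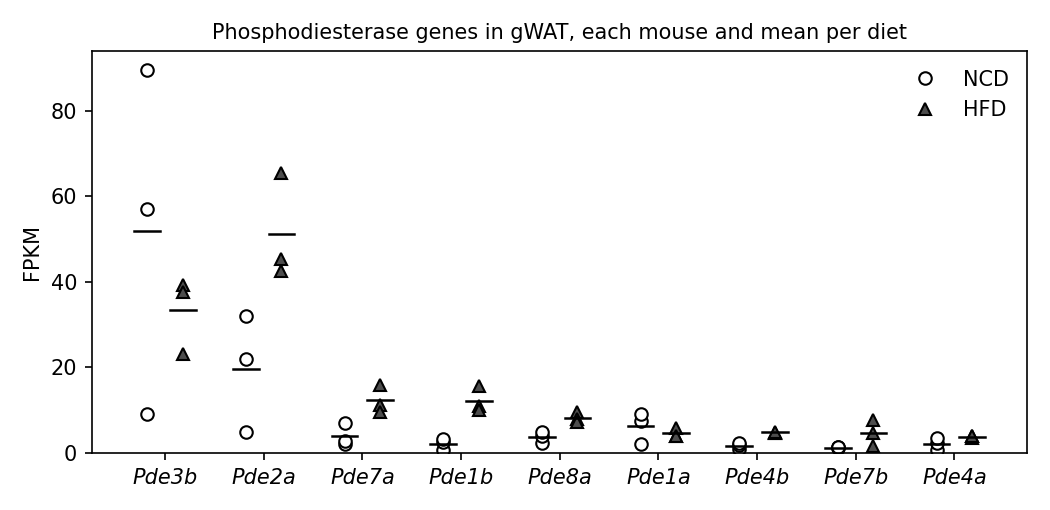
FPKM of the 9 phosphodiesterase genes with the highest mean over the 6 mice, computed here from the deposited counts. Each point is a mouse, open circles for NCD and filled triangles for HFD, and short lines are means (n = 3 mice per diet). *Pde3b* has the highest point of the plot at 89.5 FPKM on NCD, and *Pde2a* lies above *Pde3b* on HFD.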

PDE3B activity was tested as our RNAseq analysis (GSE 182930) indicated that *Pde3b* was the most abundantly expressed isoform in gWAT (Supplementary Fig. 18). We found that LPE P-18:0 reduced PDE3B activity to the levels comparable to the effects of a non-specific PDE inhibitor, isobutylmethylxanthine (IBMX) (Fig. 7f). In addition, co-treatment of LPE P-18:0 and cilostamide, a selective PDE3B inhibitor, did not show any additive effects on phosphorylation of HSL and CREB, suggesting that the effects of LPE P-18:0 require PDE3 activity (Supplementary Fig. 19a, b). Collectively, these data support the hypothesis that LPE P-18:0 can facilitate PKA-dependent signalling pathways by inhibiting PDE3B activity.

Consistent with the results above, longer-term treatment (48 h) of C3H10T1/2 adipocytes with LPC P-18:0 or LPE P-18:0 upregulated expression of mitochondrial enzymes, including MCAD, ATP5A, UQCRC2, SDHB, NDUFB8, and COXIV (Fig. 7g, h). In addition, adipocytes treated with LPE P-18:0 exhibited elevated maximal, basal, proton leak-related, and ATP production-related oxygen consumption rates as well as spare respiratory capacity (Fig. 7i, j).

### LPE P-18:0 treatment protects against diet-induced obesity

Lastly, we examined the in vivo effects of LPE P-18:0 treatment. As expected, HFD feeding significantly reduced LPE P-18:0 levels in iWAT and gWAT (Supplementary Fig. 20). LC/MS/MS analysis confirmed that two weeks of LPE P-18:0 treatment increased LPE P-18:0 levels in serum, to a level comparable to TMEM86A AKO mice (Fig. 8a). Glucose intolerance and insulin resistance caused by HFD were improved by LPE P-18:0 treatment (Fig. 8b, c and Supplementary Fig. 21d). LPE P-18:0 treatment reduced body weight and fat mass, and increased VO_2_, and energy expenditure, without effects on food intake and activity (Supplementary Fig. 21a–c). In line with in vitro data, immunoblot analysis demonstrated that LPE P-18:0 upregulated PKA signalling and increased mitochondrial protein levels in adipose tissue (Fig. 8d–g).

**Fig. 8:**
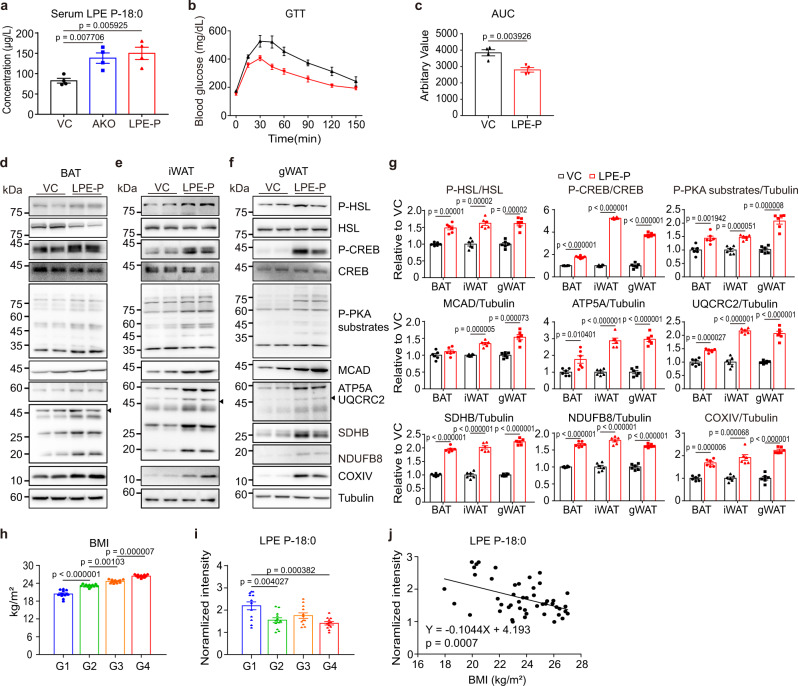
LPE P-18:0 treatment facilitates mitochondrial oxidative metabolism and protects against diet-induced obesity. **a** Concentration of LPE P-18:0 (LPE-P) in serum of TMEM86A AKO mice or WT mice treated with either VC or LPE-P for 2 weeks (i.p. 200 μg/kg/day). *n* = 4. **b**, **c** Intraperitoneal glucose tolerance test of WT mice fed a HFD treated intraperitoneally with VC or LPE-P for 2 weeks. *n* = 4. **d**–**g** Immunoblot analysis of BAT, iWAT and gWAT of WT mice fed a HFD treated with VC or LPE-P for 2 weeks (i.p. 200 μg/kg/day). *n* = 6. **h** Grouping of 48 individuals in quartile according to body mass index (BMI). **i** Normalized intensities of lysoplasmalogen LPE P-18:0 in human subcutaneous adipose tissue (Intensity was normalized by median, *FDR < 0.05). *n* = 48. **j** Correlation analysis of normalized intensity of LPE P-18:0 with BMI. *n* = 48; linear regression of correlation; *R* = −0.4717, *p* = 0.0007. Each point represents a biological replicate. Data are presented as mean ± SEM. Statistical significance was determined using the unpaired, two-tailed *t*-test in **a**, **c**, and **g** and using ANOVA (one-way, Tukey’s HSD post-hoc analysis) in **h** and **i**. Source data are provided as a Source Data file.

Untargeted phospholipid profiling was performed using human subcutaneous adipose tissue (SC) (*n* = 48). To analyze the change in lipid species levels in accordance with BMI, 48 individuals were divided into four quantile groups according to the BMI order (BMI: G1 < G2 < G3 < G4) (Fig. 8h and Supplementary Table 1). A total of 200 lipids, including 8 lysoplasmalogens and 59 plasmalogens, were identified with high confidence (Supplementary Data 3). ANOVA with Tukey’s HSD post-hoc analysis revealed that 23 lipids showed significant differences (FDR < 0.05) among the four groups, including 1 lysoplasmalogen and 10 plasmalogens (Fig. 8i and Supplementary Fig. 22). Most significantly changed plasmalogens contained polyunsaturated fatty acids and showed a tendency towards higher levels in the higher body mass index (BMI) group (Supplementary Fig. 22 and Supplementary Data 3), as reported by Pietiläinen et al.^5^. Despite these changes, the highest BMI quartile had the lowest level of LPE P-18:0, which overall were negatively correlated with BMI (Fig. 8j), suggesting the clinical relevance of the beneficial effects of LPE P-18:0 treatment against obesity-related metabolic diseases.

## Discussion

Dysregulation of plasmalogen metabolism in adipose tissue has been implicated in the development of obesity-related metabolic diseases, yet little is known about the mechanisms regulating plasmalogen homeostasis in adipocytes or their impact on systemic metabolism. We observed that HFD causes an increase in RNA transcript and protein expression of TMEM86A, a putative lysoplasmalogenase in adipose tissue. We hypothesized that lysoplasmalogenase might be involved in plasmalogen metabolism in adipose tissue, and this could relate to obesity and metabolic imbalance and dysfunction. In this research, we characterized the effects of TMEM86A deletion in a genetic mouse model and the effects of overexpression of TMEM86A in adipocytes. Analysis of phospholipid composition by untargeted lipidomics demonstrated that TMEM86A overexpression in adipocytes significantly decreased lysoplasmalogens and plasmalogens. Conversely, TMEM86A KO in mouse adipocytes elevated the levels of lysoplasmalogens in adipose tissue. Furthermore, experiments with TMEM86A mutants suggested that the highly conserved aspartate residues (D82, D190) in YhhN proteins^6^ are important for its lysoplasmalogenase activity. Together, these data indicate that TMEM86A acts as a bona fide lysoplasmalogenase.

Transcript levels of TMEM86B, a known lysoplasmalogenase^6^, were considerably lower than those of TMEM86A in adipose tissue, suggesting that TMEM86A is a major lysoplasmalogenase in adipose tissue. 

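In each of the 6 gWAT libraries *Tmem86a* had a higher FPKM than *Tmem86b*. FPKM divides the counts by the gene's exon length, so that different genes of a library can be compared. *Tmem86a* was at 2.38, 8.73 and 10.8 FPKM and *Tmem86b* at 0.616, 1.15 and 1.44 FPKM in NCD replicates 1, 2 and 3. In HFD replicates 1, 2 and 3, *Tmem86a* was at 32.4, 33.4 and 38.5 FPKM and *Tmem86b* at 1.10, 2.02 and 1.86 FPKM. The difference in log2(FPKM + 1) within a mouse averaged 2.80 ± 1.15 (SD, n = 6 mice; exact sign-flip test, two-sided p = 0.0312, the smallest that 6 mice allow). With any mouse left out it stayed between 2.56 and 3.15, and over all settings compared it reached 3.95. The diets differed in it, with averages of 1.84 ± 0.673 (SD, n = 3 mice) on NCD and 3.76 ± 0.240 (SD, n = 3 mice) on HFD.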

TMEM86A expression was higher in WAT than in BAT. The finding that transcript levels of TMEM86A, but not TMEM86B were further increased in WAT by HFD feeding strongly suggested involvement of TMEM86A in adipose tissue remodeling in response to nutritional stimuli.

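The ratio of *Tmem86a* to *Tmem86b* within a library does not depend on how libraries are scaled against each other. In FPKM it was 3.87, 7.58 and 7.51 in NCD replicates 1, 2 and 3 of gWAT and 29.4, 16.5 and 20.7 in HFD replicates 1, 2 and 3. On the log2 scale the ratio averaged 2.59 ± 0.557 (SD, n = 3 mice) on NCD and 4.43 ± 0.417 (SD, n = 3 mice) on HFD, a difference of 1.84 that fell to 1.52 without NCD replicate 1. The diets did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow).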

The lipidomics analyses in TMEM86A AKO mice and in the overexpressing adipocytes showed that TMEM86A lysoplasmalogenase controls the levels of both lysoplasmalogens and plasmalogens. Consistently, previous work reported that overexpression of TMEM86B decreases both lysoplasmalogens and plasmalogens in HEK cells^6^. While the mechanistic connection between plasmalogen and lysoplasmalogen levels is not known, it is possible that loss of lysoplasmalogens reduces the abundance of acyl groups available for transacylation of lysoplasmalogen to plasmalogens. It also seems likely that reduced levels of lysoplasmalogens and plasmalogens indirectly affect the levels of other lipid species within the plasmalogen metabolic pathway. Further analysis of enzyme activity and structural demonstration of interactions between lipid substrates and TMEM86A protein would be informative for a comprehensive understanding of its physiological function.

In this study, we demonstrated that elevation of lysoplasmalogen levels by TMEM86A deficiency facilitated PKA signalling. In turn, enhanced cAMP-dependent phosphorylation of key metabolic enzymes and transcription factors, such as HSL and CREB, promoted expression of mitochondrial electron transport enzymes and expanded oxidative catabolism of adipocytes. Mechanistically, we found that LPE P-18:0 inhibited PDE3B, the major enzyme that degrades cAMP in adipocytes. Previous studies indicated that LPC P- increases PKA activity by direct action on the catalytic subunit^21^. This study also reported LPE P- or other lysophospholipid classes do not activate PKA, indicating the specificity of PKA for lysophospholipids having choline polar head groups. In contrast, we found that LPE P-18:0 increased PKA activity in adipocytes by inhibiting PDE3B, thereby increasing cAMP levels. Further investigation is required to understand the molecular mechanisms of LPE P-18:0-induced inhibition of PDE3B activity.

Our current study demonstrated that lysoplasmalogenase deficiency increased plasmalogen content, as well as lysoplasmalogen. Plasmalogen metabolism generates diverse lipid mediators; thus, several studies have investigated the correlation between plasmalogen levels and metabolic disease states. For example, a previous study demonstrated that PC O-16:0/18:1 and PC O-16:0/18:2 is inversely associated with waist circumference^28^. In particular, PC O-16:0/18:1 had a positive relationship with c-peptide and adiponectin, which suggested its association with improved insulin signalling and glucose metabolism^28^. An in vivo study performed by Park et al. reported that adipocyte-specific deletion of *Pex16*, a crucial factor for peroxisome biogenesis that is responsible for plasmalogen synthesis, led to the prevention of mitochondrial fission, impaired thermogenesis, and reduced peroxisomes in adipocytes^7^. Supplementing PEX16 KO mice with plasmalogens rescued mitochondrial function and thermogenesis^7^. In contrast, independent studies have demonstrated that high plasmalogen and arachidonic acid content in the adipose tissue of individuals with obesity increases vulnerability to inflammation^5^. These seemingly contradictory results may be due to the complex nature of plasmalogen structure and metabolism, which are uniquely attributed to tissue types and developmental stages.

In the current study, we found that deletion of TMEM86A in adipocytes protects mice from obesity and insulin resistance in vivo. This was accompanied by improved glucose tolerance and insulin sensitivity and reduced pro-inflammatory macrophage polarization. Several mouse model studies have reported that increase in lipid catabolism and mitochondrial activity in the adipose tissue is beneficial in protection against HFD-induced insulin resistance and inflammation^29^. Thus, it is reasonable to consider that lysoplasmalogen-induced PKA signalling in the adipose tissue could be therapeutically targeted for overcoming obesity-induced metabolic dysfunction^29,30^.

In summary, our data suggest the important role of TMEM86A-mediated lysoplasmalogen metabolism in adipose tissue function and indicate a potential therapeutic strategy for obesity-related metabolic diseases.

## Methods

### Ethics

The research complies with all relevant ethical regulations. All the protocols of animal studies were reviewed and approved by the Institutional Animal Care and Use Committees of Seoul National University (SNU-190821-2, SNU-201123-2). All animal experiments were conducted according to the guidelines for humane care and use of laboratory animals (Ministry of Food and Drug Safety). All patients provided written informed consent, and the study was approved by the Institutional Review Board of Pusan National University Hospital (permit number: PNUH IRB 2101-019-099).

### Animals

In vivo experiments were performed in Animal Center for Pharmaceutical Research at Seoul National University, where mice were housed at 22 ± 1 °C, 50% ± 5 humidity, 12-h light/12-h dark cycle condition with free access to food and water. *Tmem86a*^flox/flox^ mice were generated by crossing C57BL/6N-*Tmem86a*^tm1a(KOMP)Mbp^ mice (Korea Mouse Phenotyping Center, #MOP1812011) with ACTB-FLPe (B6.Cg-Tg(ACTFLPe)9205Dym/J: JAX stock #005703). Adipoq-Cre (B6;FVB-Tg(Adipoq-cre)1Evdr/J: stock#028020) mice were then bred with *Tmem86a*^flox/flox^ mice to generate the following genotypes: *Tmem86a*^flox/flox^ without adipoq-Cre (WT), *Tmem86a*^flox/flox^; adipoq-Cre (TMEM86A AKO)^31^. C57BL/6 mice (six weeks old, male) were purchased from Joongah Bio (Korea). Male WT and TMEM86A AKO mice were sacrificed at 8-16 weeks of age for in vivo experiments. For the diet-induced obesity model, mice at 8 weeks of age were fed with a high-fat diet (HFD) (60% fat, Research Diets, cat#D12492) for eight weeks. As a control chow diet, a standardized rodent pellet diet (NCD, Purina, cat#38057) was used. Energy expenditure was estimated by indirect calorimetry (PhenoMaster, TSE Systems, Germany). Body composition was measured by nuclear magnetic resonance (NMR) scanning EchoMRI-700 (Echo Medical Systems). To examine the effects of LPE P-18:0 treatment, mice were fed a HFD for 8 weeks and were intraperitoneally injected with LPE P-18:0 (Avanti Polar Lipids, 200 μg/kg/day, cat#852471 P) or vehicle control for 2 weeks.

### LPC P-18:0/LPE P-18:0 preparation

For lipid solution, 95% methanol was added to the lipid at a concentration of 0.5 mg/mL. The mixture was sonicated until the lipid is suspended, and transferred to a glass container with a teflon closure. Methanol was removed by dry nitrogen and the glass vessels were rotated during evaporation to make a thin film on the tube wall. The lipid film was stored at −80 °C. To make lipid solution, the container was placed at room temperature before opening. Fatty acid free bovine serum albumin (Sigma, cat#A8806-1G, 4 mg/mL) was then added to make a 100 µM lipid solution. The solution was vortexed and sonicated occasionally until the solution becomes clear.

### Cell culture

HEK293T cells were obtained from American Type Culture Collection (ATCC, CRL-3216) and cultured in Dulbecco’s Modified Eagle Medium (DMEM, Welgene, cat#LM001-07) supplemented with 10% fetal bovine serum (FBS, Gibco, cat#16000044) and 1% penicillin/streptomycin (P/S, Welgene, cat#LS202-02). C3H10T1/2 (ATCC, CCL-226) cells were used to conduct in vitro adipocytes experiments and cultured in DMEM supplemented with 10% FBS and 1% P/S at 37 °C in a humidified atmosphere with 5% CO_2_. To generate fully differentiated C3H10T1/2 adipocytes, confluent C3H10T1/2 cells were exposed to bone morphogenetic protein 4 (R&D systems, 20 ng/mL, cat#314-BP-050) for 2 days and induced to differentiation medium containing IBMX (Sigma, 0.5 mM, cat#I5879-1G), dexamethasone (Cayman, 1 μM, cat#11015), insulin (Sigma, 10 μg/mL, cat#I9278), indomethacin (Cayman, 0.125 mM, cat#70270) and triiodothyronine (T3, Cayman, 1 nM, cat#16028) for 3 days followed by exposure to maintenance medium containing insulin (1 μg/mL) and T3 (1 nM) for 3 days.

To assess the in vitro effects of lysoplasmalogen, fully differentiated C3H10T1/2 adipocytes were treated with either vehicle controls, LPE P-18:0 (10 μM) or LPC P-18:0 (10 μM, cat#852465 P), or isoproterenol (10 μM, Sigma, cat#I5627-5G) for indicated times.

### Primary cell culture

BAT, iWAT, and gWAT from 8 weeks old male WT and TMEM86A AKO mice were used for primary cell studies. Adipose tissues were isolated, washed, minced, and digested with collagenase type I (Gibco, 2 mg/mL, cat#17100-017) in KRBB buffer containing 3% BSA at 37 °C. Fully dissociated preparations were then passed through a 100 μm cell strainer (Corning) and centrifuged at 300 × *g* for 5 min. Floating adipocytes were collected for further analysis. Red blood cells were lysed with RBC lysis buffer (15.5 mM NH_4_Cl, 1.2 mM NaHCO_3_ and 50 mM EDTA, pH 7.4) and pellets were then washed with DMEM containing 20% FBS and 1% P/S for two times. Stromal vascular fraction (SVF) was filtered through 40 μm strainer (Corning) and distributed onto the plate-format of interest. The isolated adipocyte precursors were washed with PBS and the media was replaced each day. When the adipocyte precursors were 100% confluent, cells were induced to differentiation medium containing IBMX (0.5 mM), dexamethasone (1 μM), insulin (10 μg/mL), and indomethacin (0.2 mM) for 3 days and then induced to maintenance medium containing insulin (10 μg/mL) for 3 days. Fully differentiated primary adipocytes were further analyzed with immunoblot and oxygen consumption measurements.

### Lentiviral vector-mediated TMEM86A overexpression

For overexpression of TMEM86A in C3H10T1/2 adipocytes, mouse *Tmem86a* (NM_026436) ORF Clone was purchased from Origene. Lentiviral transfer plasmids *Tmem86a* ORF were generated by inserting C-terminus Myc-tagged *Tmem86a* ORF clone to the lentiviral transfer vector pLenti-EF1a-C-mGFP-P2A-Puro lentiviral vector (Origene, cat#PS100121) using AsiSI and MluI. To produce lentivirus, HEK293T cells were transfected with transfer plasmids (5 μg), psPAX2 (Addgene, 3.75 μg, cat#12260), and pMD2.G (Addgene,1.25 μg, cat#12259) in 4:3:1 ratio using jetPRIME transfection reagent (Polyplus, cat#114-15). The medium containing viral particles was collected after 48 h of transfection, centrifuged, and filtered through 0.45-nm pore (Sartorius). C3H10T1/2 cells were transduced with the viral supernatants containing polybrene (Santa Cruz, 8 μg/mL, cat#sc-134220) for 48 h and were replaced with growth medium containing puromycin (Sigma, 2 μg/mL, cat#P8833) for selection.

### Mini Gs expression

DNA fragment encoding nuclear export sequence (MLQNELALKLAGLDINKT)-linker A (GGSG)-mVenus-linker B (GGGGS)-mini Gs393 sequences^27^ were synthesized from Bio Basic Inc. The DNA fragments were amplified with PCR by adding EcoRI site to 5'-terminus and XbaI site to 3'-terminus. Then, PCR-amplified DNA constructs were digested with EcoRI/XbaI and subcloned into pLVX-EF1a-mCherry-N1 (Takara, cat#631986) by substituting mCherry sequence (hereinafter referred to as ‘mini G plasmid’). To study the interaction between G protein and GPCR, mini G plasmid and pcDNA3 Flag beta-1-adrenergic-receptor (Addgene, cat#14698) were co-transfected in HEK293T with jetPRIME transfection reagent in a 1:1 ratio. Cells were observed with confocal microscope 24 h after transfection.

### Site-directed mutagenesis

To generate mutant *Tmem86a* sequence, EZchange Site-directed Mutagenesis kit (Enzynomics, cat#EZ004S) was used following the manufacturer’s manual. nPfu-Forte DNA polymerase, mouse *Tmem86a* (NM_026436) ORF Clone, and the indicated primers (D82A forward: 5'-CTG CTG TGG GTG CTG CCT TCC TCA TC-3', D82A reverse: 5'-AAA AGA CAA GTC CCA CGA AGA TGA GGG-3'; D190A forward: 5'-TCA TCC TCT CGG CCC TGA CCA TCG C-3', D190A reverse: 5'-AGA GCA GAG CAC CAC CGC CGG-3') were amplified to generate the potential active site mutant sequences. As a result, Asp 82 was substituted by Ala 82 in D82A mutation and Asp 190 was substituted by Ala 190 in D190A mutation. Mutations were confirmed by DNA sequencing. To assess the effect of *Tmem86a* mutation in lysoplasmalogenase activity, each mutant *Tmem86a* plasmid (1 μg) was transiently transfected in HEK293T cells using jetPRIME transfection reagent. HEK293T cells were treated with LPE P-18:0 24 h after transfection and the media was collected at 0, 2, 4, 6, 8, and 12 h after LPE P-18:0 treatment to measure LPE P-18:0 consumption levels. For immunoblot analysis, protein was extracted 48 h after transfection.

### Magnetic cell sorting

F4/80+, PDGFRα+, and F4/80-PDGFRα- cells were further isolated from SVF by magnetic cell sorting (MACS). Briefly, SVF was incubated with anti-F4/80-FITC (Biolegend, 1:50) for 1 h at 4 °C followed by anti-FITC-microbeads (Miltenyi Biotec, 1:10, cat#130-048-701) incubation for 30 min at 4 °C. After magnetic separation of F4/80+ cells, PDGFRα+ cells were isolated by using PDGFRα MicroBead kit (Miltenyi Biotec, cat#130-101-502) for magnetic separation.

### Measurement of oxygen consumption rates

Oxygen consumption rates (OCRs) were measured by the Seahorse XF Analyzers (Agilent)^32,33^. Primary cultured adipocytes from gWAT of WT or TMEM86A AKO, differentiated C3H10T1/2 adipocytes overexpressing Mock or TMEM86A, and differentiated C3H10T1/2 adipocytes treated with either vehicle, LPC P-18:0 (10 μM), or LPE P-18:0 (10 μM) were washed and maintained in assay medium (XF DMEM Base Medium, pH 7.4 (Agilent, cat#103575-100)) supplemented with D-(+)-glucose (25 mM) and L-glutamine (4 mM) at 37 °C. XFp Cell Mito Stress Test Kit (Agilent, cat#103010-100) was used with the following concentrations: 2.5 μM of oligomycin, 0.5 μM of carbonyl cyanide-4-(trifluoromethoxy) phenylhydrazone (FCCP), and 0.5 μM Rotenone/Antimycin A. Basal and maximal OCRs were calculated by subtraction of non-mitochondrial respiration. ATP production-related OCRs were calculated by subtracting the oligomycin A-induced OCR from the basal OCR. Spare respiratory capacity was calculated by subtracting Basal OCR from Maximal OCR. Proton leak was calculated by subtracting non-mitochondrial respiration from the oligomycin A-induced OCR. OCRs were normalized with protein concentrations. Agilent Wave software (version 2.6.0.31) was used to analyze the data.

### Quantification of intracellular cAMP levels

To measure intracellular cAMP levels from differentiated C3H10T1/2 adipocytes treated with either vehicle, LPC P-18:0 (10 μM), LPE P-18:0 (10 μM), or isoproterenol (10 μM), direct cAMP ELISA kit (Enzo, cat#ADI-900-066) was used following the manufacturer’s instruction. Briefly, C3H10T1/2 adipocytes were collected after incubation with 0.1 M HCl for 10 min and centrifuged. The collected samples and standards, which were acetylated and added to wells coated with a goat-rabbit IgG antibody, were then incubated with cAMP conjugated to alkaline phosphatase and rabbit polyclonal antibody to cAMP for 2 h at room temperature on a plate shaker. After three times of washing, a solution of p-nitrophenyl phosphate was added and incubated at room temperature for 1 h followed by addition of a solution of trisodium phosphate in water. The plate was measured at 405 nm and the calculated absorbance was converted to pmol/ml of cAMP using AssayFitPro (v1.31) and normalized with protein concentration measured by Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, cat#23225).

### PDE3B activity assay

To examine the inhibitory effect of LPE P-18:0 on cyclic nucleotide PDE, Cyclic Nucleotide Phosphodiesterase Assay Kit (Enzo, cat#BML-AK800-0001) was applied following the protocol provided by the manufacturer. Briefly, the mixtures of cAMP substrate (200 nM), assay buffer, 5'-nucleotidase (1 kU/μL*)*, and PDE3B (40 pg/reaction, BPS Bioscience, cat#60031) with LPE P-18:0 (10 μM) or IBMX (40 μM) were incubated in a microtiter plate for 0, 45, or 90 min at 30 °C. Incubation time was determined by a linearity test indicating the initial rate of the enzyme. Next, BIOMOL Green reagent was added and incubated for 30 min at 30 °C to terminate reactions. The plate was measured at 620 nm and the measure absorbance was converted to the nmol of 5'-AMP produced by using the equation for best-fit line obtained from the standard curve.

### Ex vivo triphenyl tetrazolium chloride assay

Ex vivo electron transport activity related to mitochondrial oxidative phosphorylation was evaluated by monitoring the reduction of 2,3,5-Triphenyltetrazolium chloride (TTC, Sigma, cat#T8877)^34^. Approximately 10 mg of each adipose tissue depot was incubated in PBS containing 2% TTC for 15 min at 37 °C followed by fixation with 10% formalin for 30 min at room temperature. Each sample was then transferred to 95% ethanol to extract the formazan product and incubated overnight at 4 °C. The absorbance of the extracted solution was measured at 485 nm using MultiSkan GO spectrophotometry and the values were normalized by tissue weights.

### Measurement of liver triglyceride content

To measure hepatic TG content, Triglyceride Colorimetric Assay Kit (Cayman, cat#10010303) was used following manufacturer’s instruction. Briefly, 100 mg of liver was minced and homogenized in diluted NP40 Substitute Assay Reagent containing protease inhibitor. Tissue homogenates were then centrifuged at 10,000 × *g* for 10 min at 4 °C. Samples were diluted and then incubated with Enzyme Mixture solution for 15 min at room temperature to initiate the reaction and the absorbance was measured at 540 nm using MultiSkan GO spectrophotometry.

### Glucose tolerance test (GTT)

Mice were fasted for 16 h prior to the measurement of blood glucose levels. D-(+)-glucose (Sigma, 2 g/kg body weight, cat#49139) was injected intraperitoneally and blood glucose levels were measured from tail vein blood samples at indicated time using Gluco Doctor Top meter (Allmedicus, cat#AGM-4100) and appropriate glucose indicator strips.

### Insulin tolerance test (ITT) and acute insulin treatment

For insulin tolerance test, mice were fasted for 6 h prior to the test and given insulin (Sigma, 0.75 units/kg body weight, cat#91077C-1G) by intraperitoneal injection, and then blood glucose level was measured at indicated time intervals.

To examine insulin signalling, mice were anesthetized and insulin (0.75 units/kg body weight) was injected into the inferior vena cava and adipose tissues were harvested 10 min after the injection.

### Flow cytometric analysis

SVF was obtained as described above and stained with fluorescence labeled primary antibodies or control IgG for 20 min at room temperature. CD45 (Biolegend, 30-F11, cat#103116) antibody was used to label leukocyte population from SVF. Of the leukocytes, CD64 (Biolegend, FcγRI, X54-5/7.1, cat#139311) and CD11b (Biolegend, M1/70, cat#101206) antibodies were used to identify total macrophage population and CD11c (Biolegend, N418, cat#117310) antibody and CD206 (Biolegend, MMR; C068C2, cat#141717) antibody were used to classify M1-like and M2-like macrophages, respectively. Unstained and single stained controls were used for compensation. LSRFortessa X-20 Flow Cytometer (BD Biosciences) was used to analyze the samples and the data was acquired by BD FACSDiva 8.0 software which then was further analyzed by Flowjo software (version 10.5.3; TreeStar). The gating strategy used in the analysis is included in Supplementary Fig. 15b.

### RNA sequencing

TRIzol reagent (Thermo Fisher Scientific, cat#15596018) was used for tissue total RNA extraction according to the manufacturer’s protocol. RNA integrity number (RIN), rRNA ratio, and concentration of samples were verified on an Agilent Technologies 2100 Bioanalyzer (Agilent Technology) using a DNA 1000 chip. For RNA-seq analysis, cDNA libraries were constructed with the TruSeq mRNA Library Kit using 1 μg of total RNA. The total RNA was sequenced by the NovaSeq 6000 System (Macrogen). The RNA-seq data were deposited in Gene Expression Omnibus (GEO) (accession number GSE182930).

### Quantitative PCR and western blot analysis

Total RNA from adipose tissue was extracted using TRIzol reagent following the manufacturer’s manual. cDNA was synthesized using High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, cat#4368814) and qPCR reaction was run with iQ SYBR Green Supermix (Bio-Rad, cat#170-8884) in Bio-Rad CFX Connect Real Time PCR Detection system. The acquired data were further analyzed with Maestro 1.1 software (version 4.1.2433.1219). Relative expression levels of each gene were calculated using the 2-ΔCt method. Peptidylprolyl isomerase A (*Ppia*) was used as a housekeeping gene and primers used for qPCR are listed in Supplementary Table 2.

BAT, iWAT, and gWAT depots of WT and TMEM86A AKO mice were homogenized in PRO-PREP Protein Extraction Solution (iNtRON Biotechnology, cat#17081) containing SIGMAFAST Protease Inhibitor Cocktail (Sigma, cat#S8820) and PhoSTOP phosphatase inhibitors (Roche, cat#4906845001) using tacoPrep Bead Beater homogenization system. Differentiated adipocytes were lysed in RIPA Lysis and Extraction Buffer (Thermo Fisher Scientific, cat#89900) containing SIGMAFAST Protease Inhibitor Cocktail (Sigma) and PhoSTOP phosphatase inhibitors (Roche). Extracted protein concentration was quantified by BCA assay and measured by spectrophotometry (MultiSkan GO, Thermo Fisher Scientific) at 562 nm using SkanIt software ver 5.0. Proteins were denatured in SDS sample buffer at 95 °C for 5 min and separated on SDS-PAGE gel and then transferred to PVDF membrane (Bio-Rad). For detection of TMEM86A, proteins were denatured in SDS sample buffer at 40 °C for 30 min. The membrane was blocked with 5% non-fat dry milk or BSA in TBST (Tris-buffered saline with 0.1% Tween 20) and incubated with primary antibody at 4 °C overnight followed by horseradish peroxidase-conjugated secondary antibody incubation at room temperature for 1 h. Primary antibodies against TMEM86A (customized, 1:1000), COXIV (cat#4850 S, 1:1000), phospho-HSL (Ser660, cat#45804 S, 1:1000), HSL (cat#4107 S, 1:1000), phospho-CREB (cat#9198 S, 1:1000), CREB (cat#9197 S, 1:1000), phospho-PKA substrates (cat#9621 S, 1:1000), F4/80 (cat#30325 S, 1:1000), Tubulin (cat#2148 S, 1:1000) were purchased from Cell Signaling Technology, B-actin (cat#sc-47778, 1:1000), MCAD (cat#sc-365030, 1:1000), phospho-AKT1/2/3 (cat#sc-514032, 1:1000), and AKT1/2/3 (cat#81434, 1:1000) were purchased from Santa Cruz Biotechnology, PDE3B (cat#14-1973-82, 1:500) and Horseradish Peroxidase-conjugated Goat anti-Rabbit IgG (H + L) Secondary Antibody (cat#31460, 1:5000) were purchased from Invitrogen, Horseradish Peroxidase-conjugated Goat anti-mouse IgG, light chain specific Secondary Antibody (cat#115-035-174, 1:1000) was purchased from Jackson ImmunoResearch and Total OXPHOS rodent cocktail (cat#110413, 1:1000) was purchased from Abcam. Protein expression was detected with Fusion Solo chemiluminescence imaging system (Vilber Lourmat) and analyzed with EvolutionCapt software (version 17.03). Immunoblots were quantified with National Institutes of Health ImageJ software (version 1.52a). Full immunoblot membrane images are provided in the Source Data and Supplementary Information.

### Live-cell imaging and immunofluorescence microscopy

For ER and lipid staining, live C3H10T1/2 cells and adipocytes were incubated in growth media containing ER-Tracker red (Invitrogen, 1 μM, cat#E34250) and HCS LipidTOX^TM^ Deep Red Neutral Lipid Stain (Invitrogen, 1:2500, cat#H34477) for 1 h at 37 °C and 5% CO_2_. For live-cell imaging, the growth media containing the probes was replaced with probe-free fresh media and cells were directly observed using Zeiss confocal microscope (LSM800) with live-cell chamber and analyzed with Zen software (ZEN 3.0 Blue edition). Cells were fixed in 4% paraformaldehyde for 2 min at 37 °C without permeabilization after ER tracker staining. For immunofluorescence staining, cells were fixed in 4% paraformaldehyde for 20 min, permeabilized in 0.2% Triton-X100 for 5 min, and then incubated in blocking buffer (PBS containing 3% BSA) for 1 h at room temperature. Anti-PDI antibody (Cell Signaling, 1:200, cat#3501) was applied overnight at 4 °C. Thereafter, Alexa Fluor 594 (Invitrogen, 1:500, cat#A11012) was applied for 1 h at room temperature. Nuclei were counter-stained with DAPI.

### Histology and immunohistochemistry

BAT, iWAT, and gWAT were isolated and fixed in 10% formalin (Sigma, cat#HT50128) for 24 h at 4 °C and then embedded in paraffin. 5 μm paraffin sections were prepared from the paraffin embedded tissue blocks. The sections were deparaffinized with the following steps: 2 × 10 min in xylene, 10 min in 50:50 xylene:ethanol, 5 min in 100% ethanol, 5 min in 95% ethanol, 5 min in 70% ethanol. The slides were rinsed with distilled water, boiled for 10 min in citrate buffer (pH 6.0) for antigen-retrieval, and cooled to room temperature. For H&E staining, deparaffinized sections were stained with ClearView Staining Hematoxylin (BBC Biochemical, cat#MA010081) and Eosin Y Alcoholic solution (BBC Biochemical, cat#3610). The images were obtained with Nikon Elements (NIS BR Analysis ver 5.10.00). For immunofluorescence staining, blocking was performed with PBS containing 3% BSA for 30 min at room temperature. Anti-F4/80 antibody (Cell Signaling) was diluted in 3% BSA in PBS (1:400) and applied onto the slides for incubation overnight in a humidified chamber. Subsequently, the slides were washed three times and incubated with goat anti-rabbit IgG cross-adsorbed secondary antibody, Alexa Fluor 488 (Invitrogen, 1:500, cat#A11008) for 1 h at room temperature. Finally, the slides were mounted using PermaFluor Mountant (Thermo Fisher Scientific, cat#TA-030-FM) with DAPI. Images were acquired with Zeiss confocal microscope (LSM800) and analyzed with Zen software (version 3.0).

### Transmission electron microscopy (TEM)

For TEM imaging, small pieces of minced adipose tissue (1–2 mm^3^) were incubated in 2% paraformaldehyde and 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer (pH 7.2). Tissues were post-fixed in 1% osmium tetroxide (OsO_4_) for 2 h, dehydrated using ethanol gradient, and embedded into Spurr’s Resin (Electron Microscopy Sciences). Samples were then sectioned at 60 nm with Ultramicrotome (Leica) and subsequently transferred to nickel grids. Images were collected under Talos L120C cryo-TEM (FEI) transmission electron microscope at the Nanobio Imaging Center, Seoul National University.

### Lipid extraction

For mouse and human adipose tissue, approximately 20 mg of tissue samples were homogenized by bead beater (Bertin Technologies) at 7200 rpm for 30 s, 2 cycles. To remove the excess amount of neutral lipids in adipose tissue, the three-phase liquid extraction^25^ with slight modification was applied to the homogenate. Briefly, 480 μL of water, 360 μL of acetonitrile, 480 μL of methyl acetate, and 480 μL of n-hexane were added to homogenate followed by vortexing and 1 h shaking at 4 °C. The samples were centrifuged for 10 min at 16,000 × *g* and the middle layer was collected. Due to the excess of neutral lipid left, re-extraction was conducted by transferring the middle layer to a fresh tube and 480 μL of n-hexane was added and vortexed. Finally, the mixture was centrifuged for 10 min at 16,000 × *g* and the bottom phase was transferred to a fresh tube and dried under nitrogen gas flow.

For adipocyte lipid analysis, a pellet from 1 × 10^6^ cells was extracted using the Matyash method^35^ with slight modification. Briefly, 300 μL of 4 °C methanol was added to the pellet followed by the addition of 250 μL of 4 °C water. After vortexing of the mixture, two cycles of freezing and thawing were conducted for cell lysis. Then, 1000 μL of 4 °C MTBE was added followed by vortexing and 1 h shaking at 4 °C. The sample was centrifuged for 10 min at 16,000 × *g* and the upper organic layer was collected. Finally, it was dried under nitrogen gas flow.

LPC 12:0, LPE 17:1, PC 20:0, PE 20:0, PC P-36:1(d9), and PE P-36:1(d9) were diluted in extraction solvent and used as internal standards to check the reliability of the data. In addition, quality control (QC) sample was pooled by mixing the same portion from every sample. The pooled QC samples were injected multiple times for system conditioning at the beginning of the sequence^36^, signal correction throughout the sequence, and acquisition of the MSMS spectra with Data-dependent acquisition^37^. Acid hydrolysis of lipid extract was conducted with some pooled QC samples for the discrimination of the plasmanyl phospholipids and plasmenyl phospholipids (plasmalogen)^38^. The dried QC samples in the vials were exposed to HCl fume 5 min followed by ventilation under nitrogen gas flow. All dried samples were kept in the −80 °C freezer before analysis. Dried lipid extracts were resuspended in 120 μL of methanol:toluene (9:1, *v*/*v*) and kept at 4 °C in an autosampler during analysis.

### Sample preparation for quantification of LPE P-18:0 in mouse serum

For the quantification of LPE P-18:0 in mouse serum, 50 μL of mouse serum was extracted using the Matyash method. Briefly, 300 μL of 4 °C methanol was added to the serum followed by addition of 1000 μL of 4 °C MTBE. After vortexing, mixture was shaken at 4 °C for 1 h. Then, 250 μL of 4 °C water was added and vortexed. The mixture was centrifuged for 10 min at 16,000 × *g* and the upper organic layer was collected. The upper organic layer was dried under nitrogen gas flow. In addition, LPE 17:1 was diluted in methanol before extraction and used as internal standard. Finally, dried lipid extracts were resuspended in 100 μL of methanol:toluene (9:1, *v*/*v*) and kept at 4 °C in an autosampler during analysis.

### Sample preparation for extracellular LPE P-18:0 analysis

For the determination of LPE P-18:0 in culture medium of HEK293T and C3H10T1/2 cells, 60 μL of 100% methanol was added to 15 μL of medium, followed by 10 min incubation on ice. After vortexing, the mixture was centrifuged (16,000 × *g*, 20 min, 4 °C), and the extracts of cell culture were analyzed by LC-MS.

### LC-MS conditions for lipidomics and LPE P-18:0 analysis

For lipid analysis, LC-MS conditions were adopted from a previous publication^39^. 5 μL of the extracts were injected into the Vanquish UHPLC system (Thermo Scientific Fisher) coupled with an Acquity UPLC CSH C18 column (100 × 2.1 mm, 1.7 μm) connected with an Acquity UPLC CSH C18 VanGuard pre-column (5 × 2.1 mm, 1.7 μm) (Waters, MA, USA). The mobile phase A was 0.1% formic acid and 10 mM ammonium formate in 60:40 (v/v) of acetonitrile:water, and the mobile phase B was 0.1% formic acid and 10 mM ammonium formate in 90:10 (v/v) of 2-propanol:acetonitrile. The column temperature was set to 65 °C, and the gradient elution was conducted as following at a flow rate of 0.6 mL/min: 0 min, 15% of phase B; 0–2 min, 30% of phase B; 2–2.5 min, 48% of phase B; 2.5–11 min, 82% of phase B; 11–11.5 min, 99% of phase B; 11.5–12 min, 99% of phase B; 12–12.1 min, 15% of phase B; 12.1–15 min, 15% of phase B; 4 min of post-run. Lipidomics data were acquired by Full MS mode for quantification; Data-dependent acquisition (DDA) mode with QC sample was used for lipid identification using Thermo Scientific Q Exactive Plus Hybrid Quadrupole-Orbitrap mass spectrometer and Xcalibur software (Thermo Scientific Fisher).

For the analysis of LPE P-18:0 in mouse serum, 5 μL of the extracts was injected into the 1290 UHPLC (Agilent) coupled with an Acquity UPLC CSH C18 column (100 × 2.1 mm, 1.7 μm) connected with an Acquity UPLC CSH C18 VanGuard pre-column (5 × 2.1 mm, 1.7 μm) (Waters, MA, USA). LC condition was the same as the above condition. The MS acquisition was operated at MRM mode using Agilent 6460 QqQ (Agilent) and MassHunter Workstation Data Acquisition software (Agilent). Authentic LPE P-18:0 standard was used for optimization of MRM transition and MS parameters.

For the analysis of LPE P-18:0 in cell culture medium, the chromatographic separation was performed as previously described^40^. 5 μL of medium extracts was injected into the Vanquish UHPLC system (Thermo Scientific Fisher) coupled with an Acquity UPLC BEH Amide column (150 × 2.1 mm, 1.7 μm) connected with an Acquity UPLC BEH Amide VanGuard pre-column (5  × 2.1 mm, 1.7 μm) (Waters, MA, USA). The mobile phase A was 0.125% formic acid and 10 mM ammonium formate in water, and the mobile phase B was 0.125% formic acid and 10 mM ammonium formate in 95:5 (v/v) of acetonitrile:water. The column temperature was set to 45 °C, and the gradient elution was conducted as following at a flow rate of 0.4 mL/min: 0 min, 100% of phase B; 0-2 min, 100% of B; 2–7.7 min, 70% of phase B; 7.7–9.5 min, 40% of phase B; 9.5–10.25 min, 30% of phase B; 10.25–12.75 min, 100% of phase B; 12.75–17 min, 100% of phase B; 13 min of post-run. The MS acquisition was operated at targeted-SIM mode using Thermo Scientific Q Exactive Plus Hybrid Quadrupole-Orbitrap mass spectrometer and Xcalibur software. LPE P-18:0 with hydrogen adduct ([M + H]^+^) was inputted as the target compound. Detailed instrumental parameters of MS are provided in Supplementary Fig. 23.

### Data processing

The lipidomics data were processed by MS-DIAL version 4.60^41^. For lipid identification, LipidBlast version 68 was adopted^42^. Both accurate mass similarity score and reverse product score for MS/MS spectra matching were considered to achieve confidence in lipid identification.

LipidBlast can annotate ether phospholipids but cannot identify whether ether phospholipid is plasmanyl form or plasmenyl form (plasmalogen) except plasmanyl PE and plasmenyl PE. To avoid misannotation, plasmenyl LPC and plasmenyl LPE were annotated based on the previous study^43–46^. However, plasmenyl PC cannot be distinguished from plasmanyl PC with MS/MS fragmentation alone. For this reason, we identified only ether phosphatidylcholine peaks disappearing during acid hydrolysis as plasmenyl PC, using the fact that plasmalogen is unstable in the acidic environment. The example of standard fragmentation and lipid annotation are provided in Supplementary Figs. 24 and 25.

For the LPE P-18:0 analysis in mouse serum, the peak area was obtained by MassHunter Qualitative Analysis B.07.00 (Agilent) and normalized by internal standard (LPE 17:1) peak area. Authentic LPE P-18:0 standard was used for calculation of calibration curve generated by datapoint of 0, 1, 5, 10, 50, 100, 500, and 1000 ppb.

For the LPE P-18:0 analysis in cell culture medium, the peak was determined by using authentic LPE P-18:0 standard. The peak area was obtained by El-MAVEN version 0.12.0. The extracellular LPE P-18:0 consumption was calculated as following: (LPE P-18:0 peak area of blank medium – LPE P-18:0 peak area of cell growth medium)/Total cellular protein quantity (mg).

### Statistical analysis of lipidomics data

The pre-processed data were normalized by the locally weighted scatterplot smoothing (LOWESS) method before inputted into MetaboAnalyst 5.0 for statistical analysis^47^. All detected features with missing values greater than 50% were removed followed by the estimation of remaining features using feature-wise k-Nearest Neighbours (kNN). To raise the quality of data, features with a relative standard deviation higher than 20% or with a S/N ratio below than 10 were filtrated.

Statistical models were created using normalization by median, logarithmic transformation (base 10), and Pareto scaling, and only identified features were used for statistical analysis. Unsupervised principal component analysis (PCA) was applied for data visualization. Unpaired parametric *t*-test was applied to find significant differences in comparison of groups, and it was determined to be statistically significant only if False Discovery Rate (FDR) <0.05 were satisfied. Volcano plot was created using ggplot2 package (ver. 3.3.3) in R and applied to get lipid peaks satisfying both FDR (<0.05) and Fold change (> 2 or < 0.5). Also, Lipid ontology^48^ enrichment analysis was conducted to find the tendency of lipid subclasses, hence all identified lipids were inputted to enrichment analysis.

### Human samples

Human intra-abdominal and subcutaneous fat tissues were removed at Surgery Unit of Pusan National University Hospital. Tissues were stored at −20 °C immediately after collection until lipidome analysis. Tissues from 48 individuals were used; population characteristic is available in Supplementary Table 1.

### Statistics

The number of mice used in animal experiments is described within the associated figure legend. GraphPad Prism 7 software (GraphPad Software, USA) was used for statistical analysis. Data are presented as mean ± standard errors of the mean (SEM) or mean ± standard deviation (SD) as indicated in the Figure Legends. Statistical significance between two groups was determined by unpaired *t*-test. Comparisons among multiple groups were performed using a one-way analysis of variance (ANOVA), with Bonferroni post hoc tests or Tukey’s Honestly Significant difference (HSD) post hoc test to determine *p* values.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Reporting Summary

## Data Availability

The RNA-seq data used in this study are available in Gene Expression Omnibus (GEO) database under accession number GSE 182930. Global Transcriptome profiling conducted by Dahlman^49^ were analyzed in the study and are publicly available in GEO database under accession number GSE94753. The lipidomics data generated in this study have been deposited in a public database, MetaboLights^50^ under accession number MTBLS4703 [ID: , PW: NCOMMS-22-00143]. The remaining data are available within the Article, Supplementary information. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Adipocyte lysoplasmalogenase TMEM86A regulates plasmalogen homeostasis and protein kinase A-dependent energy metabolism
**Source:** Nat Commun. 2022 Jul 14;13:4084. doi: 10.1038/s41467-022-31805-3

## **Supplementary Information**

**Title: Adipocyte lysoplasmalogenase TMEM86A regulates plasmalogen homeostasis and protein kinase A-dependent energy metabolism**

Yoon Keun Cho<sup>1#</sup>, Young Cheol Yoon<sup>1#</sup>, Hyeonyeong Im<sup>1#</sup>, Yeonho Son<sup>1</sup>, Minsoo Kim<sup>1</sup>, Abhirup Saha<sup>1</sup>, Cheoljun Choi<sup>1</sup>, Jaewon Lee<sup>1</sup>, Sumin Lee<sup>1</sup>, Jae Hyun Kim<sup>2</sup>, Yun Pyo Kang<sup>1</sup>, Young-Suk Jung<sup>3</sup>, Hong Koo Ha<sup>4</sup>, Je Kyung Seong<sup>5\*</sup>, James G. Granneman<sup>6\*</sup>, Sung Won Kwon<sup>1\*</sup>, and Yun-Hee Lee<sup>1\*</sup>

**Supplementary Fig. 1-25**

**Supplementary Tables 1-2**

**Unprocessed gel blots for Supplementary Fig.**

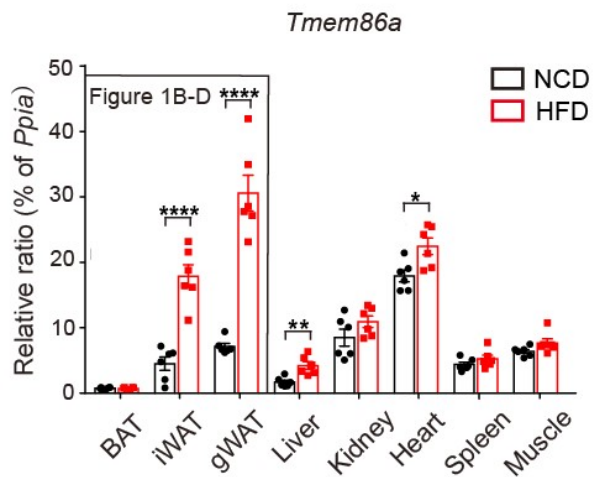

**Supplementary Fig. 1. Effects of high-fat diet feeding on *Tmem86a* expression in various tissues. Related to Fig. 1**

qPCR analysis of *Tmem86a* in BAT, iWAT, gWAT, liver, kidney, heart, spleen, and skeletal muscle (gastrocnemius muscle) of mice fed a normal chow diet (NCD) or high-fat diet (HFD) for 8 weeks. (iWAT:  $p = 0.000063$ ; gWAT:  $p = 0.000008$ ; Liver:  $p = 0.003057$ ; Heart:  $p = 0.015952$ ).  $n = 6$ . Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test.

**a** iWAT

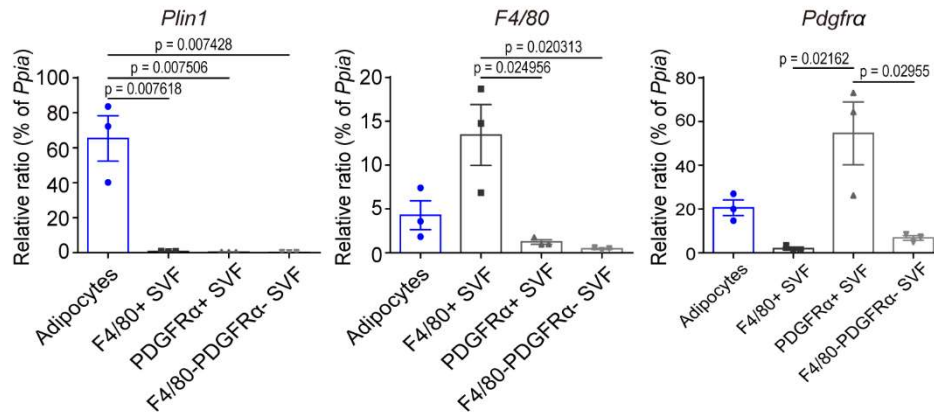

**b** gWAT

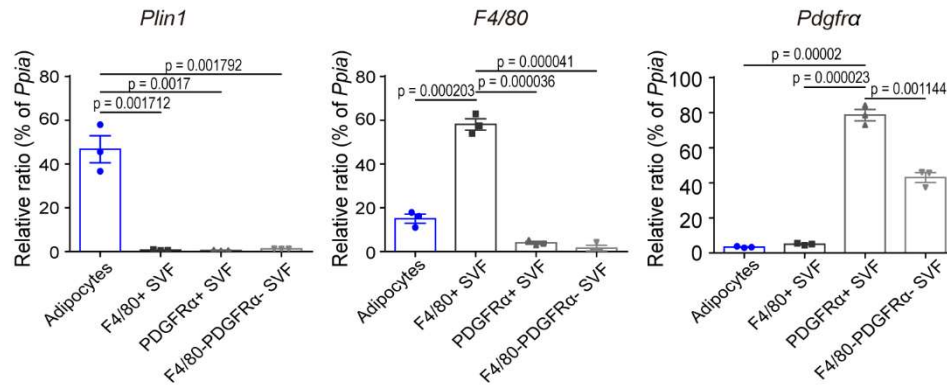

**Supplementary Fig. 2. qPCR analyses of adipocytes and MACS-isolated cell fractions obtained from dissociated adipose tissue. Related to Fig. 1**

**a-b** qPCR analyses of *Plin1* (an adipocyte marker), *Pdgfra* (an adipocyte progenitor marker), and *Emr1* (a gene encoding F4/80, a macrophage marker) confirmed the isolation of each fraction in inguinal and gonadal white adipose tissue. n = 3. Each point represents a biological replicate. Data are presented as mean ± SEM. Statistical significance was determined using the unpaired, two-tailed t-test.

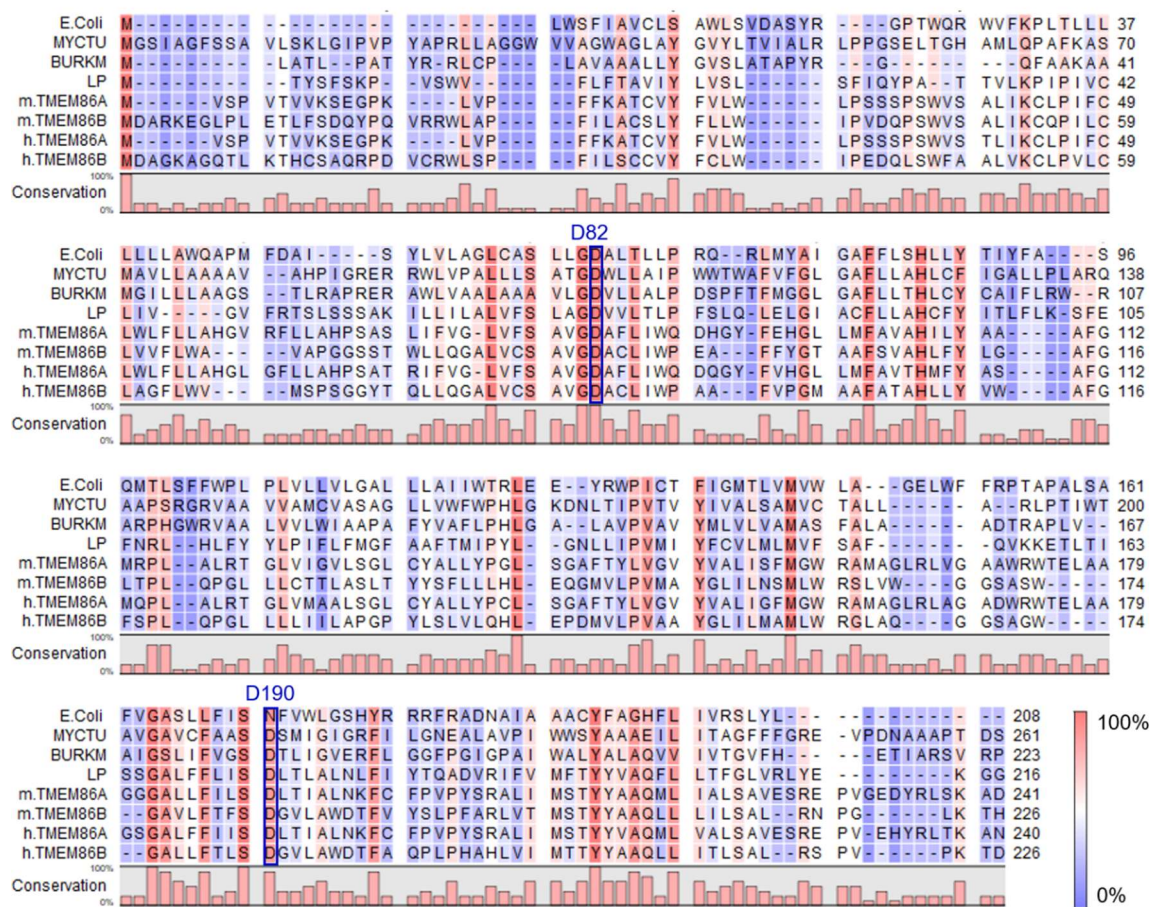

**Supplementary Fig. 3. Sequence alignment of YhhN proteins. Related to Fig. 2**

Multiple-sequence alignment of TMEM86A proteins from human, mouse, and bacterial species. The alignment was performed using CLC sequence viewer 8.0. Sequences are, from top to bottom, *Escherichia coli* (E.Coli), *Mycobacterium tuberculosis* (MYCTU), *Burkholderia multivorans* (BURKM), *Legionella pneumophila* (LP), *Mus musculus* (m.TMEM86A and m.TMEM86B) and *Homo sapiens* (h.TMEM86A and h.TMEM86B). Conserved sequences are highlighted according to the color bar indicated. Mutated sites of potential active sites (Asp 82 into Ala 82, D82A; Asp 190 into Ala 190, D190A) are indicated in blue box.

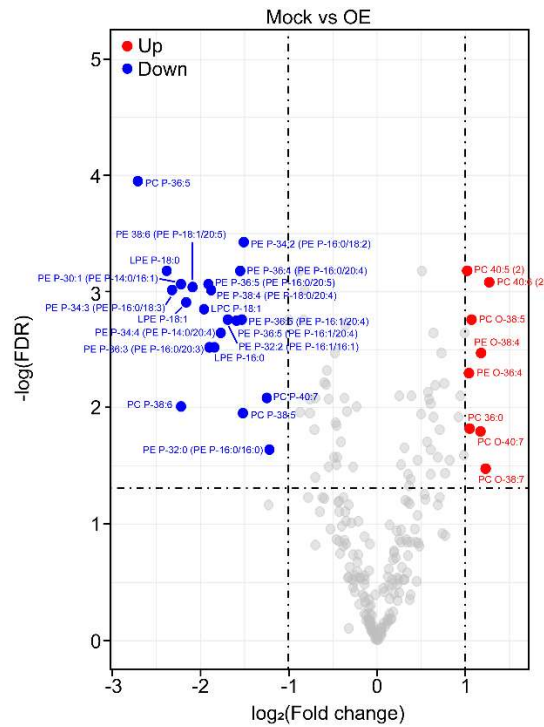

**Supplementary Fig. 4. Volcano plot of untargeted phospholipid profiling in C3H10T1/2 adipocytes overexpressing TMEM86A or mock-transduced C3H10T1/2 adipocytes. Related to Fig. 2**

Volcano plot of untargeted phospholipid profiling of C3H10T1/2 adipocytes overexpressing TMEM86A or mock-transduced C3H10T1/2 adipocytes. The exact values of fold change and FDR are provided in Supplementary Data 1. Blue points represent lipid species significantly reduced by TMEM86A overexpression while red points indicate lipids significantly increased by TMEM86A overexpression. (FDR < 0.05, | Fold change | > 2)

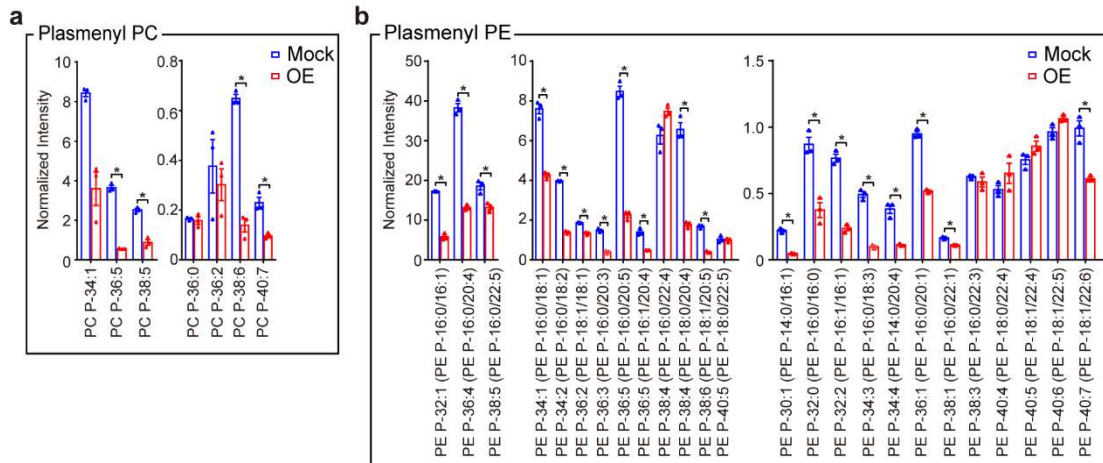

**Supplementary Fig. 5. Normalized intensities of plasmalogen in C3H10T1/2 adipocytes overexpressing TMEM86A or mock-transduced C3H10T1/2 adipocytes. Related to Fig. 2**

**a-b** Normalized intensities of plasmalogen PC (PC P-) and plasmalogen PE (PE P-) in C3H10T1/2 adipocytes overexpressing TMEM86A or mock-transduced C3H10T1/2 adipocytes (Intensity was normalized by median, \*FDR < 0.05). n = 3. (a PC P-36:5: p = 0.000001; PC P-38:5: p = 0.002638; PC P-38:6: p = 0.002154; PC P-40:7: p = 0.001583; b PE P-32:1 (PE P-16:0/16:1): p = 0.000172; PE P-36:4 (PE P-16:0/20:4): p = 0.000013; PE P-38:5 (PE P-16:0/22:5): p = 0.008501; PE P-34:1 (PE P-16:0/18:1): p = 0.000158; PE P-34:2 (PE P-16:0/18:2): p = 0.000003; PE P-36:2 (PE P-18:1/18:1): p = 0.000447; PE P-36:3 (PE P-16:0/20:3): p = 0.000375; PE P-36:5 (PE P-16:0/20:5): p = 0.000036; PE P-36:5 (PE P-16:1/20:4): p = 0.000152; PE P-38:4 (PE P-18:0/20:4): p = 0.000060; PE P-38:6 (PE P-18:1/20:5): p = 0.000044; PE P-30:1 (PE P-14:0/16:1): p = 0.000038; PE P-32:0 (PE P-16:0/16:0): p = 0.006707; PE P-32:2 (PE P-16:1/16:1): p = 0.000158; PE P-34:3 (PE P-16:0/18:3): p = 0.000057; PE P-34:4 (PE P-14:0/20:4): p = 0.000260; PE P-36:1 (PE P-16:0/20:1): p = 0.000018; PE P-38:1 (PE P-16:0/22:1): p = 0.000673; PE P-40:7 (PE P-18:1/22:6): p = 0.001582) Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test.

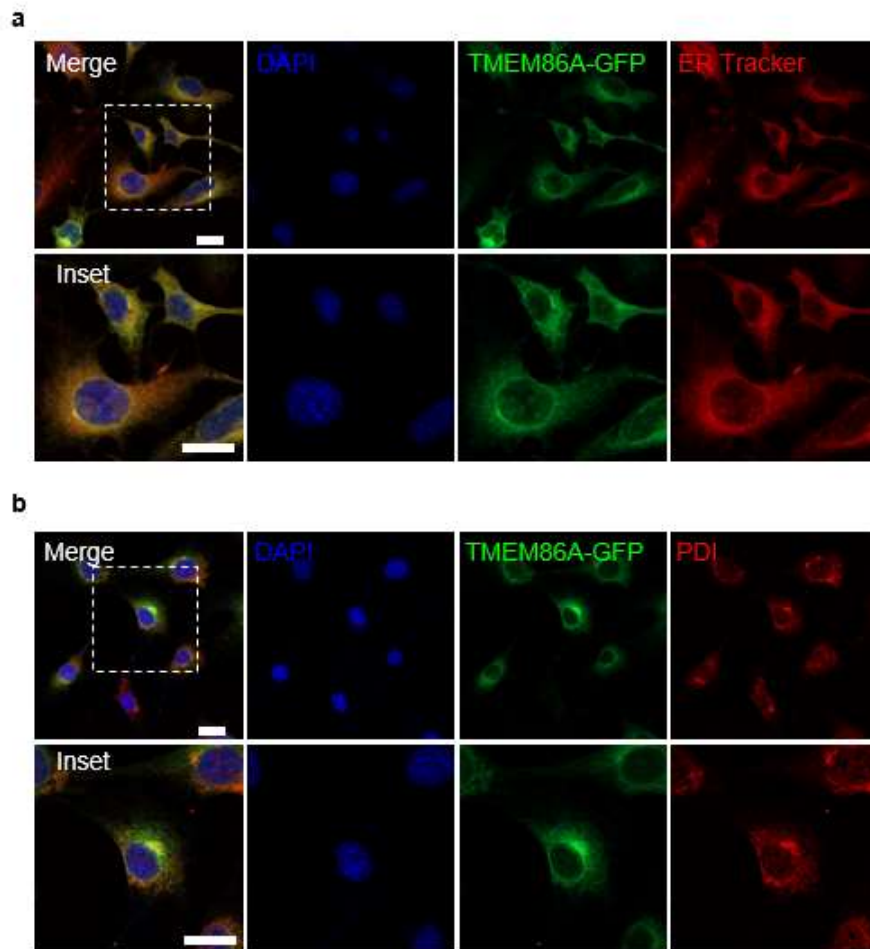

**Supplementary Fig. 6. TMEM86A was mainly localized in Endoplasmic Reticulum (ER). Related to Fig. 2**

**a-b** Immunofluorescence imaging of C3H10T1/2 cells overexpressing GFP-tagged TMEM86A. Cells were stained with ER-Tracker (a) or protein disulfide-isomerase (PDI, b). Scale bars = 10  $\mu$ m. n = 3.

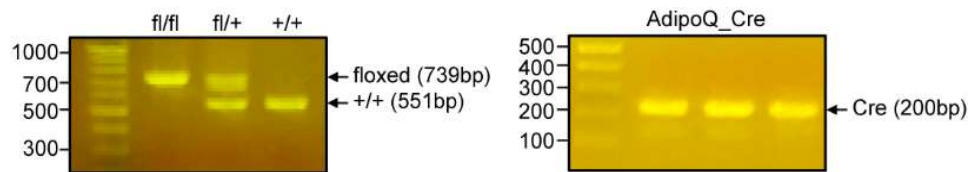

**Supplementary Fig. 7. Genotyping results of *Tmem86a* floxed and *AdipoQ*Cre mice. Related to Fig. 3**

Genotyping results of *Tmem86a* floxed and *AdipoQ*Cre mice. *Tmem86a* floxed mice was generated by breeding *Tmem86a*<sup>tm1a(KOMP)Mbp</sup> mice with ACTB-FLPe (B6.Cg-Tg(ACTFLPe)9205Dym/J) mice. Genotype of *Tmem86a* floxed mice was confirmed by using two primers (F': CTTACTCCAGTTCCACACAGC and R': CCAGGCTTCAGGTCTAAACATC). The two primers amplified a 739 bp mutant amplicon (floxed) and a 551 bp wild-type amplicon (+/+) from mice carrying a deletion in a gene of interest. Genotyping was performed for all mice used in KO mouse study.

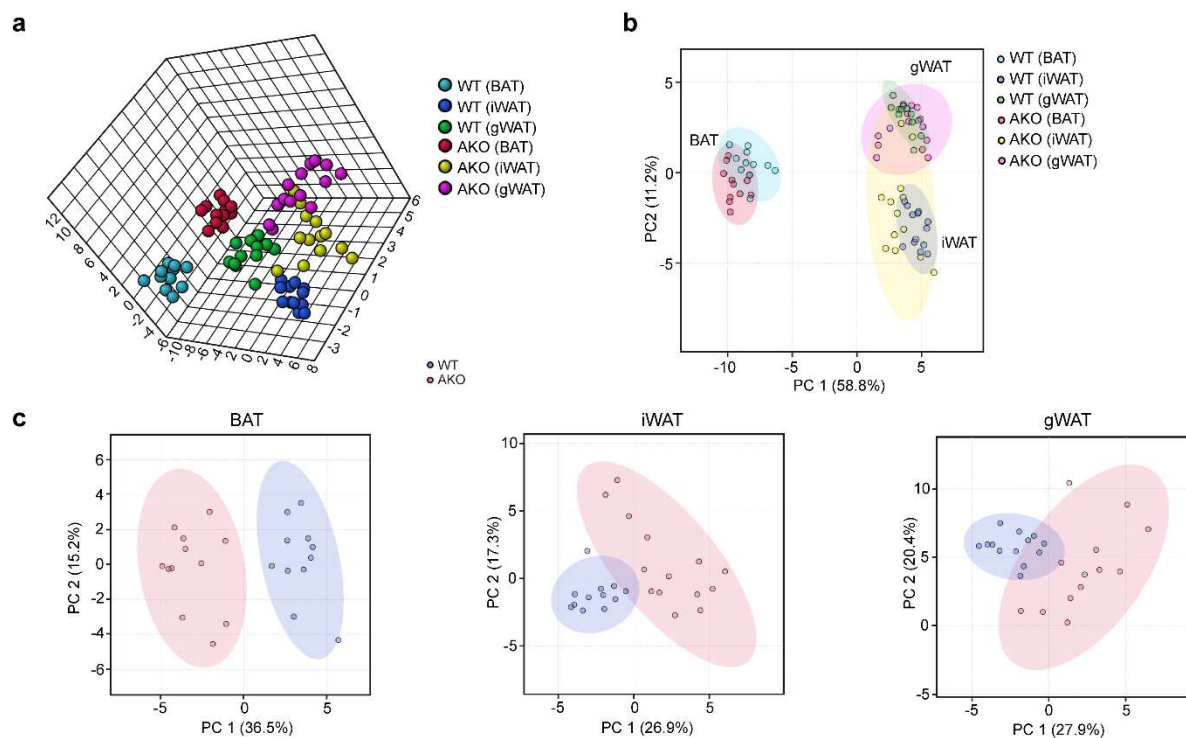

**Supplementary Fig. 8. PCA plots: untargeted phospholipid profiling of adipose tissue from WT and TMEM86A AKO mice. Related to Fig. 3**

**a-b** 3D and 2D PCA plots showing a separation of clusters of BAT, iWAT and gWAT of WT and TMEM86A AKO mice. **c** PCA plots indicating separation of WT and TMEM86A AKO samples.

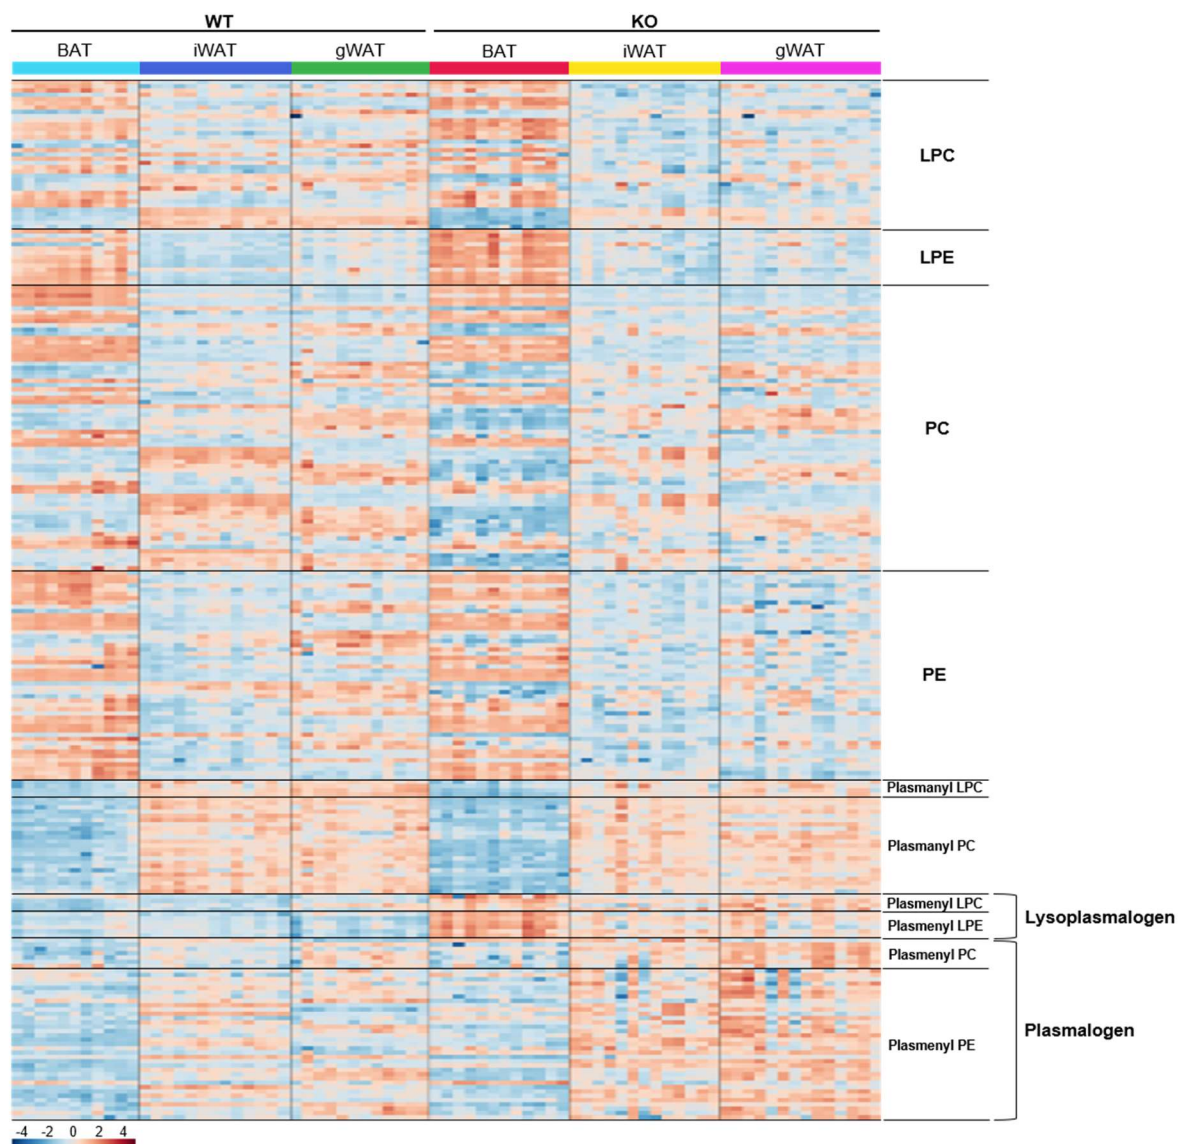

**Supplementary Fig. 9. Heatmap analysis of untargeted phospholipid profiling in adipose tissue of WT and TMEM86A AKO mice. Related to Fig. 3**

Entire heatmap of untargeted phospholipid profiling from BAT, iWAT and gWAT of WT and TMEM86A AKO mice. BAT WT: n = 11, KO: n = 12; iWAT WT: n = 13, KO: n = 13; gWAT WT: n = 12, KO: n = 14.

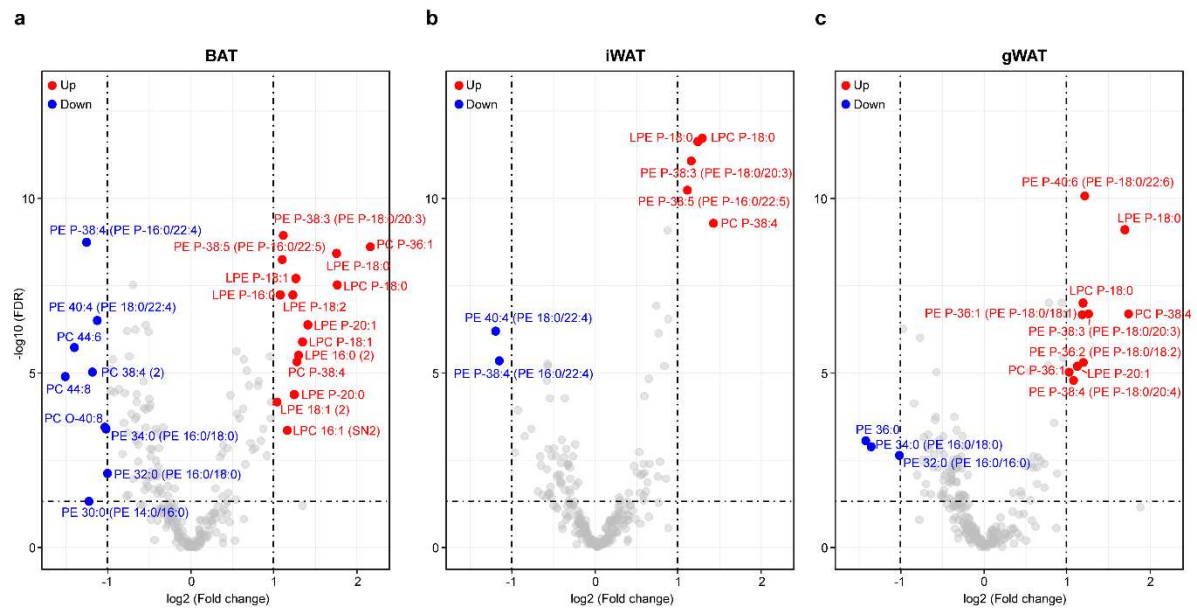

**Supplementary Fig. 10. Volcano plots of untargeted phospholipid profiling from adipose tissue of WT and TMEM86A AKO mice. Related to Fig. 3**

**a-c** Volcano plots of WT and TMEM86A AKO revealed that significantly increased phospholipids were lysoplasmalogen and plasmalogen ( $|\text{Fold change}| > 2$ ).

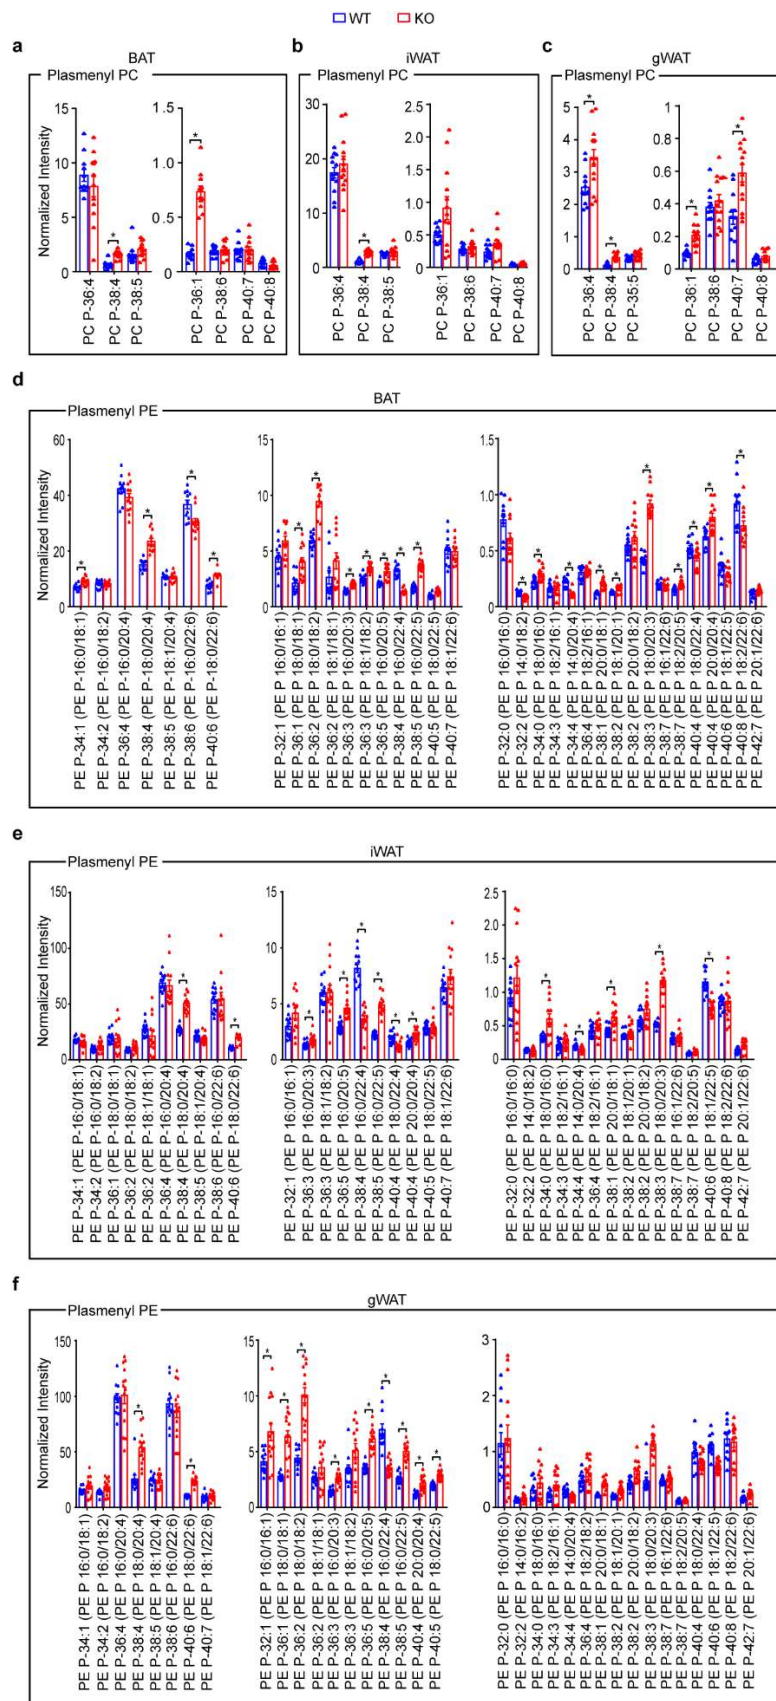

**Supplementary Fig. 11. Normalized intensities of plasmalogen in adipose tissue of WT and TMEM86A AKO. Related to Fig. 3**

**a-f** Normalized intensities of plasmenyl PC (PC P-) and plasmenyl PE (PE P-) in BAT, iWAT, and gWAT of WT and TMEM86A AKO mice (intensity was normalized by median, \*FDR < 0.05). BAT WT: n = 11, KO: n = 12; iWAT WT: n = 13, KO: n = 13; gWAT WT: n = 12, KO: n = 14. (**a** PC P-38:4: p = 0.000006; PC P-36:1: p < 0.000001; **b** PC P-38:4: p < 0.000001; **c** PC P-36:4: p = 0.008831; PC P-38:4: p < 0.000001; PC P-36:1: p < 0.000001; PC P-40:7: p = 0.002159; **d** PE P-34:1 (PE P-16:0/18:1): p = 0.000684; PE P-38:6 (PE P-16:0/22:6): p = 0.003684; PE P-40:6 (PE P-18:0/22:6): p = 0.000046; PE P-36:1 (PE P-18:0/18:1): p = 0.000795; PE P-36:2 (PE P-18:0/18:2): p = 0.000001; PE P-36:3 (PE P-18:1/18:2): p = 0.000007; PE P-36:5 (PE P-16:0/20:5): p = 0.000033; PE P-32:2 (PE P-14:0/18:2): p = 0.00002; PE P-34:0 (PE P-18:0/16:0): p = 0.002685; PE P-38:1 (PE P-20:0/18:1): p = 0.000003; PE P-38:2 (PE P-18:1/20:1): p = 0.002734; PE P-38:7 (PE P-18:2/20:5): p = 0.000351; PE P-40:4 (PE P-18:0/22:4): p = 0.015587; PE P-40:4 (PE P-20:0/20:4): p = 0.000918; PE P-40:8 (PE P-18:2/22:6): p = 0.013469; p < 0.000001 for PE P-38:4 (PE P-18:0/20:4), PE P-36:3 (PE P-16:0/20:3), PE P-38:4 (PE P-16:0/22:4), PE P-38:5 (PE P-16:0/22:5), PE P-34:4 (PE P-14:0/20:4), and PE P-38:3 (PE P-18:0/20:3); **e** PE P-36:3 (PE P-16:0/20:3): p = 0.008062; PE P-40:4 (PE P-18:0/22:4): p = 0.000344; PE P-40:4 (PE P-20:0/20:4): p = 0.000221; PE P-34:0 (PE P-18:0/16:0): p = 0.002519; PE P-34:4 (PE P-14:0/20:4): p = 0.003378; PE P-38:1 (PE P-20:0/18:1): p = 0.001794; p < 0.000001 for PE P-38:4 (PE P-18:0/20:4), PE P-40:6 (PE P-18:0/22:6), PE P-36:5 (PE P-16:0/20:5), PE P-38:4 (PE P-16:0/22:4), PE P-38:5 (PE P-16:0/22:5), PE P-38:3 (PE P-18:0/20:3), and PE P-40:6 (PE P-18:1/22:5); **f** PE P-38:4 (PE P-18:0/20:4): p = 0.000001; PE P-32:1 (PE P-16:0/16:1): p = 0.006800; PE P-40:4 (PE P-20:0/20:4): p = 0.000027; p < 0.000001 for PE P-40:6 (PE P-18:0/22:6), PE P-36:1 (PE P-18:0/18:1), PE P-36:2 (PE P-18:0/18:2), PE P-36:3 (PE P-16:0/20:3), PE P-36:5 (PE P-16:0/20:5), PE P-38:4 (PE P-16:0/22:4), PE P-38:5 (PE P-16:0/22:5), and PE P-40:5 (PE P-18:0/22:5)). Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test.

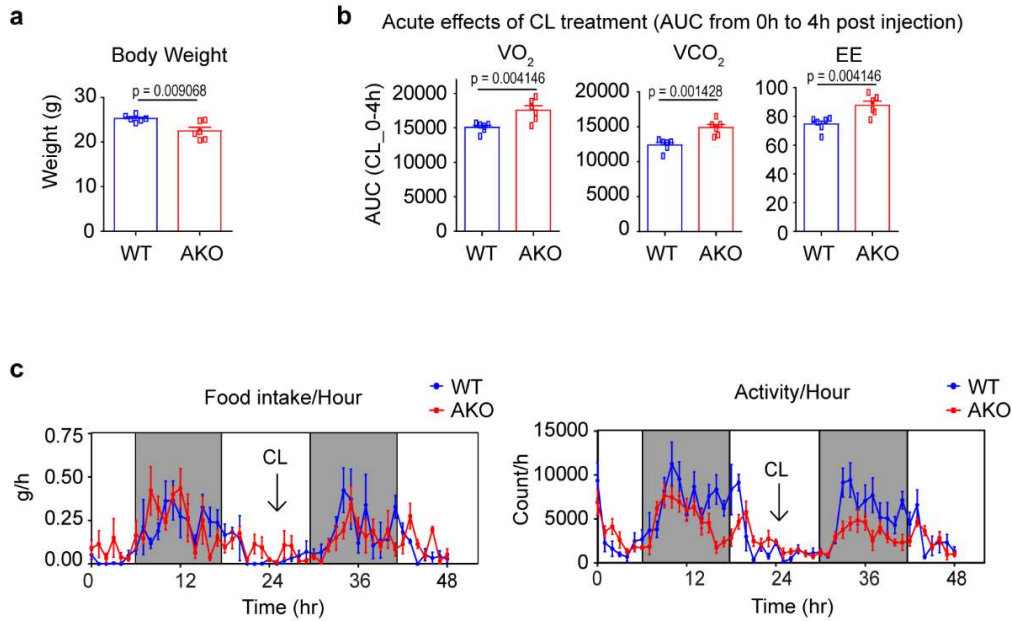

**Supplementary Fig. 12. Adipocyte-specific knockout of TMEM86A enhances energy expenditure. Related to Fig. 4**

**a** Body Weight of WT and TMEM86A AKO mice.  $n = 6$ . **b** Area under the curve (AUC) values of VO<sub>2</sub>, VCO<sub>2</sub>, and energy expenditure (EE) of initial 4 hours of CL treatment (from 0 to 4 hours post injection).  $n = 6$ . **c** Analysis of food intake and activity.  $n = 6$ . Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test in **a** and **b**.

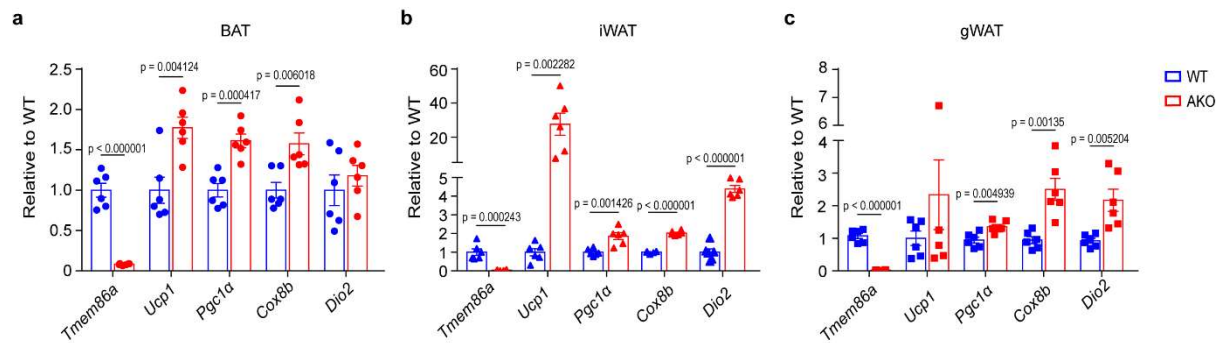

**Supplementary Fig. 13. TMEM86A enhanced browning markers in adipose tissue. Related to Fig. 4**

**a-c** qPCR analyses of BAT, iWAT, and gWAT from WT and TMEM86A AKO mice.  $n = 6$ . Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test in **a-c**.

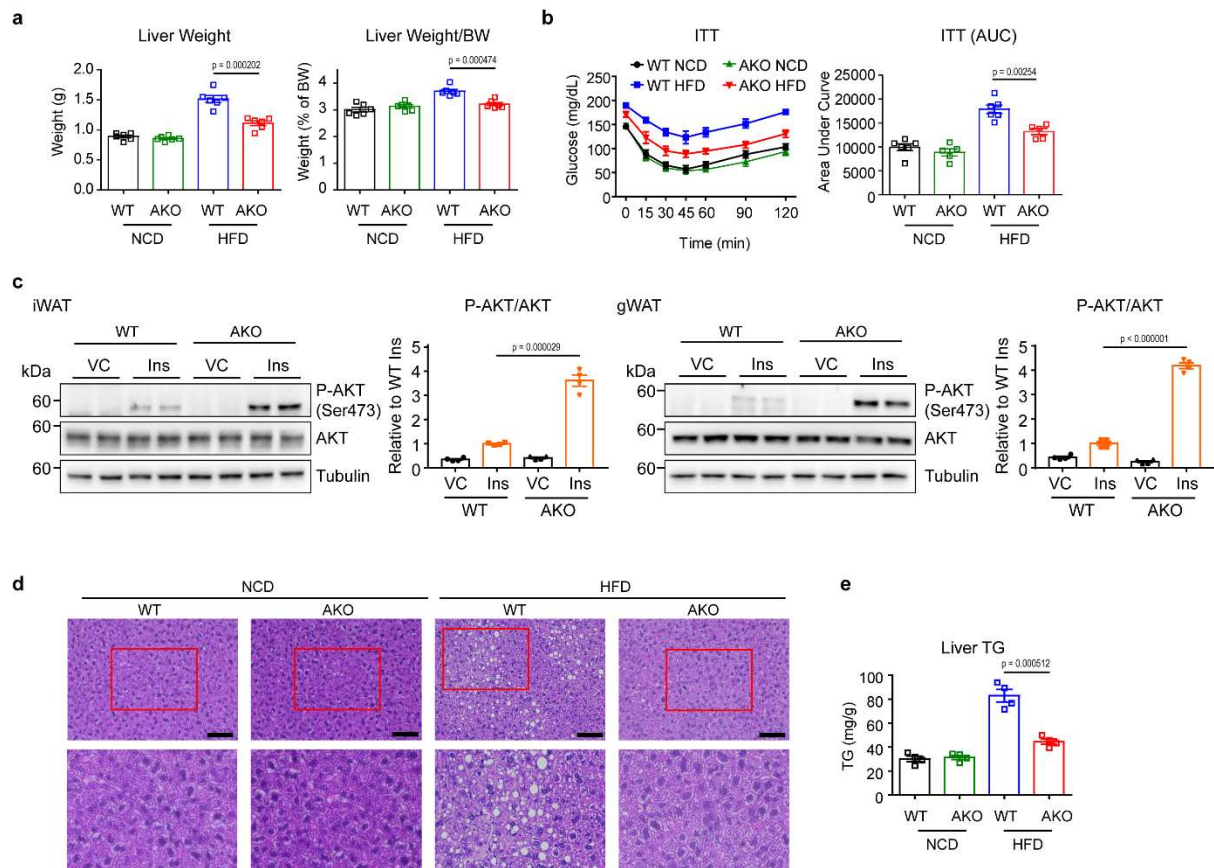

**Supplementary Fig. 14. Adipocyte-specific TMEM86A KO protects mice against HFD-induced metabolic dysfunction. Related to Fig. 6**

**a** Liver weight of WT or TMEM86A AKO fed a NCD or HFD for 8 weeks.  $n = 6$  **b** Intraperitoneal insulin tolerance test of WT or TMEM86A AKO mice fed a NCD or HFD for 8 weeks.  $n = 6$  for WT,  $n = 5$  for TMEM86A AKO. **c** Immunoblot analysis of p-AKT and AKT in iWAT, and gWAT of WT or TMEM86A AKO mice fed a NCD or HFD for 8 weeks, acutely treated with insulin (Ins, 0.75 units/kg body weight) or vehicle controls (VC) via inferior vena cava.  $n = 4$ . **d** Representative images of H&E stained paraffin sections of liver from WT and TMEM86A AKO mice fed a NCD or HFD for 8 weeks. Scale bars = 50  $\mu$ m.  $n = 3$ . **e** Triglyceride levels in liver from WT and TMEM86A AKO mice fed a NCD or HFD for 8 weeks.  $n = 4$ . Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test in **a-c**.

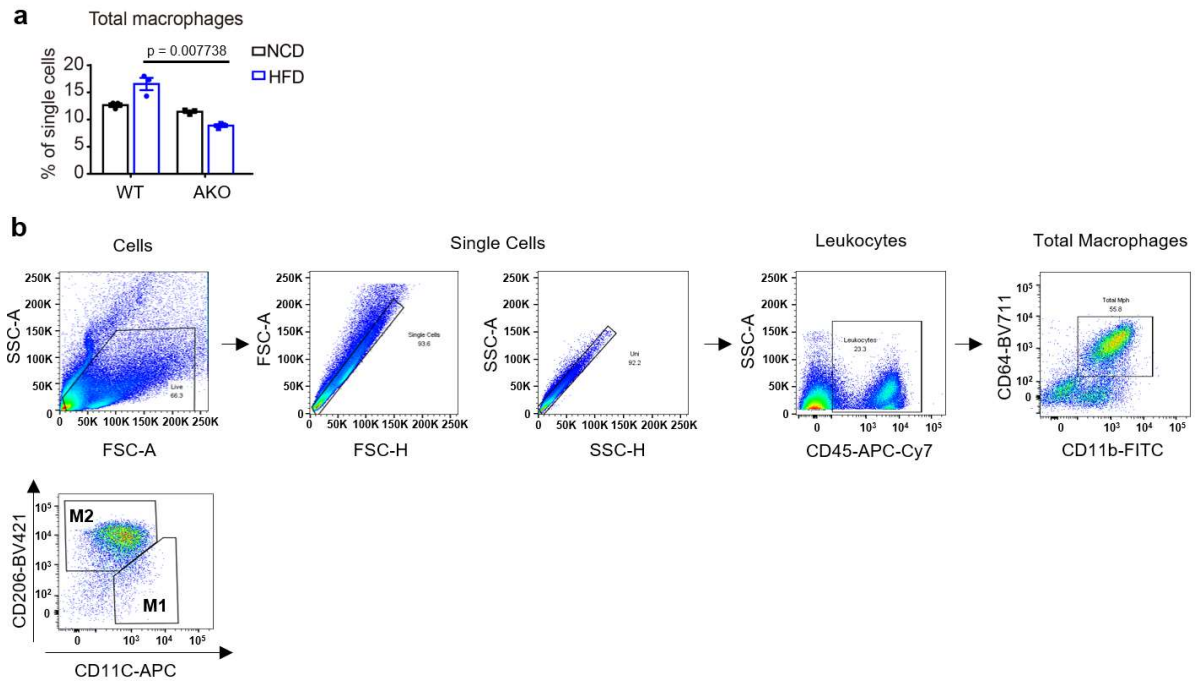

**Supplementary Fig. 15. Deletion of TMEM86A in adipocyte prevents the accumulation of total macrophages caused by high-fat diet. Related to Fig. 6**

**a** Flow cytometric analysis of CD45+CD11b+CD64+ cells (Total macrophages) from gWAT of WT or TMEM86A AKO mice.  $n = 3$ . **b** Flow cytometry analysis was conducted with SVF obtained from gWAT of WT or TMEM86A AKO mice. Gating strategy for analysis of SVF was suggested as following. Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test in **a**.

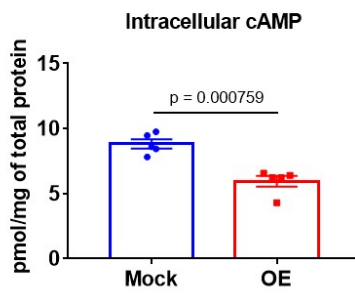

**Supplementary Fig. 16. Effects of TMEM86A overexpression on intracellular cAMP levels in C3H10T1/2 adipocytes. Related to Fig. 7**

Intracellular cAMP levels in TMEM86A overexpressing C3H10T1/2 adipocytes or controls.  $n = 5$ . Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test.

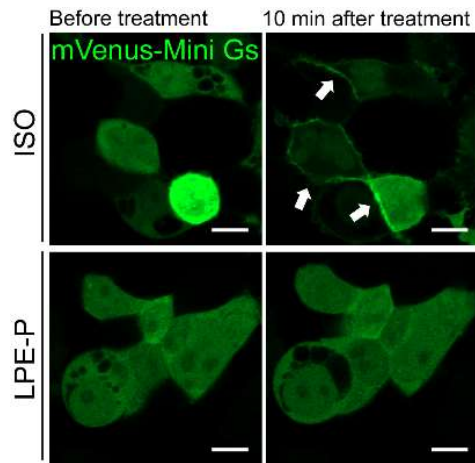

**Supplementary Fig. 17. Representative live cell imaging of HEK293T overexpressing mVenus-tagged mini Gs and beta-1-adrenergic receptor. Related to Fig. 7**

Representative live cell imaging of HEK293T cells overexpressing mVenus-tagged mini Gs proteins and beta-1-adrenergic receptor treated with either isoproterenol (ISO, 10  $\mu$ M) or LPE P-18:0 (LPE-P, 10  $\mu$ M). n = 3. Scale bars = 10  $\mu$ m.

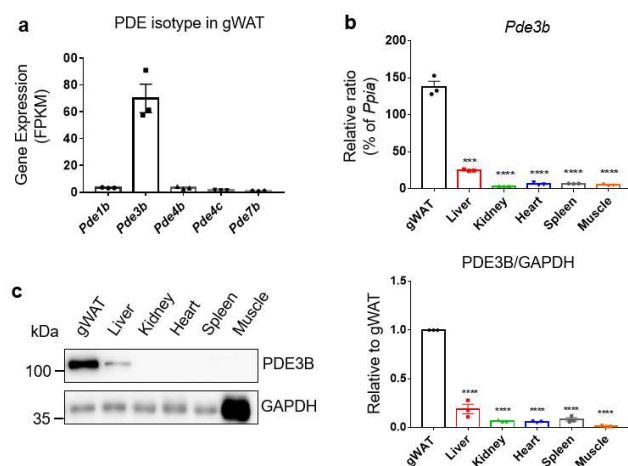

**Supplementary Fig. 18. Analysis of PDE3B expression levels. Related to Fig. 7**

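FPKM relates a gene's counts to its length and to the depth of the library. Further phosphodiesterase genes of gWAT are given here for both diets, with FPKM computed from the deposited counts. *Pde1b* averaged 2.14 ± 1.34 FPKM (SD, n = 3 mice) on NCD and 12.2 ± 2.99 (SD, n = 3 mice) on HFD, and *Pde4b* 1.66 ± 0.741 and 4.81 ± 0.113. Both passed the test between the diets, with log2 fold changes of 2.13 (adjusted p = 0.0277 from edgeR's quasi-likelihood test) and 1.07 (adjusted p = 0.0225 from edgeR). *Pde4c* averaged 0.854 ± 0.598 FPKM on NCD and 0.673 ± 0.337 on HFD, and *Pde7b* 1.26 ± 0.201 and 4.69 ± 3.05. Neither of these genes passed, with adjusted p-values of 0.510 and 0.184 from edgeR.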

**a** PDE isotype expression levels obtained from RNA-seq analysis of gonadal white adipose tissue (gWAT) of WT mice.  $n = 3$ . **b** qPCR analysis of *Pde3b* in gWAT, liver, kidney, heart, spleen, and skeletal muscle (gastrocnemius muscle) of WT mice.  $n = 3$ . (Liver:  $p = 0.000124$ ; Kidney:  $p = 0.000061$ ; Heart:  $p = 0.000069$ ; Spleen:  $p = 0.000068$ ; Muscle:  $p = 0.000066$ ) **c** Immunoblot analysis of PDE3B in gWAT, liver, kidney, heart, spleen, and skeletal muscle (gastrocnemius muscle) of WT mice.  $n = 3$ . (Liver:  $p = 0.000078$ ; Kidney:  $p < 0.000001$ ; Heart:  $p < 0.000001$ ; Spleen:  $p < 0.000001$ ; Muscle:  $p < 0.000001$ ). Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test.

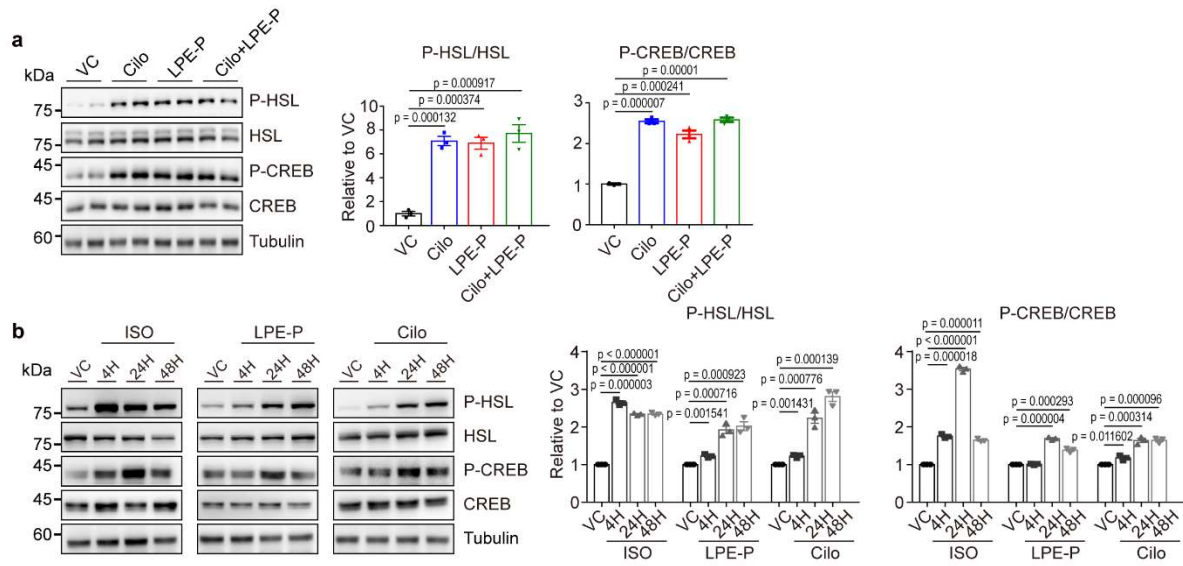

**Supplementary Fig. 19. Effects of LPE P-18:0 and PDE3B inhibition on PKA signaling pathway in adipocytes. Related to Fig. 7**

**a** Immunoblot analysis of C3H10T1/2 adipocytes treated with vehicle control (VC), cilostamide (Cilo, 10  $\mu$ M), LPE P-18:0 (LPE-P, 10  $\mu$ M), or Cilo (10  $\mu$ M) + LPE-P (10  $\mu$ M) for 24 h.  $n = 3$ . **b** Immunoblot analysis of C3H10T1/2 adipocytes treated with isoproterenol (ISO, 10  $\mu$ M), LPE-P (10  $\mu$ M), or Cilo (10  $\mu$ M) for 4, 24, or 48 h.  $n = 3$ . Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test in **a** and **b**.

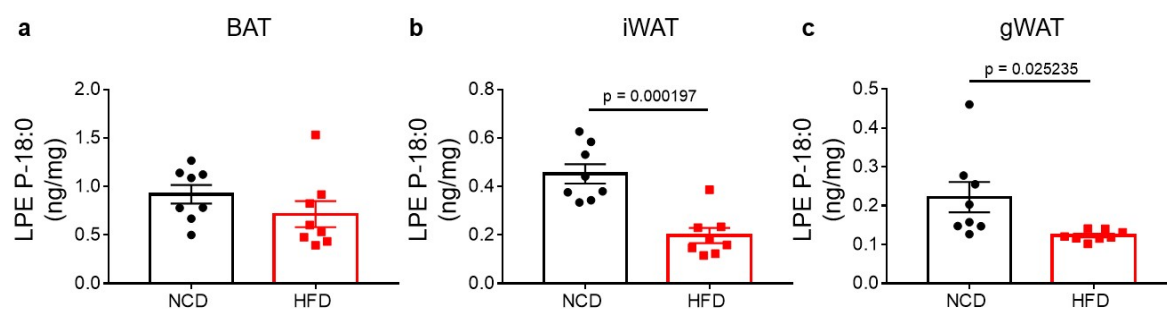

**Supplementary Fig. 20. Quantification of LPE P-18:0 in BAT, iWAT, and gWAT of mice fed a NCD or HFD for 8 weeks**

**a-c** Targeted lipidomics analysis of LPE P-18:0 in BAT, iWAT, and gWAT of mice fed a NCD or HFD for 8 weeks.  $n = 8$ . Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test in **a-c**.

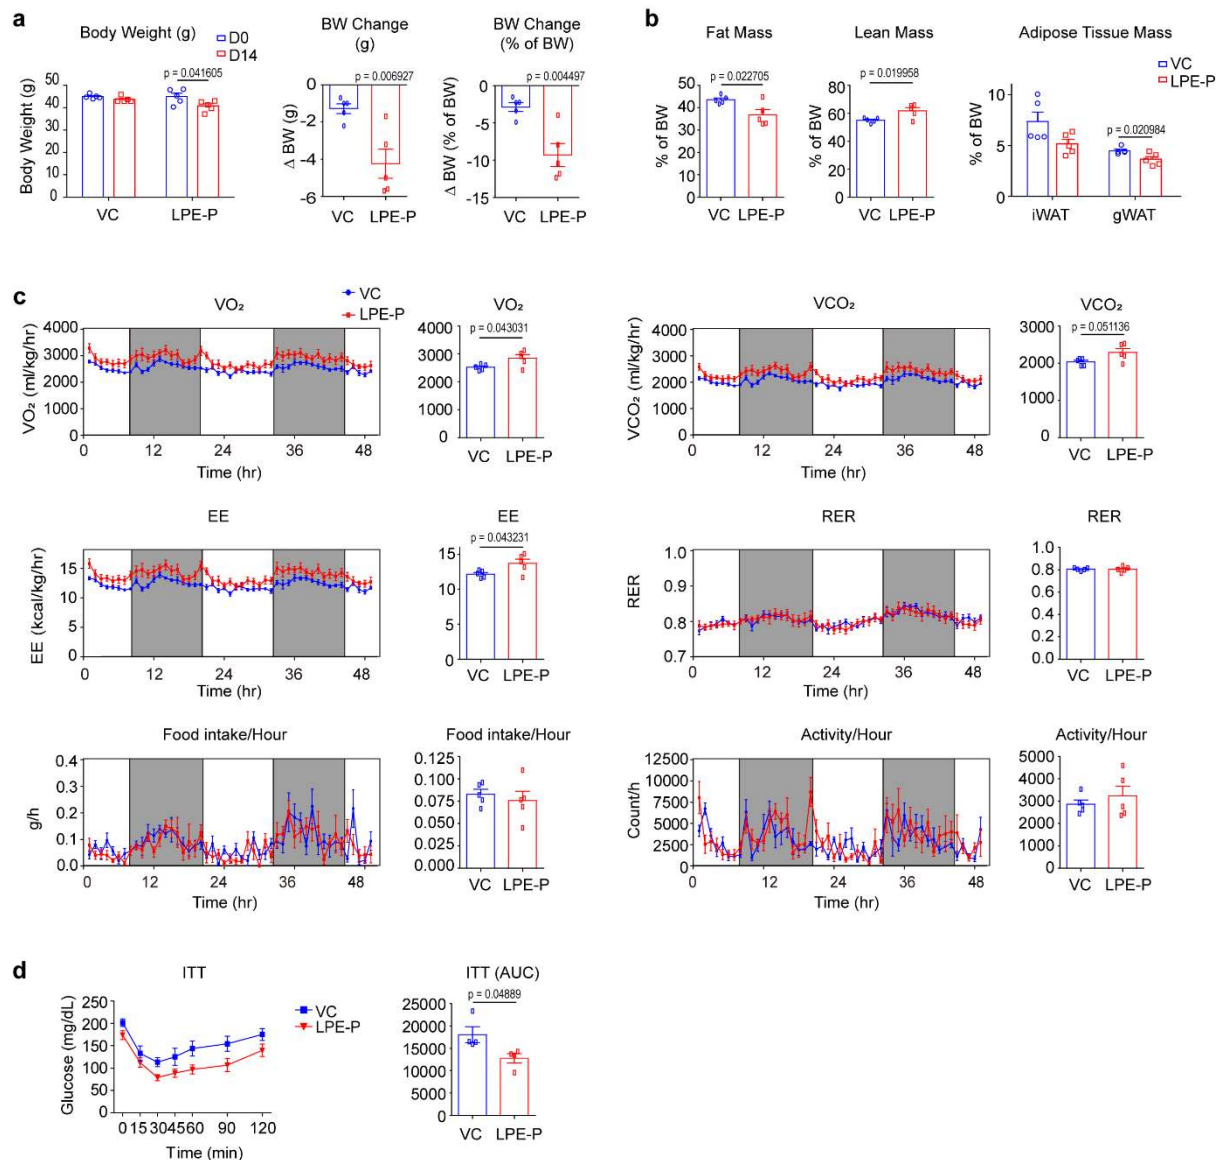

**Supplementary Fig. 21 LPE P-18:0 treatment increases energy expenditure and protects against diet-induced obesity. Related to Fig. 8**

**a-b** Body weight analysis, body composition, and adipose tissue mass of WT mice fed a HFD for 8 weeks treated with either vehicle controls (VC) or LPE P-18:0 (LPE-P, 200  $\mu$ g/kg/day) for 14 days.  $n = 6$ . **c** Indirect calorimetry analysis of WT mice fed a HFD for 8 weeks treated with either VC or LPE P-18:0 (200  $\mu$ g/kg/day) for 14 days **d** Intraperitoneal insulin tolerance test of mice fed a HFD for 8 weeks, treated with VC or LPE P-18:0.  $n = 4$ . Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using the unpaired, two-tailed t-test in **a-d**.

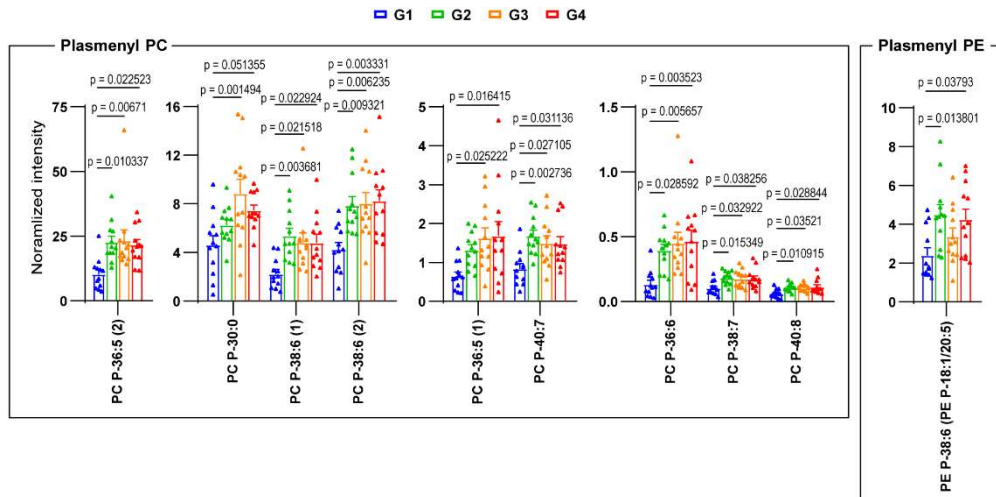

**Supplementary Fig. 22. Normalized intensities of plasmalogen in human subcutaneous adipose tissue. Related to Fig. 8**

Normalized intensities of plasmalogen in human subcutaneous adipose tissue (intensity was normalized by median, \*FDR < 0.05). n = 48. Each point represents a biological replicate. Data are presented as mean  $\pm$  SEM. Statistical significance was determined using ANOVA (one-way, Tukey's HSD post-hoc analysis).

**a**

| Parameter                         | Value (Untargeted lipidomics) | Value (Targeted-SIM)                                                                                                      |
|-----------------------------------|-------------------------------|---------------------------------------------------------------------------------------------------------------------------|
| ESI Polarity                      | Positive mode                 | Positive mode                                                                                                             |
| SHEATH GAS PRESSURE               | 60 arbitrary units            | 60 arbitrary units                                                                                                        |
| AUX GAS FLOW                      | 25 arbitrary units            | 25 arbitrary units                                                                                                        |
| SWEEP GAS FLOW                    | 2 arbitrary units             | 2 arbitrary units                                                                                                         |
| SPRAY VOLTAGE                     | 3.6 kV                        | 3.6 kV                                                                                                                    |
| Capillary temperature             | 300 °C                        | 300 °C                                                                                                                    |
| S-lens RF LEVEL                   | 50                            | 50                                                                                                                        |
| AUS GAS HEATER TEMPERATURE        | 370 °C                        | 370 °C                                                                                                                    |
| NUMBER OF SCANS                   | 1 spectra/s                   | 1 spectra/s                                                                                                               |
| MS1 MASS RANGE                    | <i>m/z</i> 400-1000           | <i>m/z</i> 466.32920 (LPE P-18:0; C <sub>23</sub> H <sub>48</sub> NO <sub>6</sub> P) with isolation window 0.4 <i>m/z</i> |
| MICROSCANS (MS1)                  | 1                             | 1                                                                                                                         |
| RESOLUTION (MS1)                  | 70,000 FWHM ( <i>m/z</i> 200) | 140,000 FWHM ( <i>m/z</i> 200)                                                                                            |
| AGC TARGET (MS1)                  | 1e6                           | 1e6                                                                                                                       |
| MAXIMUM IT (MS1)                  | 100 ms                        | 100 ms                                                                                                                    |
| SPECTRUM DATA TYPE (MS1)          | Profile                       | Profile                                                                                                                   |
| MICROSCANS (MS2)                  | 1                             | NA                                                                                                                        |
| RESOLUTION (MS2)                  | 17,500 FWHM ( <i>m/z</i> 200) | NA                                                                                                                        |
| AGC TARGET (MS2)                  | 1e5                           | NA                                                                                                                        |
| MAXIMUM IT (MS2)                  | 50 ms                         | NA                                                                                                                        |
| LOOP COUNT (MS2)                  | 4                             | NA                                                                                                                        |
| MSX COUNT (MS2)                   | 1                             | NA                                                                                                                        |
| Top N (MS2)                       | 4                             | NA                                                                                                                        |
| ISOLATION WINDOW (MS2)            | 1.0 <i>m/z</i>                | NA                                                                                                                        |
| ISOLATION OFFSET (MS2)            | 0.0 <i>m/z</i>                | NA                                                                                                                        |
| NORMALIZED COLLISION ENERGY (MS2) | 20, 30                        | NA                                                                                                                        |
| SPECTRUM DATA TYPE (MS2)          | Profile                       | NA                                                                                                                        |

**b**

| Parameter                                             | Value             |
|-------------------------------------------------------|-------------------|
| ESI Polarity                                          | Positive mode     |
| Gas Temp                                              | 325 °C            |
| Gas Flow                                              | 8 L/min           |
| Nebulizer                                             | 25 psi            |
| SheathGasHeater                                       | 350               |
| SheathGasFlow                                         | 11                |
| Capillary                                             | 3500 V            |
| VCharging                                             | 1000              |
| MRM transition 1<br>(LPE P-18:0)                      | Precursor Ion     |
|                                                       | 466.33 <i>m/z</i> |
|                                                       | Product Ion       |
|                                                       | 294.31 <i>m/z</i> |
|                                                       | Dwell time        |
| MRM transition 2<br>(LPE 17:1)<br>(Internal standard) | 1000 ms           |
|                                                       | Fragmentor        |
|                                                       | 150 V             |
|                                                       | Collision energy  |
|                                                       | 20 V              |
| MRM transition 1<br>(LPE P-18:0)                      | Precursor Ion     |
|                                                       | 466.29 <i>m/z</i> |
|                                                       | Product Ion       |
|                                                       | 325.27 <i>m/z</i> |
|                                                       | Dwell time        |
| MRM transition 2<br>(LPE 17:1)<br>(Internal standard) | 100 ms            |
|                                                       | Fragmentor        |
|                                                       | 120 V             |
|                                                       | Collision energy  |
|                                                       | 12 V              |

### Supplementary Fig. 23. Mass spectrometry condition

**a** Instrumental parameters of untargeted lipidomics and LPE P-18:0 targeted analysis (Targeted-SIM mode) **b** Instrumental parameters of LPE P-18:0 quantitative analysis in mouse serum (MRM mode)

**LPC O-18:1** (Retention time 1.993 min;  $m/z$  508.37534; Adduct form  $[M+H]^+$ )

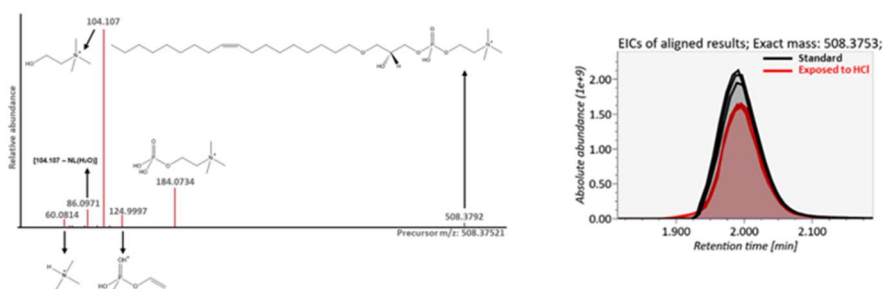

**PC O-34:1 (PC O-16:0/18:1)** (Retention time 6.344 min;  $m/z$  746.60522; Adduct form  $[M+H]^+$ )

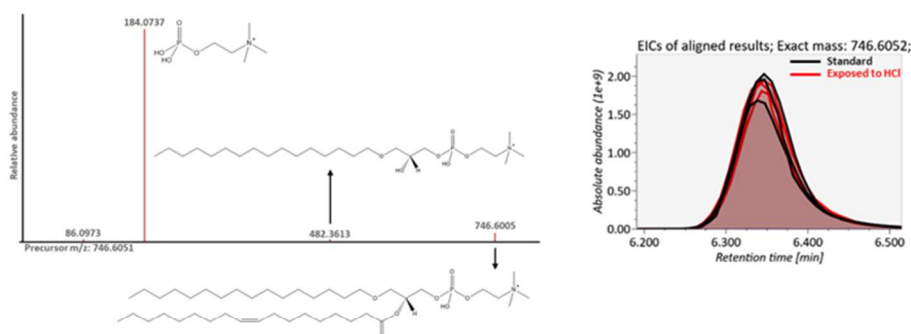

**LPE O-16:0** (Retention time 1.882 min;  $m/z$  440.31491; Adduct form  $[M+H]^+$ )

Because there was not commercially available plasmalyl LPE standard, LPE O-16:0 was generated from PE O-34:1 standard by phospholipase A2.

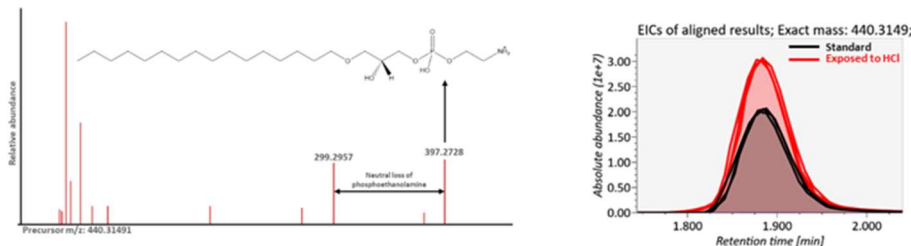

**PE O-34:1 (PE O-16:0/18:1)** (Retention time 6.572 min;  $m/z$  704.55859; Adduct form  $[M+H]^+$ )

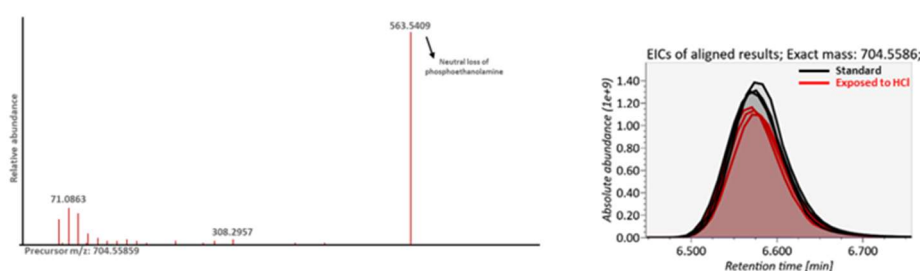

## Supplementary Fig. 24. Annotation of plasmalyl phospholipids

MS/MS spectra and chromatogram of plasmalyl phospholipid standards used for lipid annotation. Corresponding chemical structures of fragments were indicated by arrows in MS/MS spectra. Plasmalyl forms were relatively stable in an acidic environment compared to plasmenyl forms. The peak of plasmalyl form was not affected by exposure to HCl fume (red lines in each chromatogram).

**LPC P-18:0** (Retention time 2.726 min;  $m/z$  508.37869; Adduct form  $[M+H]^+$ )

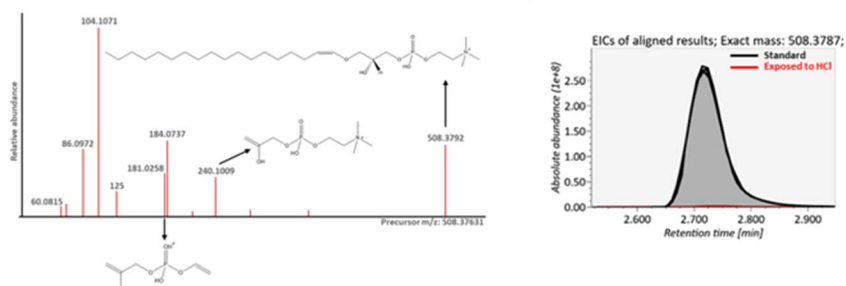

**PC P-36:1(d9) (PC P-18:0/18:1(d9))** (Retention time 6.994 min;  $m/z$  781.6788; Adduct form  $[M+H]^+$ )

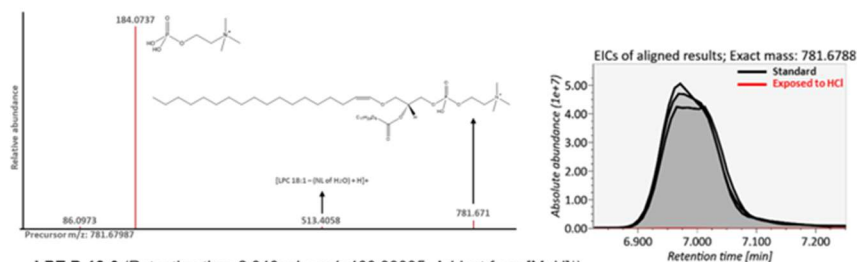

**LPE P-18:0** (Retention time 2.846 min;  $m/z$  466.33035; Adduct form  $[M+H]^+$ )

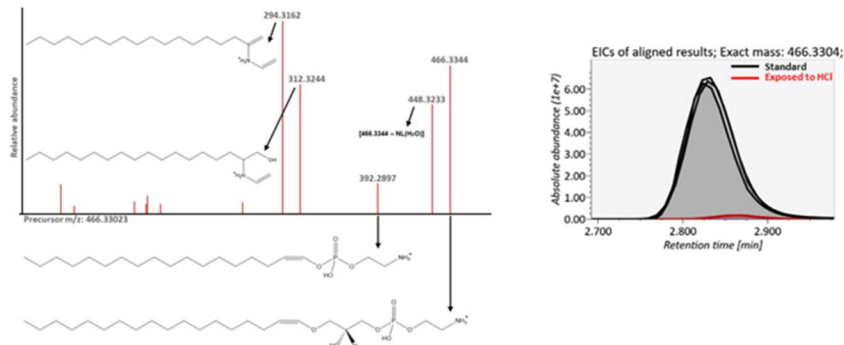

**PE P-36:1(d9) (PE P-18:0/18:1(d9))** (Retention time 7.226 min;  $m/z$  739.6297; Adduct form  $[M+H]^+$ )

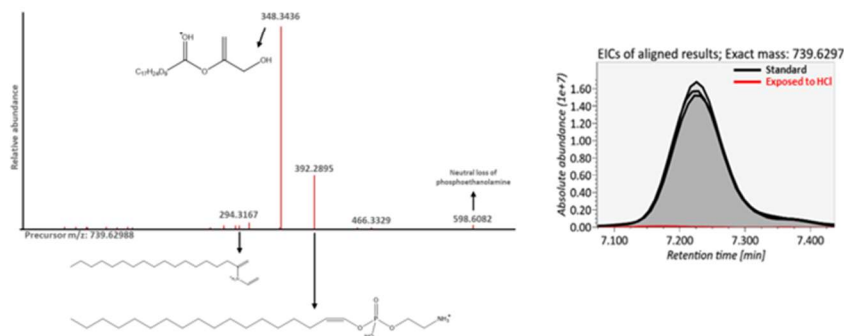

## Supplementary Fig. 25. Annotation of plasmeryl phospholipids

MS/MS spectra and chromatogram of plasmeryl phospholipid standards used for lipid annotation. Corresponding chemical structures of fragments were indicated by arrows in MS/MS spectra. Plasmeryl forms were relatively unstable in an acidic environment compared to plasmanyl forms. The peak of plasmeryl form was disappeared after exposure to HCl fume (red lines in chromatogram).

## Supplementary Tables

**Supplementary Table 1. Population characteristics of human subcutaneous adipose tissue. Related to Fig. 8**

| Variable                      |               |
|-------------------------------|---------------|
| Age, <i>y</i>                 | 38 ~ 82       |
| Male, <i>n</i> (%)            | 44 (91.67%)   |
| Female, <i>n</i> (%)          | 4 (8.33%)     |
| BMI, <i>kg/m</i> <sup>2</sup> | 17.96 ~ 27.03 |
| Height, <i>m</i>              | 1.47 ~ 1.78   |
| Weight, <i>kg</i>             | 43.15 ~ 80    |

**Supplementary Table 2. Primers used for qPCR and site-directed mutagenesis**

| <b>Transcript</b>    | <b>Forward primer</b>      | <b>Reverse primer</b>       |
|----------------------|----------------------------|-----------------------------|
| <i>Tmem86a</i>       | CCTTATCAAGTGCCTGCCCCA      | GGCAAACATCAGGAGACCATGT      |
| <i>Tmem86b</i>       | TGATCAAGTGCCAGCCCATT       | AAGGCTGCCGTGCCATAAAA        |
| <i>Emr1</i>          | GTGACTCACCTTGTGGTCCT       | CAGACACTCATCAACATCTGCG      |
| <i>Plin1</i>         | GAGTCAGCGACAGCTTCTTC       | CTTGACGAGAAGCGACCTT         |
| <i>Pdgfra</i>        | AGCAGGCAGGGCTTCAACGG       | ACACAGTCTGGCGTGCGTCC        |
| <i>Dio2</i>          | CCAGCACCGGAAAGAGGAAA       | TCCTTGCACCATGACCCAAA        |
| <i>Cox8b</i>         | TGCGAAGTTCACAGTGGTTC       | TCAGGGATGTGCAACTTCA         |
| <i>Ucp1</i>          | TGGCCTCTCAGTGGATGTG        | CGTGGTCTCCCAGCATAGAAG       |
| <i>Pgc1a</i>         | ACACCTGTGACGCTTTGCTG       | AAGGACACGCTGTCCCATGA        |
| <i>Ppia</i>          | GTGGTCTTTGGGAAGGTGAA       | TTACAGGACATTGCGAGCAG        |
| <i>Pde3b</i>         | GGATCGCAGCAGTGGTAAGA       | AGCAGACACTGGTACATGGC        |
| <i>Tmem86a D82A</i>  | CTGCTGTGGGTGCTGCCTTCCTCATC | AAAAGACAAGTCCCACGAAGATGAGGG |
| <i>Tmem86a D190A</i> | TCATCCTCTCGGCCCTGACCATCGC  | AGAGCAGAGCACCCACCGCCGG      |

Supplementary Figure 14c

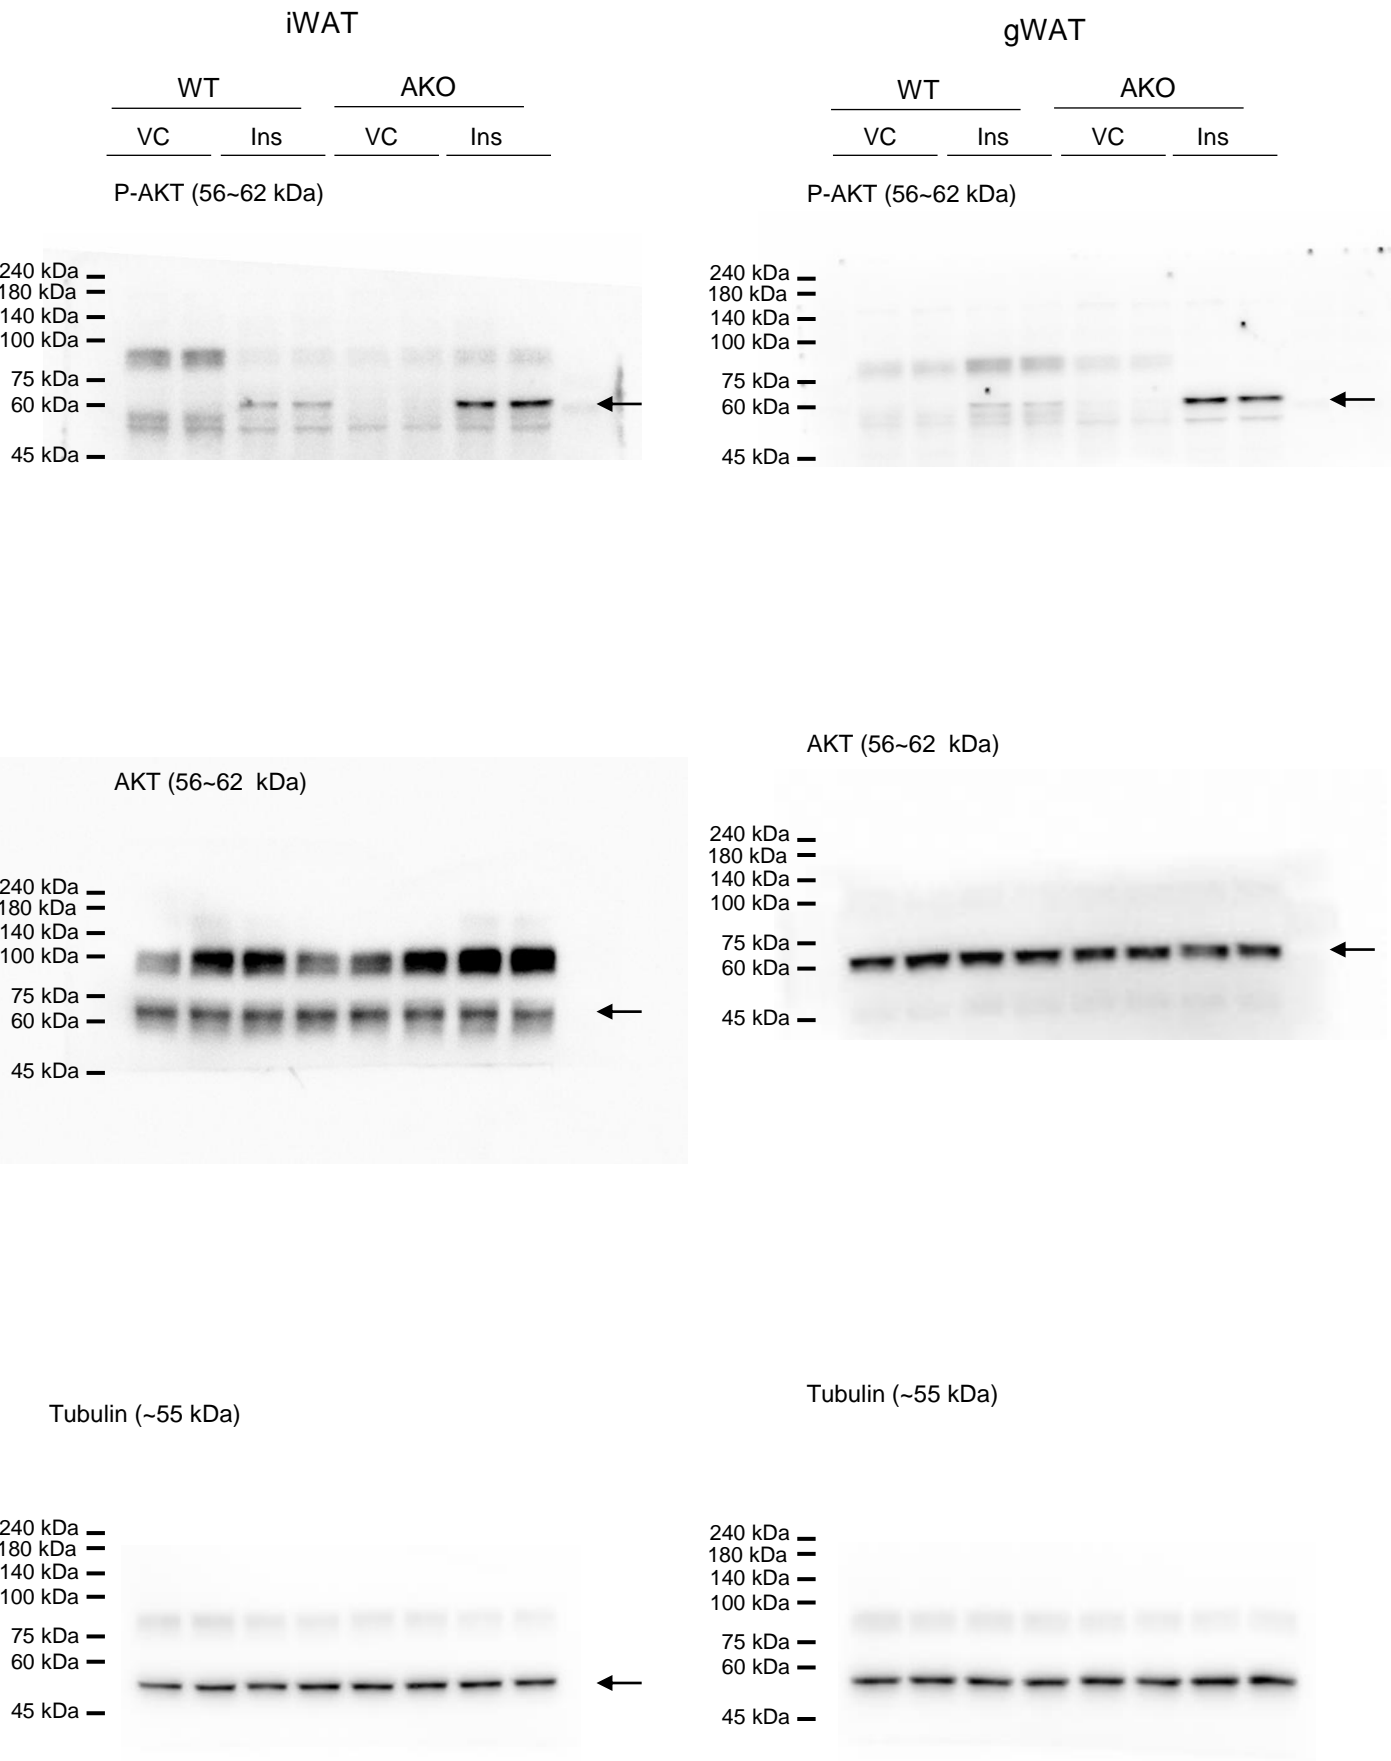

Supplementary Figure 18c

gWAT  
Liver  
Kidney  
Heart  
Spleen  
Muscle

PDE3B (~120 kDa)

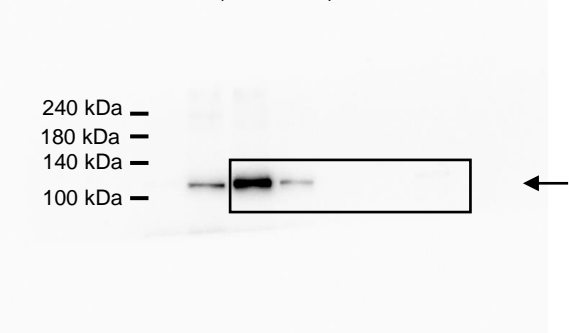

GAPDH (~37 kDa)

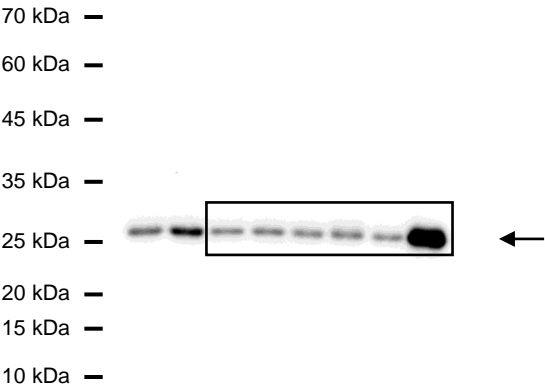

Supplementary Fig. 19a.

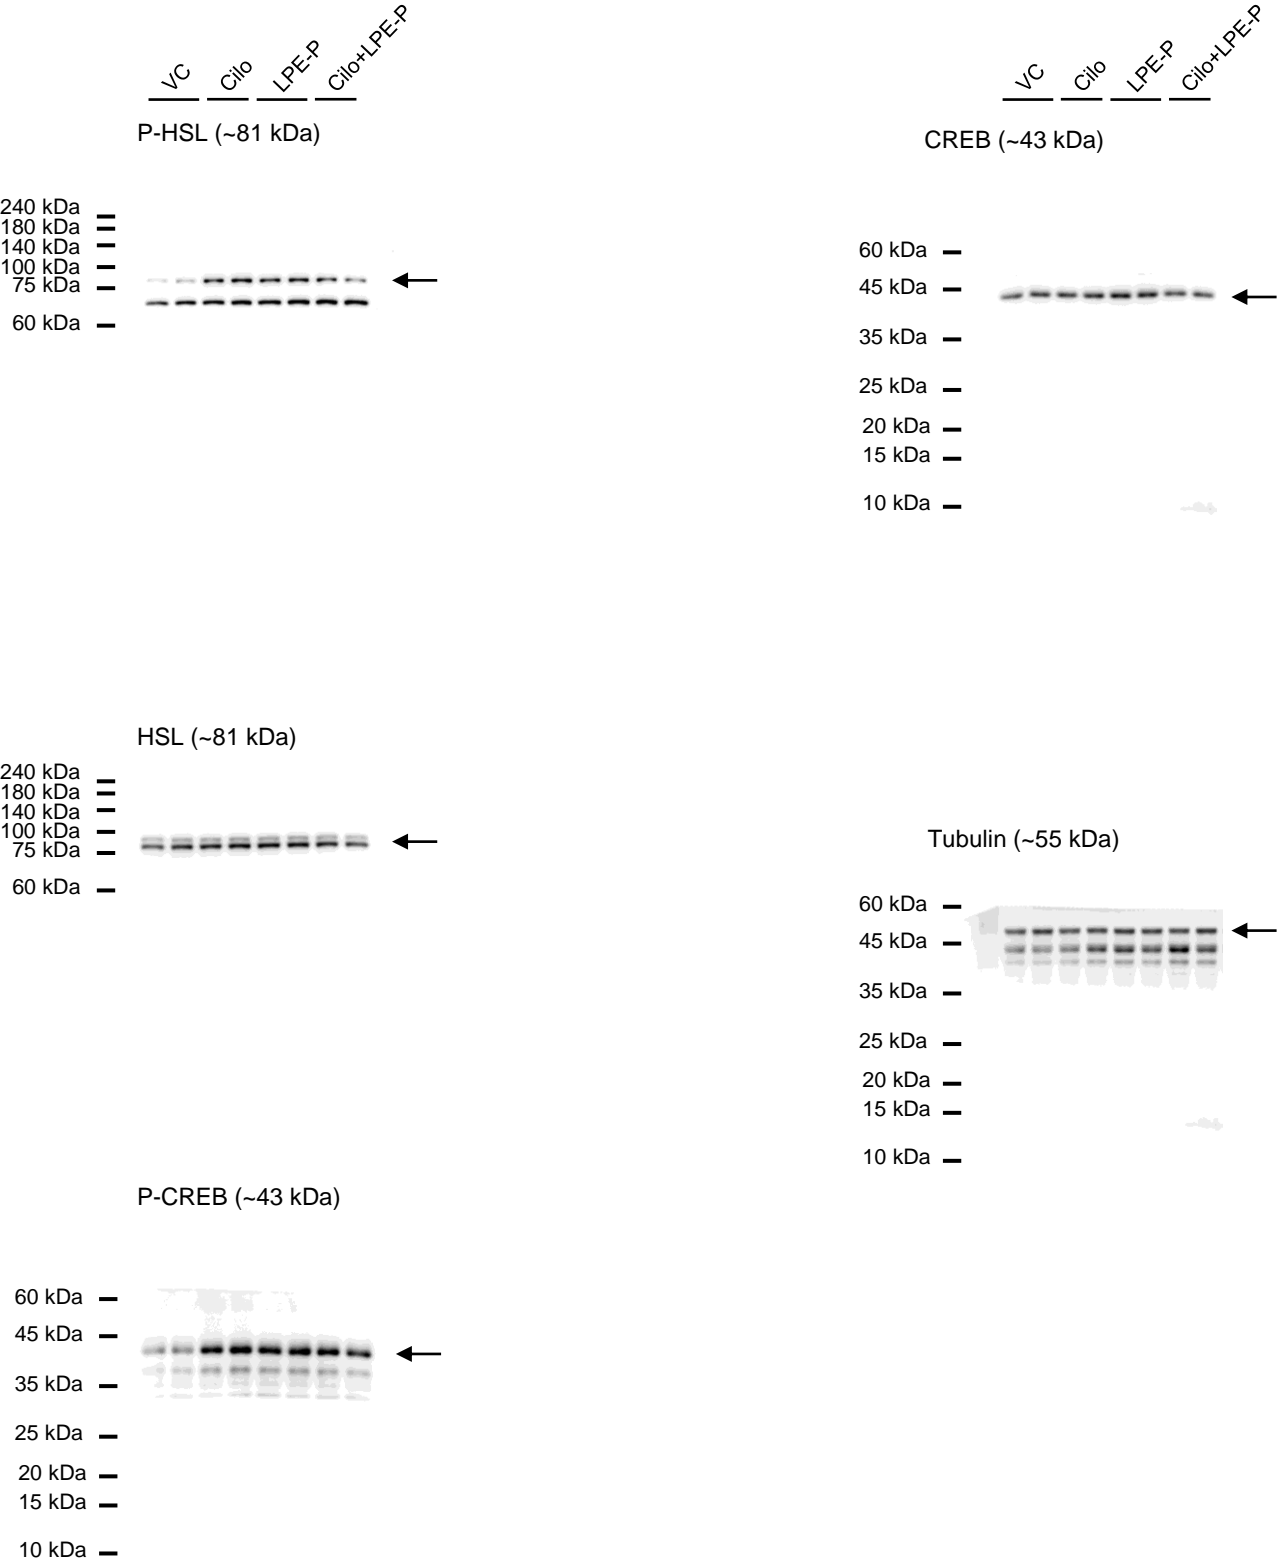

Supplementary Figure 19b

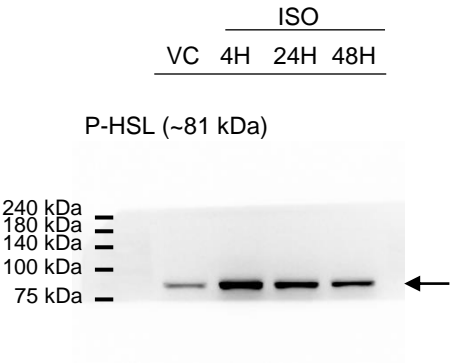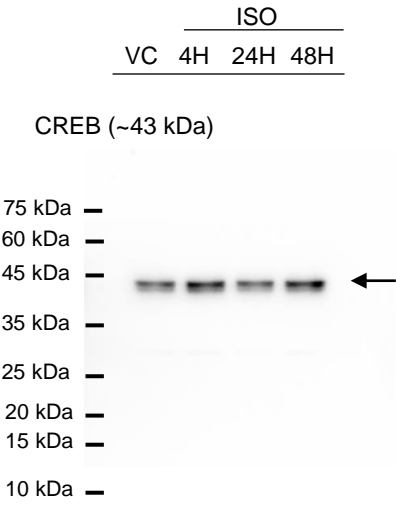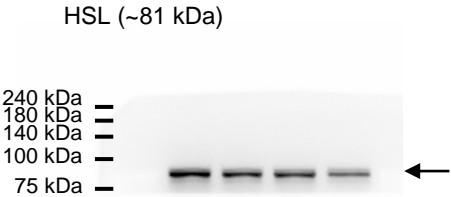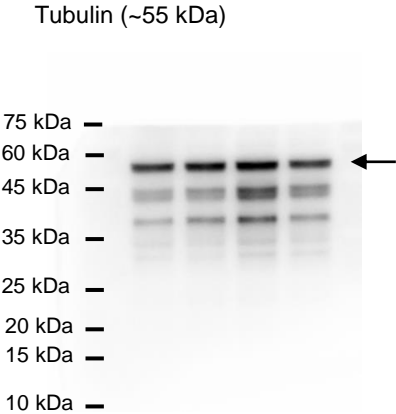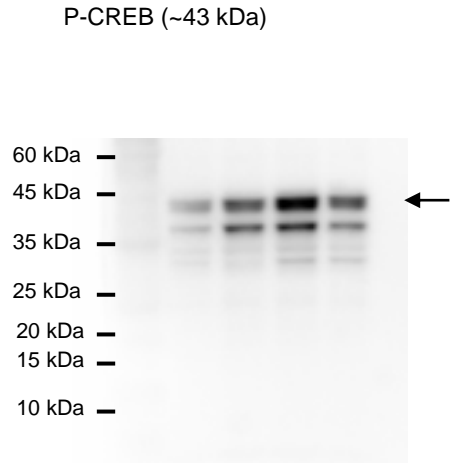

|  | LPE-P |    |     |     |
|--|-------|----|-----|-----|
|  | VC    | 4H | 24H | 48H |

P-HSL (~81 kDa)

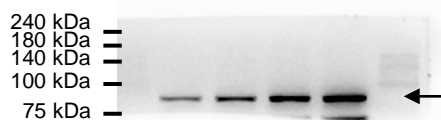

|  | LPE-P |    |     |     |
|--|-------|----|-----|-----|
|  | VC    | 4H | 24H | 48H |

CREB (~43 kDa)

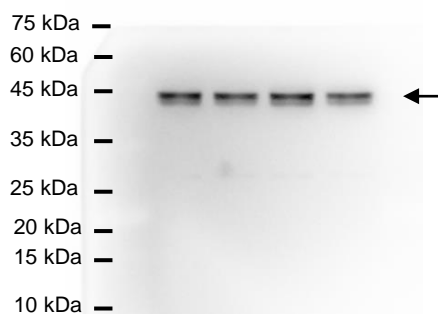

HSL (~81 kDa)

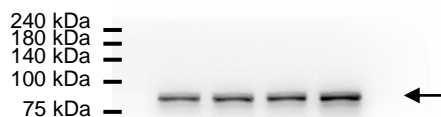

Tubulin (~55 kDa)

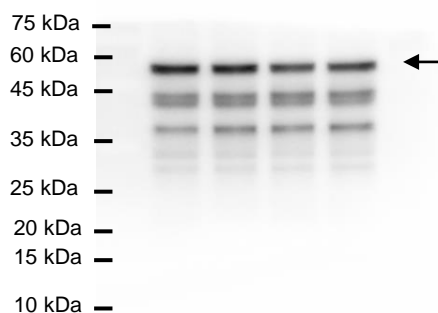

P-CREB (~43 kDa)

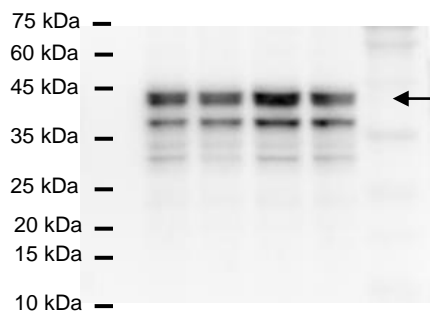

|  | Cilo |    |     |     |
|--|------|----|-----|-----|
|  | VC   | 4H | 24H | 48H |

P-HSL (~81 kDa)

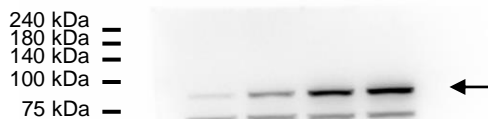

|  | Cilo |    |     |     |
|--|------|----|-----|-----|
|  | VC   | 4H | 24H | 48H |

CREB (~43 kDa)

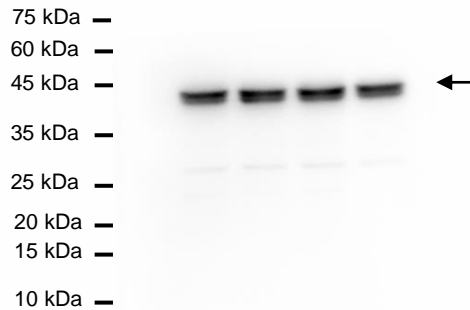

HSL (~81 kDa)

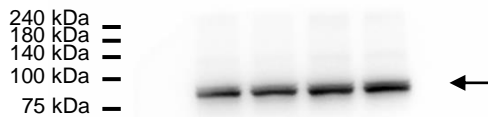

Tubulin (~55 kDa)

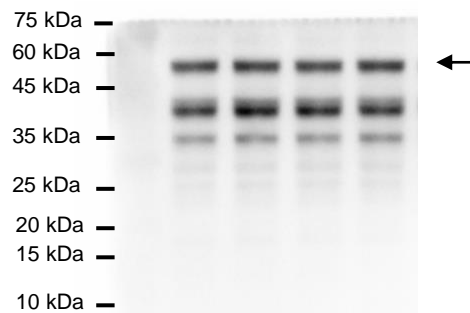

P-CREB (~43 kDa)

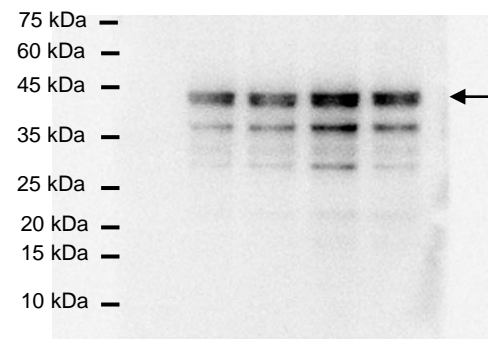

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Adipocyte lysoplasmalogenase TMEM86A regulates plasmalogen homeostasis and protein kinase A-dependent energy metabolism
**Source:** Nat Commun. 2022 Jul 14;13:4084. doi: 10.1038/s41467-022-31805-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Detailed information for untargeted phospholipid profiling of C3H10T1/2 adipocytes overexpressing TMEM86A or mock-controls. Related to Fig.1**

Lipid species identified from untargeted phospholipid profiling of C3H10T1/2 adipocytes overexpressing TMEM86A or mock-controls along with experimental m/z, retention time, fold change, and statistical significance values. Statistical analysis was performed using normalized intensity. p-values and FDR values were determined using the unpaired, two-tailed t-test.

File Name: Supplementary Data 2

Description: **Detailed information for untargeted phospholipid profiling of adipose tissue from WT and TMEM86A AKO mice. Related to Fig. 3**

Lipid species identified from untargeted phospholipid profiling of adipose tissue from WT and TMEM86A AKO mice along with experimental m/z, retention time, fold change, and statistical significance values. Statistical analysis was performed using normalized intensity. p-values and FDR values were determined using the unpaired, two-tailed t-test.

File Name: Supplementary Data 3

Description: **Detailed information for untargeted phospholipid profiling of human subcutaneous adipose tissue. Related to Fig. 8**

Lipid species identified from the untargeted phospholipid profiling of human subcutaneous adipose tissue along with experimental m/z, retention time, and statistical significance. Statistical analysis was performed using normalized intensity. p-values and FDR values were determined using one-way ANOVA and Tukey's HSD post-hoc analysis.

# Supplementary material for: Adipocyte lysoplasmalogenase TMEM86A regulates plasmalogen homeostasis and protein kinase A-dependent energy metabolism
**Source:** Nat Commun. 2022 Jul 14;13:4084. doi: 10.1038/s41467-022-31805-3
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

EvolutionCapt software ver 17.03 was used for capturing Immunoblot images.  
Bio-Rad CFX Maestro 1.1 software ver 4.1.2433.1219 was used to acquire qPCR data.  
Nikon Elements (NIS BR Analysis ver 5.10.00), Zeiss Zen software (ZEN 3.0 Blue edition) were used to acquire microscopy images.  
BD FACSDiva 8.0 software was applied to acquire flow cytometry data.  
SkanIt software ver 5.0 was used to measure the absorbance for BCA assay, cAMP ELISA assay, PDE3B activity assay, and TTC assay.  
ThermoFisher Scientific Xcalibur Software was used for acquisition of untargeted lipidomics LC-MS data.  
Agilent MassHunter Workstation Data Acquisition ver B8023.0 was used for acquisition of LPE P-18:0 targeted LC-MS data.

#### Data analysis

GraphPad Prism7 software ver 7.00 was used for statistical test and visualizing graph.  
NIH ImageJ software ver 1.52a was used to quantify immunoblot images.  
FlowJo software ver 10.5.3 was applied to analyze flow cytometry data.  
AssayFitPro ver 1.31 was used to obtain intracellular cAMP levels.  
Agilent Wave software ver 2.6.0.31 was used to measure oxygen consumption rates.  
AF-Q5BLD1-F1-model\_v2 was used to create the 3D model of human TMEM86A protein.  
Ggplot2 package (ver 3.3.3) was used to create volcano plots in R.  
MS-DIAL ver 4.60 was applied to pre-process untargeted lipidomics LC-MS data.  
MassHunter Quantitative Analysis ver B.07.00 was used for calculation of peak area of LPE P-18:0 in mouse serum.  
EI-MAVEN ver 0.12.0 was used for quantification of LPE P-18:0 in cell culture medium.  
MetaboAnalyst 5.0 was used for statistical analysis of LC-MS data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data used in this study are available in Gene Expression Omnibus (GEO) database under accession number GSE182930. Global Transcriptome profiling conducted by Dahlman (PMID:28570579) were analyzed in the study and are publicly available in GEO database under accession number GSE94753. The Lipidomics data generated in this study have been deposited in a public database, MetaboLights under accession number MTBLS4703. MTBLS4703 is currently in the 'In Curation' status. ID and password are provided in the data availability statement to enable any access to MTBLS4703 prior to the release date (ID: , PW: NCOMMS-22-00143). The remaining data are available within the Article, Supplementary Information or Source Data files. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen to obtain statistical significance and reproducibility, based on previous experiments and experience, and common usage in the research field of in vivo metabolic phenotyping and cellular metabolism. In our previously published studies (Nature Metabolism, PMID:33758424), similar experiments were conducted with similar sample size (sample size, n =3-5 for cell-based assay, n= 6-14 for in vivo experiments).                                                                                                                                                   |
| Data exclusions | No data were excluded in any of the in vivo or in vitro experiments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | All data are the result of independently-repeated experiments with independent biological sample. Experiments were repeated independently a minimum of three times with similar results in repeated experiments. All attempts at replication were successful assuming the technical reliability was acceptable within the experiment. Data reported in the manuscript are from biological replicates.                                                                                                                                                                                              |
| Randomization   | All animals in our experiments were randomly allocated into different groups. In KO mouse study, randomization was applied to the mice carrying the same genotype. We randomly assigned experimental animals to treatment categories within the same genotype groups as genotype (KO vs WT) is a predetermined characteristic. For human samples, we randomly recruited patients who needed abdominal surgery and gave informed consent for sample use for research. There was no random selection process involved in this study for clinical samples, but the samples were grouped based on BMI. |
| Blinding        | The investigators were blinded during the experiments and assessment of the outcome. Blinding was not performed during animal allocation to diet or treatment groups so that we could ensure each group had appropriate interventions.                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies used

1. Mouse monoclonal B-actin Antibody, Santa Cruz, cat#sc-47778, RRID: AB\_2714189, Lot#C1919; 1:1000 dilution; clone C4
2. Mouse monoclonal MCAD Antibody, Santa Cruz, cat#sc-365030, RRID: AB\_10841423, Lot#L0211; 1:1000 dilution; clone A-4
3. Mouse monoclonal Phospho-AKT1/2/3 Antibody, Santa Cruz, cat#sc-514032, RRID:AB\_2861344, Lot#L1520; 1:1000 dilution; C-11
4. Mouse monoclonal AKT1/2/3 Antibody, Santa Cruz, cat#sc-81434, RRID: AB\_1118808, Lot#L1520; 1:1000 dilution; 5C10
5. Mouse monoclonal Total OXPHOS cocktail Antibody, Abcam, cat#ab110413, RRID: AB\_2629281, Lot#P3338; 1:1000 dilution
6. Rabbit polyclonal HSL Antibody, Cell Signaling, cat#4107S, RRID:AB\_2296900, Lot#3; 1:1000 dilution
7. Rabbit polyclonal Phospho-HSL Antibody, Cell Signaling, cat#45804S, RRID:AB\_2893315, Lot#1; 1:1000 dilution
8. Rabbit polyclonal alpha/beta-tubulin Antibody, Cell Signaling, cat#2148S, RRID: AB\_2288042, Lot#8; 1:1000 dilution
9. Rabbit monoclonal F4/80 Antibody, Cell Signaling, cat#30325S, RRID: AB\_2798990, Lot#1; 1:1000 dilution; clone D4C8V
10. Rabbit monoclonal COX IV Antibody, Cell Signaling, cat#4850S, RRID: AB\_2085424, Lot#10; 1:1000 dilution; clone 3E11
11. Rabbit monoclonal CREB Antibody, Cell Signaling, cat#9197S, RRID: AB\_331277, Lot#17; 1:1000 dilution; clone 48H2
12. Rabbit monoclonal Phospho-CREB Antibody, Cell Signaling, cat#9198S, RRID: AB\_2561044, Lot#18; 1:1000 dilution; clone 87G3
13. Rabbit polyclonal Phospho-(Ser/Thr) PKA Substrate Antibody, Cell Signaling, cat#9621S, RRID:AB\_330304, Lot#15; 1:1000 dilution
14. Rat monoclonal PDE3B Antibody, Invitrogen, cat#14-1973-82, RRID: AB\_1603296, Lot#2399929; 1:500 dilution; clone SMC3B
15. Rabbit monoclonal PDI Antibody, Cell Signaling, cat#3501S, RRID: AB\_2156433, Lot#3; 1:200 dilution; clone C81H6
16. Horseradish Peroxidase-conjugated Goat anti-rabbit IgG (H+L) Secondary Antibody, Invitrogen, cat#31460, RRID: AB\_228341, 1:5000 dilution
17. Horseradish Peroxidase-conjugated Goat anti-mouse IgG, light chain specific Secondary Antibody, Jackson ImmunoResearch, cat#115-035-174, RRID: AB\_2338512, 1:1000 dilution
18. APC/Cyanine7 anti-mouse CD45 Antibody, Biolegend, cat# 103116, RRID: AB\_312981, Lot#B290026; 1:80 dilution; clone 30-F11
19. Brilliant Violet 711™ anti-mouse CD64 (FcγRI) Antibody, Biolegend, cat#139311, RRID: AB\_2563846, Lot#B312770; 1:20 dilution; clone X54-5/7.1
20. FITC anti-mouse/human CD11b Antibody, Biolegend, cat#101206, RRID: AB\_312789, Lot#B224362; 1:200 dilution; clone M1/70
21. APC anti-mouse CD11c Antibody, Biolegend, cat#117310, RRID: AB\_313779, Lot#B331091, 1: 80 dilution; clone N418
22. Brilliant Violet 421™ anti-mouse CD206 (MMR) Antibody, Biolegend, cat#141717, RRID: AB\_2562232, Lot#B342526, 1: 20 dilution; clone C068C2
23. Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594, Invitrogen, cat#A-11012, RRID: AB\_2534079; 1:500 dilution

## Validation

The following antibodies have been validated by the manufacturer for Western Blotting and immunofluorescence or flow cytometry.

1. <https://www.scbt.com/p/beta-actin-antibody-c4>  
Reactivity: mouse, rat, human, avian, bovine, canine, porcine, and rabbit  
Application: Western Blotting, Immunoprecipitation, Immunofluorescence, Immunocytochemistry, Immunohistochemistry, and solid phase ELISA
2. <https://www.scbt.com/p/mcad-antibody-a-4>  
Reactivity: mouse, rat and human  
Application: Western Blotting, Immunoprecipitation, Immunofluorescence, and solid phase ELISA
3. <https://www.scbt.com/p/p-akt1-2-3-antibody-c-11>  
Reactivity: mouse, rat and human  
Application: Western Blotting, Immunoprecipitation, Immunofluorescence, Immunohistochemistry, and solid phase ELISA
4. <https://www.scbt.com/p/akt1-2-3-antibody-5c10>  
Reactivity: mouse, rat, human and canine  
Application: Western Blotting and Immunoprecipitation
5. <https://www.abcam.com/total-oxphos-rodent-wb-antibody-cocktail-ab110413.html>  
Reactivity: mouse, rat, cow, human, and Cynomolgus monkey  
Application: Western Blotting
6. <https://www.cellsignal.com/products/primary-antibodies/hsl-antibody/4107>  
Reactivity: human and mouse  
Application: Western Blotting, Immunoprecipitation, and Immunofluorescence
7. <https://media.cellsignal.com/coa/45804/1/45804-lot-1-coa.pdf>  
Reactivity: human and mouse  
Application: Western Blotting
8. <https://media.cellsignal.com/coa/2148/8/2148-lot-8-coa.pdf>  
Reactivity: human, mouse, rat, monkey, zebrafish, and bovine  
Application: Western Blotting, Immunohistochemistry, Immunofluorescence, and Flow Cytometry
9. <https://media.cellsignal.com/coa/30325/1/30325-lot-1-coa.pdf>  
Reactivity: mouse  
Application: Western Blotting, Immunoprecipitation, and Immunofluorescence
10. <https://media.cellsignal.com/coa/4850/10/4850-lot-10-coa.pdf>  
Reactivity: Human, Rat, Monkey, Zebrafish, Bovine, and Pig  
Application: Western Blotting, Immunoprecipitation, Immunofluorescence, Immunohistochemistry, and Flow Cytometry

Citation: PMID: 28878358, PMID:30258205, PMID: 33758424

Reactivity against mus musculus samples has been reported in the following studies cited above.

11. <https://media.cellsignal.com/coa/9197/19/9197-lot-19-coa.pdf>

Reactivity: Human, Mouse, Rat, Monkey, and D. melanogaster

Application: Western Blotting, Immunoprecipitation, Immunofluorescence, Immunohistochemistry, Flow Cytometry, and Chromatin IP

12. <https://media.cellsignal.com/coa/9198/18/9198-lot-18-coa.pdf>

Reactivity: Human, Mouse, and Rat

Application: Western Blotting, Immunoprecipitation, Immunofluorescence, Immunohistochemistry, Flow Cytometry, Chromatin IP, and Chromatin IP-seq

13. <https://media.cellsignal.com/coa/9621/15/9621-lot-15-coa.pdf>

Reactivity: All

Application: Western Blotting, Immunoprecipitation, Immunohistochemistry, and Peptide ELISA

Citation: PMID: 28637651, PMID: 27874008

Reactivity against mus musculus samples has been reported in the following studies cited above.

14. <https://www.thermofisher.com/antibody/product/PDE3B-Antibody-clone-SMCP3B-Monoclonal/14-1973-82>

Reactivity: Mouse

Application: Western Blotting

15. <https://media.cellsignal.com/coa/3501/3/3501-lot-3-coa.pdf>

Reactivity: Human, Mouse, Rat, Monkey

Application: Western Blotting, Immunofluorescence, and Immunohistochemistry

16. <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Secondary-Antibody-Polyclonal/31460>

17. <https://www.jacksonimmuno.com/catalog/products/115-035-174>

18. <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd45-antibody-2530>

Reactivity: Mouse;

Application: Flow Cytometry

19. <https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-cd64-fcgmari-antibody-9920>;

Reactivity: Mouse

Application: Flow Cytometry

20. <https://www.biolegend.com/en-us/products/fitc-anti-mouse-human-cd11b-antibody-347>

Reactivity: Mouse, Human

Application: Flow Cytometry

21. <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd11c-antibody-1813>

Reactivity: Mouse

Application: Flow Cytometry

22. <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-cd206-mmr-antibody-8638>

Reactivity: Mouse

Application: Flow Cytometry and Immunohistochemistry

23. <https://www.thermofisher.com/antibody/product/Goat-anti-Rabbit-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11012>

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

HEK293T cells (human, ATCC CRL-3216)  
C3H10T1/2 cells (mouse, ATCC CCL-226)

Authentication

HEK293T cells had been authenticated by the provider (ATCC) using STR profiling. We further authenticated the cell line by examining the morphological characteristics of the cell line by microscope. C3H10T1/2 were obtained from ATCC and the adipogenic identity of C3H10T1/2 cell line has been validated in the lab by its morphological characteristics and adipocyte marker expressions via RT-qPCR and western blotting.

Mycoplasma contamination

Cell lines were previously determined to be free from Mycoplasma contamination.  
No indication of contamination was observed during experiments.

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Only adult male mice, aged 8-16 weeks were analyzed for this study. Mice were housed in a specific pathogen-free environment at $22 \pm 1^\circ\text{C}$ , $50\% \pm 5$ humidity, 12-h light/12-h dark cycle condition with free access to food and water. Tmem86a flox/flox mice were generated by crossing C57BL/6N-Tmem86atm1a(KOMP)Mbp mice (Korea Mouse Phenotyping Center, #MOP1812011) with ACTB-FLPe (B6.Cg-Tg(ACTFLPe)9205Dym/J; JAX stock #005703). Adipoq-Cre (B6.FVB-Tg(Adipoq-cre)1Evdr/J; stock#028020) mice were then bred with Tmem86a flox/flox mice to generate the following genotypes: Tmem86a flox/flox without adipoq-Cre (WT), Tmem86a flox/flox; adipoq-Cre (TMEM86A AKO). C57BL/6 mice (six weeks old, male) were purchased from Joongah Bio (Korea). For the diet-induced obesity model, mice at 8 weeks of age were fed with a high-fat diet (HFD) (60% fat, Research Diets) for eight weeks. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight        | All of protocols related to animal experiment were approved by the Institutional Animal Care and Use Committees of Seoul National University (SNU-190821-2, SNU-201123-2).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | The specimens from patients undergoing abdominal surgery were collected randomly during archiving period. 48 participants were aged between 38 and 82 including both sexes. The height (m) and weight (kg) were ranged from 1.47 ~ 1.78 and 43.15 ~ 80, respectively. BMI ( $\text{kg}/\text{m}^2$ ) was ranged from 17.96 to 27.03. Samples were divided into 4 groups depending on BMI. Other information such as treatment category was not collected.    |
| Recruitment                | Patients diagnosed with prostate cancer ( $n = 32$ ), kidney tumor ( $n = 14$ ), or renal pelvis tumor ( $n = 2$ ) agreed to donate their removed fat tissues for research purposes only and then intra-abdominal and subcutaneous fat tissues of recruited patients were collected during the surgery at Surgery Unit of Pusan National University Hospital. No self-selection bias is predicted, as BMI was the only parameter considered for recruitment. |
| Ethics oversight           | This study was approved by the Institutional Review Board of Pusan National University Hospital (permit number: PNUH IRB 2101-019-099)                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Gonadal white adipose tissues were dissected, minced, and digested with collagenase type I in KRBB buffer containing 3% BSA at $37^\circ\text{C}$ . Red blood cells were lysed with RBC lysis buffer and SVF were then washed with KRBB buffer containing 1% BSA. SVF was stained with fluorescence labeled primary antibodies or control IgG for 20 min at room temperature.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Instrument                | LSRFortessa X-20 Flow Cytometer was used for flow cytometry                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | BD FACSDiva software was applied to acquire flow cytometry data. Flowjo software version 10.5.3 was used to analyze flow cytometry data.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Cell population abundance | All cells were first gated by FSC-A vs. SSC-A to exclude cell debris and then gated as singlets (FSC-A vs. FSC-H and SSC-A vs. SSC-H). Abundance of single cells were $> 55\%$ from the total recorded events. We analyzed about 100,000 live single cells per sample in this study. We then defined leukocytes by their expression of CD45. From leukocytes we identified total macrophages by their expression of CD11b and CD64. M1 macrophages were identified as CD11b+CD64+CD11c+ and M2 macrophages were identified as CD11b+CD64+CD206+. We did not perform sorting by fluorescence-activated cell sorting for our biological samples, but we performed analytic flow cytometry to collect forward-scatter, side scatter, and fluorescence signal data of the stained cells. We determined marker expressing cells computationally by comparing fluorescence signal data of samples to single surface marker-stained controls and unstained controls. |

Populations were identified as described in the Methods and shown in Supplementary Fig. 15b.

#### Gating strategy

The gating strategy is provided in Supplementary Fig. 15b.  
FSC-A vs. SSC-A gating was used to identify the distinct cells and to exclude debris.  
Singlets were identified by FSC-A vs. FSC-H and SSC-A vs. SSC-H gating.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

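RNA-seq of gonadal white adipose tissue (gWAT) was analysed from 6 wild-type mice, 3 fed a normal chow diet (NCD) and 3 fed a high-fat diet (HFD) for 8 weeks. The authors deposited raw counts of reads per gene, 1 column per mouse, with genes listed by NCBI gene identifier and no normalization. The aligner, the counting program, their versions, the genome build, the annotation and any filter on the reads are not given in the sources used here. Each column carries the name that a sample's label gives, and the third HFD replicate carries the number 4 in that name. No column was left without a sample (0 columns).

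Of the 19790 identifiers, 19742 were paired with a symbol through NCBI's annotation of assembly GRCm38.p6, used for names only. The other 48 identifiers held 0.629% of the counts and are given by identifier where they are mentioned. No coordinates are given, since no build is named. Exon lengths, from the union of the exons of GENCODE vM21 basic transcripts linked to the same NCBI identifier, were found for 17793 genes, and genes without a length held 1.05% of the counts. The authors' lengths may have been others, so FPKM computed here can differ from the authors' by a factor per gene.

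The test set before the data were examined had a form for FPKM and a form for counts, and since the deposited values are counts the second was used. Counts were filtered with edgeR's filterByExpr (minimum count 10, minimum total 15), scaled by TMM and tested with glmQLFit and glmQLFTest (edgeR 4.0.16, R 4.3.3), with Benjamini-Hochberg adjustment over the 15241 genes kept and a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The common biological coefficient of variation was 0.424. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01) with adjustment over the 4 lists tested (macrophage, adipocyte, nuclear OXPHOS subunit and LXR target genes), and with fry and camera with an estimated correlation as second tests. Levels of different genes within a mouse were compared on log2(FPKM + 1) with an exact sign-flip test. Permutation tests of 3 mice against 3 cannot give a two-sided p below 0.1, and sign-flip tests of 3 mice cannot go below 0.25.

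Genes are named by a rule set before the data were examined: the genes drawn in Fig. 1a, the phosphodiesterase genes, the genes the paper measures by qPCR or immunoblot, the genes of the marker lists, and the 5 largest rises and 5 largest falls among genes past the threshold whose diets do not overlap. Lists of seminal vesicle secretory genes, epithelial, smooth muscle and prostate genes were added after the most abundant genes had been seen, the first with knowledge of its values and the other lists before their values were looked at.

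Depth was between 49575113 and 66360046 counts per library. Counting error is therefore small for genes with many counts, where the spread between mice limits the precision. It is larger for named genes with few or no counts in a group, such as Tmem86b, and Svs2 on HFD. Intervals and floors cover counting error only. A gene with no count in a group is given a floor of 3 counts per library. Every pair of replicates of a diet differed by far more than the sampling noise (chi-square per degree of freedom from 111 to 3438), so no library was counted as a duplicate.

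The procedure was tested on simulated data, drawn for the 15241 genes with the means, library sizes and dispersion trend of these libraries and 213 genes changed by known folds. Apart from the changed genes, all simulated libraries shared the same mean per gene. None stood apart as NCD replicate 1 does, so the rates do not cover the effect of that library. In this comparison of 3 against 3, edgeR recovered 42.3% of the changed genes, with 4.26% of its calls false, and DESeq2 recovered 51.2% with 22.1% false. The unadjusted test named in the legend of Fig. 1, applied to FPKM, recovered 57.7%, with 680 false calls, or 84.7% of its calls. That share follows largely from testing 15241 genes without adjustment when only 213 were changed. It does not carry over to the genes starred in that figure, which come from a chosen list and also had to pass a cut-off on fold change.

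The alternatives set before the data were examined were no filter on low counts, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, limma on log2(FPKM + 0.1), the unadjusted test named in the legend of Fig. 1 on CPM, the replicate number as a block, each mouse left out in turn, and DESeq2 1.42.0 with its size factors. Total counts without further scaling, limma on log2(FPKM + 1), upper-quartile scaling, and the legend's test without NCD replicate 1, on TMM-scaled counts, on median-of-ratios counts and on their log2 were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The qPCR, immunoblot, lipidomics and human data of the paper were not analysed here.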

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

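The test on epithelial and smooth muscle genes was set before their values were seen, while the secretory genes, the test on the epididymis list and the test on the ratios between libraries were chosen after the shares were known.

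Genes of the secretions of the seminal vesicle, which the paper does not discuss, carried a large part of the NCD libraries and almost nothing of the HFD libraries. The 11 genes (Svs1, Svs2, Svs3a, Svs3b, Svs4, Svs5, Svs6, Pate4, Sva, Ceacam10 and Spinkl) took 58.6% of the counts in NCD replicate 1, 11.2% in NCD replicate 2 and 2.30% in NCD replicate 3, with 95% Wilson intervals of at most 0.0119 percentage points to either side, for counting error only. They took 0.120, 0.121 and 0.0403 CPM in HFD replicates 1, 2 and 3. Svs2 alone was 15.2% of NCD replicate 1. Among the genes past the adjusted p, the 5 with the largest falls, Svs2, Pate4, Svs3a, Svs6 and Sva, are all from this group. Svs2 had 2 counts in the HFD libraries, and the other 4 had none, so that they were at least 203408-fold lower on HFD against a floor of 3 counts per library. This bound rests on NCD replicate 1, without which it is 29215-fold.

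A candidate explanation is tissue of the seminal vesicle mixed into the NCD samples. Such tissue would bring its epithelium and muscle as well, and after TMM scaling the 12 epithelial genes had a median log2 ratio of NCD replicate 1 to NCD replicate 3 of 5.38, and the 8 smooth muscle genes one of 4.41. Of the epithelial genes, 11 were highest in NCD replicate 1 and lowest in NCD replicate 3 among the NCD libraries. These genes are not specific to it: without TMM scaling the epithelial list summed to 791, 167 and 43.5 CPM in NCD replicates 1, 2 and 3 and to 32.7, 149 and 53.2 CPM in HFD replicates 1, 2 and 3, and the smooth muscle list to 3018, 801 and 313 and to 527, 454 and 385 CPM. Tissue of the epididymis, which also adjoins this fat pad, would bring its own abundant transcripts, but the 8 epididymis genes found summed to at most 3.09 CPM in an NCD library and 0.303 in an HFD library. Prostate genes summed to at most 0.121 CPM in any library, and testis genes to at most 3.89, in HFD replicate 1. A single source at a different share in each library predicts the same ratio for every secretory gene. The ratio of NCD replicate 1 to NCD replicate 2 lay between 5.00 and 5.67 over the 11 genes, with a coefficient of variation of 3.81%, and the ratio of NCD replicate 2 to NCD replicate 3 had one of 4.69%.

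What stays open is the step at which such RNA entered, at dissection or later, and no biological explanation was tested, since all but 16 of these counts are in NCD libraries. The adipocyte list summed to 0.432% of the counts of NCD replicate 1, against 3.71% and 5.05% in NCD replicates 2 and 3, and the cause of this difference was not tested.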

How the results depend on the processing

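The 7 settings named in the processing summary as added were chosen after the data had been seen.

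Tmem86a was higher on HFD under all 21 alternatives, with log2 fold changes from 1.62 to 2.48 and adjusted p-values from 4.96e-07 to 0.110. Its range over the fits without a mouse was 1.62 to 2.10. It lost the threshold without NCD replicate 2, NCD replicate 3, HFD replicate 1, HFD replicate 2 and HFD replicate 3 (adjusted p from 0.0695 to 0.110 in edgeR), where the group is smaller and NCD replicate 1 remains, and kept it without NCD replicate 1. The within-mouse difference between Tmem86a and Tmem86b ranged from 2.56 to 3.15 over the fits without a mouse, where 5 mice cannot give a p below 0.0625. Tmem86b stayed short of the threshold under all 20 alternatives that gave a value, and its sign reversed with quantile normalization (-0.034) and without HFD replicate 2, the low end of the range over the fits without a mouse (-0.015 to 0.32). The cause was not tested.

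The number of genes past the adjusted p in edgeR, 1139, and the number also changed 2-fold, 980, depended on the fit. The numbers were 3597 and 2394 with the test of the legend of Fig. 1 on CPM, 3904 and 2642 with DESeq2 (37 genes had no adjusted p), 4026 and 1675 with the legend's test without NCD replicate 1, 3295 and 1512 with it on TMM-scaled counts, 3300 and 1526 on median-of-ratios counts, and 3876 and 2041 on their log2. The legend's test is not adjusted for multiple testing. Over the fits without a mouse the numbers ranged from 2 to 3234 and from 2 to 2009. They were 3234 and 2009 without NCD replicate 1, and 2, 2, 2, 7 and 4 without NCD replicate 2, NCD replicate 3, HFD replicate 1, HFD replicate 2 and HFD replicate 3, all of them over 2-fold. Of the 1139 genes, 1130 were also among the 3234, all in the same direction. At an unadjusted p under 0.05, 4524 genes passed in edgeR. The share of calls that were higher on HFD was 74.6%, against 95.3% with the legend's test on CPM, 90.0% with limma on log2(FPKM + 0.1), 94.1% with limma on log2(FPKM + 1), 51.5% without NCD replicate 1, 55.1% with DESeq2, and 61.8%, 63.1% and 57.6% with the legend's test on TMM-scaled counts, on median-of-ratios counts and on their log2.

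Scaling by total counts alone moved the median of all genes from -0.08 to 0.45, limma on log2(FPKM + 0.1) moved it to 0.52, limma on log2(FPKM + 1) to 0.44, and the legend's test on CPM to 0.44. Signs under these settings are to be read against that shift. The adipocyte list (-0.59 with TMM) reversed to 0.23 and 0.19 under limma on log2(FPKM + 0.1) and log2(FPKM + 1), which is -0.29 and -0.25 relative to the median of all genes. The nuclear OXPHOS list (-0.58) reversed to 0.029 and 0.027, which is -0.49 and -0.42 relative to it. Gnpat was at 0.44, 0.10, 0.10 and 0.42 under limma on log2(FPKM + 0.1), the legend's test, total counts and limma on log2(FPKM + 1). Selenoi was at 0.23, 0.24, 0.24 and 0.21, and Pex7 at 0.27, 0.076, 0.076 and 0.16 under the same settings, where all of these genes are lower with TMM. With the legend's test without NCD replicate 1 the median of all genes was 0.23, Selenoi was at 0.17 and Plpp1 at 0.28, which is -0.058 and 0.050 relative to it.

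Leaving out NCD replicate 1 changed other calls. The LXR target list moved from 0.13 to -0.23 (adjusted p = 0.0484 over 4 lists from limma's camera), and to -0.017, with its lowest p, with the legend's test without it. The adipocyte list passed the threshold without it (-0.996, adjusted p = 2.62e-05 from limma's camera) and with the legend's test without it (-0.79). It also passed with the legend's test on CPM (-0.29), with total counts (-0.29), and with limma on log2(FPKM + 0.1) and log2(FPKM + 1), where its median was above 0 and below that of all genes (adjusted p = 0.0130 and adjusted p = 0.00998 from limma's camera). These p-values of the lists assume an inter-gene correlation of 0.01. Over all mice the estimate was 0.893 for the adipocyte list and 0.370 for the LXR list. Camera with an estimated correlation was run on the fit to all mice only, with p = 0.657 and p = 0.624 for these lists. Pde3b passed without NCD replicate 1 (-1.34, adjusted p = 0.0360 in edgeR). Over all alternatives the p of the LXR list reached 0.902, that of the adipocyte list ranged from 2.62e-05 to 0.902 and that of Pde3b from 0.0360 to 0.908. The LXR list also passed with the legend's test on log2 of median-of-ratios counts (0.19). The macrophage list stayed positive throughout (2.43 to 3.21) and lost the threshold once, with the legend's test without NCD replicate 1 (2.65). The ranges over the fits without a mouse were -1.34 to -0.43 for Pde3b, -0.996 to -0.11 for the adipocyte list, -0.23 to 0.22 for the LXR list, -0.18 to 0.40 for Dhrs7b, -2.07 to 0.060 for Plpp1, -0.13 to 0.44 for Far1 and -0.010 to 0.42 for Pla2g4c. Beyond the shift of all genes, the cause was not tested.

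No pairing by replicate number was seen: deviations of same-numbered samples from their diet's mean correlated at -0.06, -0.05 and 0.01. These values cannot exclude a pairing, since the NCD libraries differ in a seminal vesicle share that the HFD libraries almost lack. With the replicate block, 12 genes passed, all over 2-fold, Tmem86a had a log2 fold change of 1.92 (adjusted p = 0.0675 in edgeR), and the within-mouse difference of Tmem86a and Tmem86b, averaged per number, was 2.80 over 3 values, which cannot give a p below 0.25.

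Tmem86b at about 2 CPM rests on few reads: its smallest library count was 66.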

Differences from the paper's values

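The p-values and FPKM of the paper given here were read from its figures by eye or from text printed in them, and the p-values are unadjusted. Values of edgeR's unadjusted p stand beside them, and the 7 settings added later were chosen after seeing the values. A p counted as within the paper's value when the larger was at most 1.5 times the smaller. An FPKM counted as within it also when the difference was no larger than the SD of the mice, which does not make it closer.

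Of the 13 genes of Fig. 1a with a printed p, 6 had an unadjusted p under 0.05 in edgeR. The paper's p for Tmem86a is about 0.00032 in Fig. 1a, read by eye, against 5.98e-04 here. Among the alternatives set before the data were examined, a mean FPKM of at least 5 came within the paper's value and the others did not. The test of the legend of Fig. 1 on TMM-scaled counts and on median-of-ratios counts also came within it, were chosen after seeing the values, and each left 8 of the 13 genes short. For Pla2g7 the paper has about 0.0069 in Fig. 1a, read by eye, against 1.63e-05 here. The legend's test on CPM came within it, the other settings set before did not, and the same settings chosen after seeing the values, on TMM-scaled and median-of-ratios counts, came within it and left 8 of the 13 genes short. For Fasn it has about 0.0014 in Fig. 1a, read by eye, against 6.68e-04 here. Only the fit without NCD replicate 3 came within it among the settings set before, as did the legend's test on log2 of median-of-ratios counts, which was chosen after seeing the values and left 9 of the 13 genes short. For Pex11g it has about 0.0080 in Fig. 1a, read by eye, against 0.00296 here. The legend's test on CPM and the fit without HFD replicate 2 came within it, the others set before that gave a value did not, and the legend's test on log2 of median-of-ratios counts, chosen after seeing the values, did and left 9 of the 13 genes short.

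For Pla2g4a the paper has about 0.012 in Fig. 1a, read by eye, against 0.146 here, and for Pla2g4c about 0.048 in Fig. 1a, read by eye, against 0.642 here. For both, the legend's test on CPM came within the paper's value and the other settings with a value did not. Pla2g4c had no value with a mean FPKM of at least 5, quantile normalization or either limma setting. For Pex11a it has about 0.0064 in Fig. 1a, read by eye, against 0.0152 here, and for Gnpat about 0.044 in Fig. 1a, read by eye, against 0.528 here. No setting set before came within either value. The legend's test without NCD replicate 1, chosen after seeing the values, came within both, with p-values of 0.00790 and 0.0616, and left 4 of the 13 genes short, Gnpat among them.

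No setting came within the paper's value for the remaining genes. For Chpt1 it is about 0.0034 in Fig. 1a, read by eye, against 0.0527 here, and for Far1 about 0.0082 in Fig. 1a, read by eye, against 0.927 here. For Selenoi it is about 0.014 in Fig. 1a, read by eye, against 0.193 here. For Tmem189 it is about 0.0033 in Fig. 1a, read by eye, against 0.0221 here, and for Pex16 about 0.0032 in Fig. 1a, read by eye, against 0.0837 here.

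Of the 7 genes short of an unadjusted p of 0.05 in edgeR, Chpt1, Far1, Gnpat, Pex16 and Pla2g4a passed it without NCD replicate 1. Chpt1 also passed with a mean FPKM of at least 5, with DESeq2 and with the legend's test without NCD replicate 1, and Pex16 with the last of these. Far1 passed with the legend's test on CPM, total counts and limma on log2(FPKM + 1). Pla2g4a passed with these settings, with limma on log2(FPKM + 0.1) and with the legend's test without NCD replicate 1. Pla2g4c passed with the legend's test on CPM. Selenoi passed under none of the 21 alternatives. Total counts, limma on log2(FPKM + 1) and the legend's test without NCD replicate 1 were chosen after seeing the values and left 6, 6 and 4 of the 13 genes short.

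For Supplementary Fig. 18a, whose legend names no diet, the lowest mouse for Pde3b is at about 58 FPKM in Supplementary Fig. 18a, read by eye, against 9.13 in the lowest NCD-fed mouse, NCD replicate 1, here. The middle and the highest mouse did not differ, at about 61 and about 91 FPKM in Supplementary Fig. 18a, read by eye, against 57.0 and 89.5 on NCD here, nor did the mean of Pde7b, at about 1.0 FPKM in Supplementary Fig. 18a, read by eye, against 1.26 on NCD here. The paper's mean for Pde3b is about 70 FPKM in Supplementary Fig. 18a, read by eye, against 33.3 on HFD here. Median-of-ratios scaling and DESeq2's size factors came within neither the lowest mouse's value nor this mean, nor did leaving out an HFD-fed mouse bring the mean within it. Without NCD replicate 1 the lowest remaining NCD-fed mouse is the one at 57.0. The NCD mean of 51.9 here did not differ from the paper's by more than the spread of the mice. It was 73.2 without NCD replicate 1 and 49.3 without NCD replicate 2, both within the paper's value. Without NCD replicate 3 it was 33.1, which was not within it. The mean of Pde4b is about 3.5 FPKM in Supplementary Fig. 18a, read by eye, against 1.66 on NCD here, and none of the settings compared, each NCD-fed mouse left out, median-of-ratios scaling and DESeq2's size factors, came within it. The mean of Pde1b is about 3.5 FPKM in Supplementary Fig. 18a, read by eye, against 2.14 on NCD here, which came within it without NCD replicate 1, at 2.89. Without NCD replicate 2 the mean of 1.94 lay further away, and counted as within it only by the wider SD of the remaining mice. The mean of Pde4c is about 1.6 FPKM in Supplementary Fig. 18a, read by eye, against 0.854 on NCD here, which came within it without NCD replicate 1 and not otherwise.

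The paper states that Pde3b is the most abundant phosphodiesterase transcript of gWAT. It had the highest FPKM in 3 of 3 NCD-fed mice here, and Pde2a, which the panel does not draw, had a higher FPKM in 3 of 3 HFD-fed mice. In HFD replicate 2 this order depended on dividing by gene length. Fig. 1a draws Selenoi and Far1 as higher on HFD, and their log2 fold changes here were -0.41 (adjusted p = 0.365 from edgeR) and 0.03 (adjusted p = 0.958 from edgeR). Both were higher on HFD with the legend's test on CPM, at 0.24 and 0.69, and with total counts, chosen after seeing the values, at 0.24 and 0.69. Limma on log2(FPKM + 0.1), set before, gave 0.23 and 0.68, and limma on log2(FPKM + 1) and the legend's test without NCD replicate 1, chosen after seeing the values, gave 0.21 and 0.64 and 0.17 and 0.65. These settings moved the median of all genes above 0. Relative to it Selenoi was lower in all of them, from -0.29 to -0.058, and Far1 higher, from 0.16 to 0.43. It draws all NCD libraries on the high side for Chpt1 and Pex16, and here NCD replicate 1 had 355 TMM-scaled CPM of Chpt1 and 42.7 of Pex16, while HFD-fed mice had 305 to 569 and 50.7 to 62.3. For Plpp1 it draws a single NCD library far below the others and none far above them, and here NCD replicate 1 had 269 and the other 5 mice 26.4 to 44.5.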

Other observations

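The tests of Tmem86a against the adipocyte, macrophage and LXR target genes, and those on the source of the macrophage signal, were chosen after the results were seen.

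Tmem86a rose on HFD also in relation to the adipocyte list of the same mouse. The log2 ratio was -5.37, -6.51 and -6.63 in NCD replicates 1, 2 and 3 and -3.95, -4.01 and -3.29 in HFD replicates 1, 2 and 3, and the gap between the lowest HFD and the highest NCD value was 1.36. The adipocyte list was itself lower on HFD without NCD replicate 1, with a median log2 fold change of -0.996. Part of the rise of the ratio over NCD replicates 2 and 3 therefore comes from the list. The gap and the fit without NCD replicate 1 argue against the RNA of the other tissue as the whole cause. That fit gave Tmem86a an adjusted p of 0.00544 from edgeR (range over the alternatives 4.96e-07 to 0.110). By qPCR of separated cell fractions, a macrophage fraction among them, the paper found strong enrichment of Tmem86a mRNA in the adipocytes of gWAT. Its legend names no diet for those mice. A contribution of macrophages to the rise on HFD stays open, since whole tissue does not tell in which cells Tmem86a is transcribed. The macrophage list rose more than Tmem86a, by 0.84 on the log2 scale, which does not show a source. Activation of LXR was a hypothesis of the re-analysis. The LXR target list had a median log2 fold change of 0.13 and a mean of -0.30, with 5 genes higher and 3 lower (adjusted p = 0.331 over 4 lists from limma's camera), and its members went both ways, with Abcg1 at 2.85 (adjusted p = 0.0212 from edgeR), Scd2 at -3.14 (adjusted p = 0.0192 from edgeR) and Lpcat3 at -0.77 (adjusted p = 0.0281 from edgeR). Its sign changed without NCD replicate 1 (-0.23). Whether LXR contributes cannot be told apart from other regulators here, since no library has LXR blocked or activated.

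The macrophage list had a median log2 fold change of 2.70, with 13 of 14 genes higher on HFD (adjusted p = 6.39e-11 over 4 lists from limma's camera, fry p = 8.87e-04, camera with an estimated correlation p = 0.0177). Of these genes, 8 passed over all genes and 13 passed adjusted over the list alone. Cd9 was lower and its diets overlapped. A lower share of adipocyte RNA would raise the markers of every other cell type alike. The median of 23 endothelial, progenitor, T cell and mesothelial genes was 0.59, which is 2.11 below the macrophage list, beyond the larger SD of 1.21. The lists had medians of 0.59, 0.98, -0.01 and 1.16. Dilution by the other tissue in NCD replicate 1 is also argued against, since the median was 2.43 without that library (adjusted p = 5.51e-11 over 4 lists from limma's camera, range over the alternatives 7.91e-14 to 0.106). Whether macrophages became more numerous or changed their transcripts stays open.

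The nuclear OXPHOS subunit list had a median log2 fold change of -0.58, with 77 of 83 genes lower (adjusted p = 2.11e-10 over 4 lists from limma's camera). It did not pass with fry (p = 0.0823) or with an estimated correlation (p = 0.306). Among the alternatives only limma on log2(FPKM + 0.1) and log2(FPKM + 1), which moved the median of all genes above 0, reversed its sign. The adipocyte list had a median of -0.59, with 9 of 12 genes lower, and did not pass (adjusted p = 0.1797 over 4 lists from limma's camera, fry p = 0.482, estimated correlation p = 0.657). A list of genes that the paper measures by qPCR or immunoblot, from which Tmem86a was left out, had 15 tested genes. Of these, 2 passed, Adgre1 at 2.86 (adjusted p = 0.0238 from edgeR) and Uqcrc2 at -1.22 (adjusted p = 0.0463 from edgeR). Tmem86a, which the paper also measures in these ways, passed as well, at 1.86 (adjusted p = 0.0253 from edgeR). No biological explanation was tested for these lists.

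Most genes called lower on HFD were not higher in the NCD library with the largest seminal vesicle share than in that with the smallest. Of the 289 genes, 12.1% were over 4-fold higher in NCD replicate 1 than in NCD replicate 3, against 8.07% of all tested genes, and 53.3% were lower in NCD replicate 1 than in NCD replicate 3. The 5 largest falls among them are secretory genes of the seminal vesicle. A gene that differs strongly among the NCD libraries is less likely to be called, so the calls cannot show how many falls RNA of another tissue caused. The epithelial list had a median log2 fold change of -6.05 with 1 of 12 genes called, and the smooth muscle list -2.94 with 0 of 8.

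The 5 largest rises among genes past the threshold without overlap of the diets were Slc5a7, AW822252, Cyp4a10, Kctd4 and Spp1. Slc5a7 was at 107, 6.69 and 15.6 TMM-scaled CPM on HFD and at most 0.201 on NCD, and Spp1 at 57.1, 695 and 1171 on HFD and at most 4.99 on NCD. In edgeR both kept the threshold without NCD replicate 1, with log2 fold changes of 8.67 and 7.28, and lost it without any of the other 5 mice. AW822252, Cyp4a10 and Kctd4 had no count on NCD and were at least 13.0-, 12.6- and 7.13-fold higher on HFD against a floor of 3 counts per library. The feature with identifier 100861531, for which no symbol was found and which was chosen after its values were seen, took 3.02% of the counts of HFD replicate 1, or 30230 CPM, against 3182 and 1377 in HFD replicates 2 and 3 and 787, 728 and 900 in NCD replicates 1, 2 and 3. No explanation was tested.

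The first principal component held 68.1% of the variance. NCD replicate 1 had Spearman correlations across genes of 0.907 and 0.870 with the other NCD libraries and of 0.801 to 0.820 with the HFD libraries. NCD replicates 2 and 3 correlated with every HFD library at 0.911 to 0.933, above their values with NCD replicate 1, and with each other at 0.985. With 3 mice against 3 there are 10 splits of the samples, so that counting splits alone cannot exclude chance. The real split gave the largest number of genes past the adjusted p (1 of the 10 splits as large), the largest number also changed 2-fold (1 of 10), and the largest medians of the macrophage list (1 of 10) and the OXPHOS list (1 of 10). For the adipocyte list 5 of the 10 splits, the real one included, gave a median as large, and for the LXR target list 5 of 10.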
